# TRIM28-dependent SUMOylation protects the adult ovary from activation of the testicular pathway

**DOI:** 10.1038/s41467-022-32061-1

**Published:** 2022-07-29

**Authors:** Moïra Rossitto, Stephanie Déjardin, Chris M. Rands, Stephanie Le Gras, Roberta Migale, Mahmoud-Reza Rafiee, Yasmine Neirijnck, Alain Pruvost, Anvi Laetitia Nguyen, Guillaume Bossis, Florence Cammas, Lionel Le Gallic, Dagmar Wilhelm, Robin Lovell-Badge, Brigitte Boizet-Bonhoure, Serge Nef, Francis Poulat

**Keywords:** Gene regulation, Transdifferentiation, Histone post-translational modifications, Reproductive biology

## Abstract

Gonadal sexual fate in mammals is determined during embryonic development and must be actively maintained in adulthood. In the mouse ovary, oestrogen receptors and FOXL2 protect ovarian granulosa cells from transdifferentiation into Sertoli cells, their testicular counterpart. However, the mechanism underlying their protective effect is unknown. Here, we show that TRIM28 is required to prevent female-to-male sex reversal of the mouse ovary after birth. We found that upon loss of *Trim28*, ovarian granulosa cells transdifferentiate to Sertoli cells through an intermediate cell type, different from gonadal embryonic progenitors. TRIM28 is recruited on chromatin in the proximity of FOXL2 to maintain the ovarian pathway and to repress testicular-specific genes. The role of TRIM28 in ovarian maintenance depends on its E3-SUMO ligase activity that regulates the sex-specific SUMOylation profile of ovarian-specific genes. Our study identifies TRIM28 as a key factor in protecting the adult ovary from the testicular pathway.

## Abstract (web summary)

Gonadal fate in mammals is determined during embryogenesis and is actively maintained in adulthood. This study shows that E3-SUMO ligase activity of TRIM28 is required for ovarian identity maintenance and testicular-specific gene repression in mouse adult ovary; in its absence, ovarian granulosa cells transdifferentiate to Sertoli cells.

## Introduction

For long time, it was thought that in mammals, adult gonadal sex assignment was determined and fixed during embryonic development. Any perturbation during this period leads to various disorders of sexual development. However, some teleost fish species display sequential hermaphroditism: gonadal sex is not definitively established in adulthood, and social stimuli can re-assign gonads to the opposite sex (for review see^1^). Moreover, postnatal sex reversal has been observed in several mouse models: ovarian masculinisation upon deletion of oestrogen receptor 1 and 2 (*Esr1-2*)^2^ or of *Cyp19a1*^3^, as well as after postnatal conditional knock-out (cKO) of *FoxL2*^4^ and ectopic ovarian expression of *Dmrt1*^5^. In these cases, the initial cellular event is ovarian-to-testicular transdifferentiation of the supporting cell lineage (granulosa cells to Sertoli cells). Conversely, deletion of *Dmrt1* in postnatal testes^6^ or of both *Sox8* and *Sox9*^7^ induces Sertoli-to-granulosa cell transdifferentiation. These results indicate that granulosa and Sertoli cells retain the ability to transdifferentiate into the opposite sexual fate, and that constant repression of the alternative fate in adult life is required to maintain their cell fate identity and function. However, there is only limited information on the epigenetic and transcriptional programmes implicated in cell fate reprogramming of the supporting lineage.

We previously showed that the epigenetic regulator TRIM28 is a partner of SOX9 in mouse fetal Sertoli cells^8^. TRIM28 is a versatile nuclear scaffold protein that coordinates the assembly of protein complexes containing different chromatin remodelling factors. It can be recruited on chromatin upon interaction with DNA-binding proteins, such as KRAB-ZNF family members^9–11^, or with transcription factors^12–14^. TRIM28 was originally associated with transcriptional repression^9^ and heterochromatin formation^15,16^; however, many evidences show that it also positively regulates gene expression^12,13,14,17^ and controls transcriptional pausing^18,19^. Despite its interaction with SOX9, cKO of *Trim28* in Sertoli cells results in adult males with hypoplastic testes and spermatogenesis defects, but no sex reversal^20^. This suggests that in Sertoli cells, TRIM28 is required to control spermatogenesis, but not for the maintenance of the somatic cell component of the testis.

In this work, to understand its role in ovarian physiology, we generated a cKO of *Trim28* in the somatic compartment of the developing mouse ovary. We observed sex reversal in adult ovaries where the follicular structure progressively reorganised in pseudo-tubules with Sertoli-like cells. We then combined mouse genetic with transcriptomic and genomic approaches to determine the molecular action of TRIM28 and its interplay with FOXL2 in adult ovaries. Our data show that TRIM28 maintains the adult ovarian phenotypes through its SUMO-E3-ligase activity that controls the granulosa cells programme and represses the Sertoli cell pathway.

## Results

### Deletion of *Trim28* induces masculinisation of adult ovary

Double immunostaining of XX gonads at 13.5 days post-coitum (dpc) showed that TRIM28 is co-expressed with FOXL2 in ovarian pre-granulosa cells, (Supplementary Fig. 1). To study its role in this crucial ovarian lineage, we generated a mouse line in which *Trim28* can be conditionally deleted using the *Nr5a1:Cre*^21,22^ transgenic line (*Trim28*^*flox/flox*^; *Nr5a1:Cre* referred as *Trim28*^*cKO*^ or cKO in the text/figures). In 13.5 dpc cKO ovaries, nuclear TRIM28 signal was strongly decreased in FOXL2-positive pre-granulosa cells, whereas it was still present at heterochromatin foci, and was nearly disappeared at E18.8 (Supplementary Fig. 1). At birth, XX cKO mice displayed normal external female genitalia, without any obvious ovarian structure abnormality at 3 days post-partum (dpp)(Supplementary Fig. 2). In FOXL2-positive immature granulosa cells, we did not detect any signal for TRIM28 and SOX8/SOX9, two Sertoli cell markers (Supplementary Fig. 2). Unlike granulosa cells that looked normal at this stage, oocytes were larger, suggesting an early and indirect effect of TRIM28 absence on oogenesis. This suggests that TRIM28 is not required for fetal ovary differentiation. However, as TRIM28 is still expressed in pre-granulosa cells at 13.5 dpc, a potential role in the primary ovarian determination that occurs at ~11.5 dpc cannot be excluded.

In several follicles of 20 dpp *Trim28*^*cKO*^ ovaries, SOX8 was expressed in groups of cells that stopped expressing FOXL2 (Fig. 1a). Some of these cells are co-expressing FOXL2 and SOX8, suggesting a transdifferentiation event. Double immunostaining showed that some SOX8-positive cells also expressed SOX9, suggesting that SOX8 expression precedes SOX9, unlike what observed in mouse embryonic testes^23^. As SOX8 and SOX9 are Sertoli cell markers, this suggests that fetal deletion of *Trim28* in pre-granulosa cells might induce their reprogramming towards Sertoli cells after birth, as described for *Foxl2* deletion^4^ and oestrogen receptor double knock-out^2^.

**Fig. 1:**
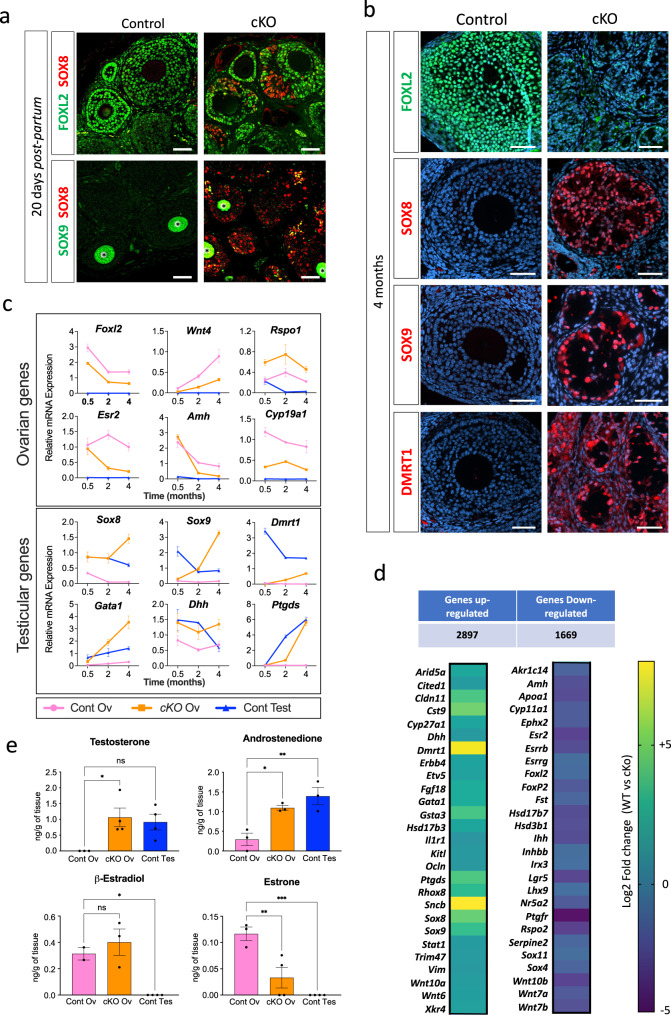
*Trim28* loss in granulosa cells induces masculinisation of the adult ovary. **a** compared with control ovaries, in granulosa cells of 20 dpp *Trim28*^*cKO*^ ovaries, FOXL2 expression is progressively lost and SOX8 (Sertoli cell marker) starts to be expressed. An overlap of both stainings is also visible, showing that some cells are co-expressing FOXL2 and SOX8. Among the SOX8-positive cells, few express also SOX9, suggesting that SOX8 may precede SOX9. Green staining of oocytes (*) is a non-specific antibody artefact of early folliculogenesis^105^. Scale bar: 50 µm. **b** in 4-month-old *Trim28*^*cKO*^ ovaries, transdifferentiation to Sertoli cells is complete. Compared with control ovaries, in *Trim28*^*cKO*^ ovaries FOXL2 signal has almost disappeared, and follicles are reorganised in pseudo-tubules that express the Sertoli markers SOX8, SOX9, and DMRT1. Protein (green or red) are merged with DNA stain (blue). Scale bar: 50 µm. **c** RT-qPCR analysis of the temporal (in months) gene expression variations in control ovaries (Cont Ov), *Trim28*^*cKO*^ ovaries (cKO Ov), and control testes (Cont Test). In *Trim28*^*cKO*^ ovaries, typical ovarian genes are progressively downregulated, but for *Rspo1*, and testis genes are upregulated. Bars are the mean ± SEM. Details of the statistical analysis are provided in Source data file. Source data are provided as a Source Data file. Bars are the mean ± SEM. For 0.5, 2 and 4 months: control ovaries *n* = 5, 4, 4 animals (gonad pairs) respectively; cKO ovaries *n* = 5 animals, control testes: *n* = 3 animals. Details of the statistical analysis are provided in Source data file. **d** Heatmap of the RNA-seq analysis of 7-month-old ovaries (see Data S1) showing that 2896 and 1669 genes are up- and downregulated, respectively, in *Trim28*^*cKO*^ compared with control ovaries. Normalised expression values are expressed as Log2 fold-change (Control *vs* cKO), from −5 (deep violet) to +8 (yellow). Source data are provided as a Source Data file. **e** *Trim28* cKO induces the masculinisation of the ovarian steroid profile. Steroids were extracted from 7-month-old control (Cont Ov) and *Trim28*^*cKO*^ (cKO Ov) ovaries, and control testes (Cont Test) and quantified (ng/g of tissue) by mass spectroscopy. Data are the mean ± SEM. For testosterone *n* = 4 animals (gonad pairs). For Androstenedione *n* = 3. For β-estradiol *n* = 3,3, 4 animals for Cont Ov, cKO Ov and Cont Test respectively. For estrone *n* = 3,4, 4 animals for Cont Ov, cKO Ov and Cont Test respectively. *P* value for Testosterone *:0.0324; for androstenedione * and**: 0.2013 and 0.005 respectively; for β-estradiol *: 0.0215; for estrone ** and ***: 0.058 and 0.0008 respectively. (One-way ANOVA with Dunnett’s multiple comparisons test). Source data are provided as a Source Data file. Details of the statistical analysis are provided in Source data file. For the immunofluorescences, at least three independent biological replicates were analysed, and the images presented are representative of all replicates.

In 8-week-old *Trim28*^*cKO*^ mice, ovarian organisation was profoundly changed. Medullar follicles had almost completely lost FOXL2 expression, expressed SOX8 and SOX9, and were reorganised into pseudo-tubular structures, indicative of a process of testis cord formation (Supplementary Fig. 3a, d, g). We never detected any cell that expressed both SOX8 (Supplementary Fig. 3b) or SOX9 (Supplementary Fig. 3e) and FOXL2, but many cells that expressed both SOX proteins (Supplementary Fig. 3h). Their distribution suggested (like in 20 dpp *Trim28*^*cKO*^ ovaries) that SOX8 might precede SOX9. Conversely, the cortical region presented a less advanced phenotype: as observed in 20 dpp *Trim28*^*cKO*^ ovaries, follicles were still organised, but remodelling had started with groups of cells that stopped expressing FOXL2 and expressed SOX8 and/or SOX9 (Supplementary Fig. 3c, f and i). These results show that in *Trim28*^*cKO*^ ovaries, the granulosa-to-Sertoli cell transdifferentiation starts in follicles located in the medulla and then spread to the cortical regions.

In parallel, using the Terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL) assay, we did not observe any significant increase in apoptosis in 20 dpp and 8-week-old *Trim28*^*cKO*^ ovaries (Supplementary Fig. 4), as previously described for the cKO of *Foxl2*^4^. This excluded the replacement by neo-formed Sertoli cells of granulosa cells eliminated by widespread apoptosis.

In 4-month-old *Trim28*^*cKO*^ females, the transdifferentiation of granulosa cells into Sertoli cells was complete: FOXL2 expression has disappeared, and follicles were completely remodelled into tubular structures with cells that expressed the Sertoli cell markers SOX8, SOX9 and DMRT1 (Fig. 1b). Histological analysis confirmed the progressive reorganisation of ovarian follicles into tubular structures and the transdifferentiation of granulosa cells into cells with a Sertoli cell morphology (Supplementary Fig. 5). This reorganisation was undetectable in 4-week-old *Trim28*^*cKO*^ ovaries but was clearly visible in the medulla at 8 weeks and was completed at 17 weeks. Germ cells (oocytes) were relatively normal in ovaries with a preserved follicular structure but started to degenerate during transdifferentiation. In 8-week-old ovaries in which the medullar part was reorganised into pseudo-tubules, oocytes had disappeared or were degenerating (Supplementary Fig. 5), and in 17-week-old ovaries they had disappeared.

A recent study showed that *Trim28* hemizygosity affects spermatogonial stem cells and induces testis degeneration^24^. However, we did not observe any change in FOXL2 immunostaining in ovaries from wild-type and heterozygous *Trim28*^*cKO*^ mice at the different stages we analysed (Supplementary Fig. 6a). Similarly, we did not detect any expression change of the three Sertoli markers *Sox8*, *Sox9* and *Dmrt1* in heterozygous 3-month-old ovaries (Supplementary Fig. 6b). Therefore, the loss of a single *Trim28* allele does not cause transdifferentiation of granulosa cells.

We next examined the temporal expression of several genes with roles in testicular and ovarian sex-determination in 0.5- (15 dpp), 2 and 4-month-old ovaries. Reverse transcription-quantitative real-time polymerase chain reaction (RT-qPCR) analysis revealed that in *Trim28*^*cKO*^ ovaries, the mRNA level of most ovarian-specific genes was decreased, with the exception of *Rspo1* (Fig. 1c, panel Ovarian genes). Conversely, testicular-specific genes were progressively upregulated (Fig. 1c, panel Testicular genes), confirming the histology and immunofluorescence observations. The expression level of some ovarian (*Foxl2, Esr2, Cyp19a1*, and *Rspo1*) and testicular genes (*Sox8* and *Dhh*) was already modified soon after birth (15 dpp), before changes in *Sox9* and *Dmrt1* and before the detection of histological defects (Supplementary Fig. 5).

Bulk RNA-seq experiments using 7-month-old *Trim28*^*cKO*^ ovaries (Data S1), in which transdifferentiation was completed, showed that 1669 genes were significantly downregulated in the absence of *Trim28*, among which 71% are normally expressed in adult granulosa cells^25^, including genes involved in ovarian determination (Fig. 1d, right). 

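RNA was extracted from the ovaries of 3 control and 3 *Trim28* cKO mice aged 7 months, in which the *Nr5a1:Cre* transgene deletes *Trim28* in somatic cells of the gonad, and 3 polyadenylated, strand-marked libraries per genotype were sequenced, each from 600 ng of total RNA. The sample labels name 3 mice per genotype, and each library was taken to come from a different mouse. The authors mapped single-end reads to mm10 with STAR 2.5.3a, counted uniquely aligned reads per Ensembl gene with htseq-count 0.6.1p1 and compared the groups with the Wald test of DESeq2 1.16.1. Their deposited table holds raw counts for 34461 genes. Total counts were 38547807, 23615580 and 45033787 in the control libraries and 32441021, 43904823 and 48508461 in the *Trim28* cKO libraries. From these raw counts, 18959 genes passed a filter on low counts (filterByExpr) and were tested with the quasi-likelihood test of edgeR after TMM scaling, with Benjamini-Hochberg adjustment. For the counts of genes higher and lower, genes were called at an adjusted p of at most 0.05 and a log2 fold change beyond 1 in either direction, the thresholds of Data S1. Members of gene lists rose or fell, and single named genes kept or lost their call, at that adjusted p with no limit on the fold change. Without that limit, 3832 of the 18959 tested genes were higher and 3189 lower, the background for the list counts. The filter, the scaling and the test can each change how many genes are called. Expression is given in CPM, counts scaled to library size with TMM, as mean ± SD with n = 3 libraries per group, and fold changes are *Trim28* cKO over control. *Trim28* itself (ENSMUSG00000005566, chromosome 7, 12999114 to 13031035 of mm10) was at 163 ± 12.9 CPM in control and 58.5 ± 11.5 CPM in *Trim28* cKO ovaries (log2 fold change -1.47, standard error 0.15, adjusted p = 0.000663 by edgeR). Its level was 155, 178 and 155 CPM in the control libraries and 48.8, 55.6 and 71.2 CPM in the *Trim28* cKO libraries. Reads were counted over the whole gene and the ovaries also hold cells without the Cre, so remaining *Trim28* reads do not measure the completeness of deletion. The first principal component, with 71.7% of the variance, separated the groups. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1.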

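In *Trim28* cKO ovaries, 1523 genes were lower than in control ovaries. Among them were the granulosa cell genes *Slc18a2*, a vesicular monoamine transporter, at 215 ± 49.2 CPM in control and 12.4 ± 2.40 CPM in *Trim28* cKO ovaries (log2 fold change -4.12, standard error 0.24, adjusted p = 0.000136 by edgeR), *Amh*, a hormone of growing follicles (log2 fold change -2.46, standard error 0.23), and the R-spondin receptor gene *Lgr5* (log2 fold change -2.94, standard error 0.47). Of 26 granulosa cell genes in a list fixed before the data were examined, 14 fell, 2 rose and 10 did not pass the test (14 fell when adjusted over the list alone). Of these genes 11 are also among those the study chose on the same libraries, and of the other 15, 4 fell and 2 rose. The members that rose were *Amhr2*, the receptor of anti-Müllerian hormone (log2 fold change 2.00), and *Kctd14* (log2 fold change 1.54). As a set the list was lower by camera (adjusted p = 4.67e-07) and passed fry, another test of sets (adjusted p = 0.00162). With an estimated correlation it did not pass camera (adjusted p = 0.117). These set tests cover all 26 genes, including the 11 the study chose, so they are not independent evidence. No set test was run without those 11. Of the 26 tested ovarian genes of Fig. 1d, 25 fell, with the largest fall in *Ptgfr*, the prostaglandin F receptor gene (log2 fold change -4.74, standard error 0.37). None rose by edgeR, at an unadjusted p under 0.05, by DESeq2 or by limma-voom, each 0. The study chose these genes on the same libraries, so their count is not independent evidence, and the 26 that fell when adjusted over the list alone are not either. Oocyte genes moved in the same direction, whereas the genes of some other cell types did not. Of 27 oocyte genes 22 fell, such as *Nlrp14* (94.0 ± 40.0 CPM in control and 9.31 ± 0.915 CPM in *Trim28* cKO ovaries), also 22 when adjusted over the list alone. The oocyte list had adjusted p = 8.02e-16 by camera, 0.0130 by fry and 0.299 by camera with an estimated correlation. The largest falls among all genes at 5 CPM or more included *Onecut2*, which encodes a transcription factor (log2 fold change -6.74, standard error 0.64), and *Akr1c18*, which encodes the progesterone-inactivating hydroxysteroid dehydrogenase of the corpus luteum (log2 fold change -6.63, standard error 0.65, adjusted p = 0.000578 by edgeR).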

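In *Trim28* cKO ovaries, 2598 genes were higher than in control ovaries. The Sertoli cell transcription factor gene *Sox9* (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760 of mm10) was at 2.95 ± 0.256 CPM in control and 38.4 ± 11.0 CPM in *Trim28* cKO ovaries (log2 fold change 3.70, standard error 0.23, adjusted p = 0.000184 by edgeR). *Sox8*, a related transcription factor gene, rose from 0.996 ± 0.380 to 30.6 ± 9.80 CPM (log2 fold change 4.97, standard error 0.37, adjusted p = 0.000247 by edgeR). Of 27 Sertoli cell genes listed beforehand, 21 rose, 1 fell and 5 did not pass the test, and the counts were also 21 and 1 when adjusted over the list alone. Of these genes 12 are also among those the study chose on the same libraries, and of the other 15, 9 rose and 1 fell. With limma-voom and without *Trim28* cKO replicate 2, 2 members fell. The list was higher by camera (adjusted p = 8.02e-16) and passed fry (adjusted p = 0.00305). With an estimated correlation it did not pass camera (adjusted p = 0.251). The 12 genes the study chose were part of these set tests too, and no set test was run without them. All 27 testicular genes of Fig. 1d rose, among them *Cst9* (log2 fold change 5.32) and *Gsta3*, a glutathione transferase gene (log2 fold change 4.09), with adjusted p = 0.0696 for the list with an estimated correlation. This list was chosen by the study on the same libraries and is not independent evidence, nor are the 27 that rose when adjusted over the list alone. With limma-voom 25 members rose, without a filter on low counts 25, and with a library left out 22 to 26. Of 9 Leydig cell genes, 4 rose and 4 fell, with the same numbers when adjusted over the list alone, and 3 and 2 of the 6 that the study did not choose. The largest rise was that of *Insl3*, a hormone of Leydig and theca cells (0.433 ± 0.0994 CPM in control and 12.4 ± 7.42 CPM in *Trim28* cKO ovaries, log2 fold change 4.85, standard error 0.51, adjusted p = 0.000683 by edgeR), and *Fabp3*, a fatty acid-binding protein gene, also rose (log2 fold change 3.77). *Star*, which encodes the protein that brings cholesterol to the mitochondrial inner membrane, fell (log2 fold change -2.07, standard error 0.40). The Leydig list as a set did not pass camera (adjusted p = 0.791) or fry (adjusted p = 0.715). Of its 9 members 8 also stand in another list, *Star* and *Lhcgr* in one of corpus luteum genes. The set result therefore does not measure Leydig cells alone. Macrophage genes also rose in these ovaries, 16 of 16 and 16 when adjusted over the list alone, with a median log2 fold change of 2.85. That list had adjusted p = 8.33e-25 by camera, 0.00228 by fry and 0.156 by camera with an estimated correlation.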

Repression of the granulosa cell transcriptome was accompanied by upregulation of 2897 genes that included typical Sertoli and Leydig cell markers (Fig. 1d, left), showing that *Trim28* cKO induces the ovarian transcriptome masculinisation. We concluded that *Trim28* deletion in fetal pre-granulosa cells induces the postnatal remodelling of the ovarian transcriptome, leading to its masculinisation. Moreover, we observed an important deposition of extracellular matrix around pseudo-tubules (Supplementary Fig. 5) and the upregulation of several genes that encode components of the testicular basal lamina: *Col4a3*, *Col9a3*, *Col13a1*, *Col28a1*, and *Lamc2* (encoding laminin gamma 2)(Data S1).

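Data S3 lists genes of granulosa, intermediate and Sertoli cell populations from single cells of other mice. The cells came from 8-week-old control and *Trim28* cKO ovaries and from testes, with public data of adult testes added. The paper describes the intermediate cells as *Trim28* cKO ovarian cells, so that list comes from the same mutant. Some of these genes also moved in the 7-month-old ovaries. Of 842 tested genes of the Sertoli cell population, 272 rose, 61 fell and 509 did not pass the test (277 rose and 64 fell when adjusted over the list alone). The number that fell dropped to 34 without control replicate 1 and to 35 without *Trim28* cKO replicate 3. Of 145 tested genes of the granulosa cell population, 49 fell, such as the apolipoprotein gene *Apoa4* (log2 fold change -4.50, standard error 0.47), 7 rose and 89 did not pass the test, with the same numbers when adjusted over the list alone. Of 67 tested genes of the intermediate population, 37 rose, such as the chemokine receptor gene *Ccr9* (0.514 ± 0.138 CPM in control and 20.7 ± 4.87 CPM in *Trim28* cKO ovaries), 3 fell and 27 did not pass the test (42 rose and 4 fell when adjusted over the list alone). Only 1 of them fell without control replicate 1, control replicate 3, *Trim28* cKO replicate 2 or *Trim28* cKO replicate 3. By camera the Sertoli, granulosa and intermediate lists had adjusted p = 0.000270, 2.63e-05 and 1.14e-10, and adjusted p = 0.632, 0.251 and 0.276 with an estimated correlation. By fry they had adjusted p = 0.0173, 0.00305 and 0.00563. The highest fold changes among genes at 5 CPM or more in *Trim28* cKO ovaries included *Slc22a26*, an organic anion transporter gene, with 3 counts in all control libraries and 7269 in the *Trim28* cKO libraries, a ratio of 2080.3 with a 95% exact counting interval from 712 to 10090.1. *Npy*, which encodes neuropeptide Y, was at 0.0715 ± 0.0486 CPM in control and 42.0 ± 8.78 CPM in *Trim28* cKO ovaries (log2 fold change 9.27, standard error 0.36). *Gm48530* had 0 counts in control and 776 in *Trim28* cKO ovaries, at least 222-fold higher against a floor of 3 counts over the group. These intervals and floors cover counting error only. Cell division genes fell as well, 23 of 23 listed and 23 when adjusted over the list alone, with adjusted p = 0.0107 with an estimated correlation. The paper takes the fall of the granulosa cell transcriptome, with the rise of Sertoli and Leydig cell markers, to show a masculinised ovarian transcriptome. It concludes that loss of *Trim28* in fetal pre-granulosa cells remodels this transcriptome after birth. That conclusion also follows its histology, immunostaining and RT-qPCR at earlier ages, since 7-month-old ovaries alone do not show when the change began.

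**Figure D1:**
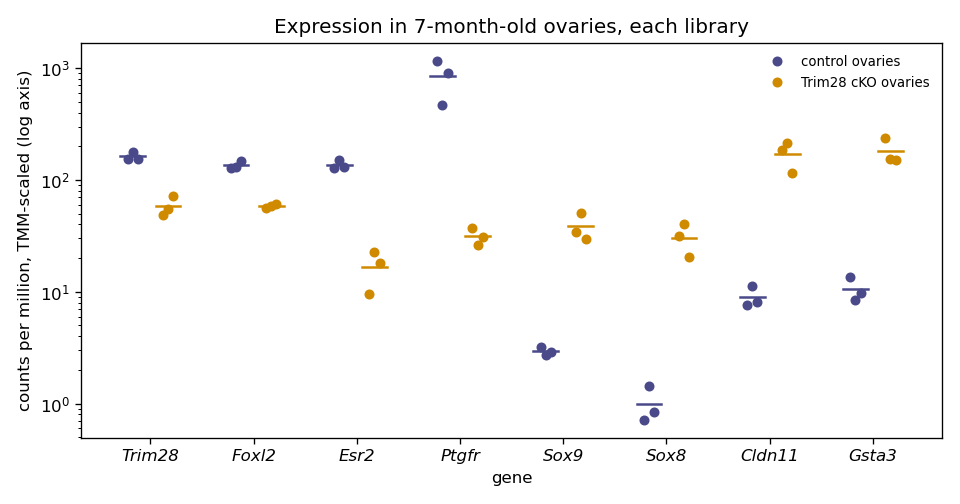
Expression of ovarian and testicular genes in 7-month-old ovaries. The vertical log axis gives CPM with TMM scaling and the horizontal axis the gene, each point is 1 library (3 control, 3 *Trim28* cKO) and each bar the mean of its group. For *Foxl2*, the *Trim28* cKO libraries lie at 56.7, 58.7 and 60.9 CPM, below every control library, and for *Sox9* they lie at 34.4, 50.9 and 30.0 CPM, above every control library.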

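*Col28a1* was at 1.82 ± 1.16 CPM in control and 8.27 ± 0.743 CPM in *Trim28* cKO ovaries (log2 fold change 2.17, standard error 0.45, adjusted p = 0.00919 by edgeR). *Col13a1* had a log2 fold change of 1.96 (standard error 0.22), *Col9a3* of 1.41 (standard error 0.31) and *Col4a3* of 1.15 (standard error 0.16). The study named these genes from the same libraries, so their direction is not independent evidence. Of 23 type IV collagen, laminin and other basement membrane genes listed beforehand, 4 rose, 7 fell and 12 did not pass the test, and 8 fell when adjusted over the list alone. The study chose 2 of these genes on the same libraries, and of the other 21, 2 rose and 7 fell. Those that fell included *Lamc3* (log2 fold change -1.90, standard error 0.33) and *Lamb1* (log2 fold change -0.72, standard error 0.13). The number that fell was 4 without control replicate 1 and 4 without control replicate 3. The basement membrane list as a set did not pass camera (adjusted p = 0.395) or fry (adjusted p = 0.384). Of 10 genes of pericytes and smooth muscle cells, which also lie on basement membranes, 1 rose and 5 fell (2 and 5 when adjusted over the list alone). The number that fell was 2 without control replicate 2 or without a filter on low counts and 3 without each other library, and the number that rose was 0 without a filter and 2 by DESeq2. As a set these pericyte and smooth muscle genes did not pass camera (adjusted p = 0.113) or fry (adjusted p = 0.117).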

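Of 30 genes of steroid synthesis measured in 7-month-old ovaries, 11 were higher in *Trim28* cKO ovaries, 9 were lower and 10 did not pass the edgeR test. When adjusted over the list alone, 14 were higher and 10 lower. *Cyp27a1*, a mitochondrial sterol hydroxylase gene, was at 26.2 ± 4.31 CPM in control and 108 ± 18.8 CPM in *Trim28* cKO ovaries (log2 fold change 2.04, standard error 0.18, adjusted p = 0.000391 by edgeR). *Cyp21a1*, the steroid hydroxylase of glucocorticoid and mineralocorticoid synthesis, was at 0.143 ± 0.0861 CPM in control ovaries and at 28.4, 77.1 and 8.07 CPM in the *Trim28* cKO libraries, and can share reads with a nearby pseudogene copy. *Cyp11b1*, an adrenal-type steroid hydroxylase gene, had a log2 fold change of 2.73 (standard error 0.88, adjusted p = 0.0465 by edgeR), a call lost with limma-voom, without a filter on low counts and without each in turn of control replicates 2 and 3 and *Trim28* cKO replicates 1 and 2. *Akr1c14*, which encodes a hydroxysteroid dehydrogenase, fell from 413 ± 31.6 to 138 ± 43.3 CPM (log2 fold change -1.58, standard error 0.24, adjusted p = 0.00265 by edgeR). Members moved both ways, and the list as a set did not pass camera (adjusted p = 0.817) or fry (adjusted p = 0.955). The number of members that were higher was 7 without control replicate 3. Of these genes 6 are also among those the study chose on the same libraries, and of the other 24, 9 were higher and 5 lower. Genes of the corpus luteum, a steroid-producing tissue of the ovary, were lower for 7 of 8 members, and 8 when adjusted over the list alone. The luteal list had adjusted p = 7.25e-08 by camera, 0.0101 by fry and 0.276 by camera with an estimated correlation.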

As several genes involved in steroidogenesis displayed a modified profile (Fig. 1c, Supplementary Fig. 7a, b for temporal analysis, and RNA-seq data, respectively), we used mass spectroscopy to quantify the production of major steroid hormones in control and *Trim28*^*cKO*^ ovaries and control testes from 7-month-old animals (Fig. 1e). Androgen levels (testosterone and androstenedione) in *Trim28*^*cKO*^ ovaries and control testes were similar. Among the oestrogens produced in *Trim28*^*cKO*^ ovaries, estrone was strongly reduced, whereas 17β-estradiol levels were comparable to those in control ovaries. This can be explained by the persistent expression of *Cyp19a1* (the gene encoding the aromatase that catalyses 17β-estradiol production) in *Trim28*^*cKO*^ ovaries (Fig. 1c) and by the modified expression of genes encoding hydroxysteroid dehydrogenases (HSD) (Supplementary Fig. 7a, b). 

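In the RNA-seq of 7-month-old ovaries, genes of hydroxysteroid dehydrogenases moved in both directions. *Hsd11b1*, whose enzyme regenerates active glucocorticoids, rose from 3.84 ± 0.623 to 28.4 ± 2.18 CPM (log2 fold change 2.88, standard error 0.17, adjusted p = 0.000136 by edgeR). *Hsd11b2*, whose enzyme inactivates them, fell from 38.8 ± 15.2 to 4.76 ± 1.29 CPM (log2 fold change -3.03, standard error 0.32, adjusted p = 0.000721 by edgeR). *Hsd17b11* (log2 fold change 1.23), *Hsd3b6*, which can share reads with similar genes of its family (log2 fold change 2.86), *Hsd17b14* (log2 fold change 2.10) and *Hsd17b3*, the enzyme that makes testosterone in the testis (log2 fold change 2.33), rose. The call of *Hsd17b3* was lost without each control library in turn, without *Trim28* cKO replicate 1 or 2 and with the replicate number as a block. *Hsd17b7* fell (log2 fold change -2.68, standard error 0.47), a call lost without a filter on low counts. *Hsd17b1*, whose enzyme converts estrone to 17β-estradiol and which was chosen after its values were seen, was at 108 ± 14.8 CPM in control and 114 ± 0.772 CPM in *Trim28* cKO ovaries (log2 fold change 0.082, standard error 0.11, adjusted p = 0.606 by edgeR).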

Overall, our results indicate that fetal *Trim28* deletion induces the masculinisation of the steroid production profile in adult ovaries.

### Analysis of the granulosa-to-sertoli transdifferentiation

To better describe the transdifferentiation process, we performed single-cell RNA sequencing (scRNA-seq) to compare the transcriptomic atlas of gonadal cell types in *Trim28*^*cKO*^ ovaries, control ovaries, and control testes. We analysed 8-week-old gonads because our data (Supplementary Fig. 3) indicated that at this stage, *Trim28*^*cKO*^ ovaries contain a mixed population of Sertoli-like cells and apparently normal granulosa cells. Using the 10X Genomics Single-Cell Gene Expression system, we analysed 7292 cells from *Trim28*^*cKO*^ ovaries, 7051 from control ovaries, and 42,720 from control testes (total = 57,063 cells). A larger number of testis cells was required to sample an equivalent number of testicular somatic cells alongside the abundant spermatogenic cells. We catalogued the different cell populations present in all samples (Supplementary Fig. 8a) based on the expression of known markers (Supplementary Fig. 8b). We confirmed the substantial decrease of *Trim28* expression in *Trim28*^*cKO*^ ovarian cells (Supplementary Fig. 9). In control gonads, we detected the expected cell types, including supporting (granulosa/Sertoli), steroidogenic (theca/Leydig), stroma, spermatogenic, endothelial, immune and blood cells (Supplementary Fig. 8), consistent with previous single-cell transcriptomic studies of adult mouse/human testis/ovaries^26–28^. We then focused on the supporting cell lineages. We identified 3106 supporting cells that expressed granulosa and/or Sertoli cell markers (*n* = 1112 in *Trim28*^*cKO*^ ovaries, *n* = 1446 in control ovaries, and *n* = 548 in control testes) (Fig. 2a). In *Trim28*^*cKO*^ ovaries, transcriptional profiles were asynchronous, some supporting cells were grouped with control granulosa cells and expressed *Esr2*, *Amh*, *Foxl2*, *Wnt4*, *Hsd17b1*, and *Nr5a2*, indicating that they still had a granulosa-like transcriptome (Fig. 2b). However, we also observed a gradient of gene expression from granulosa-to Sertoli cells via some intermediate *Trim28*^*cKO*^ ovarian supporting cells (Fig. 2a) that expressed some Sertoli markers at various levels and at different stages of transdifferentiation.

**Fig. 2:**
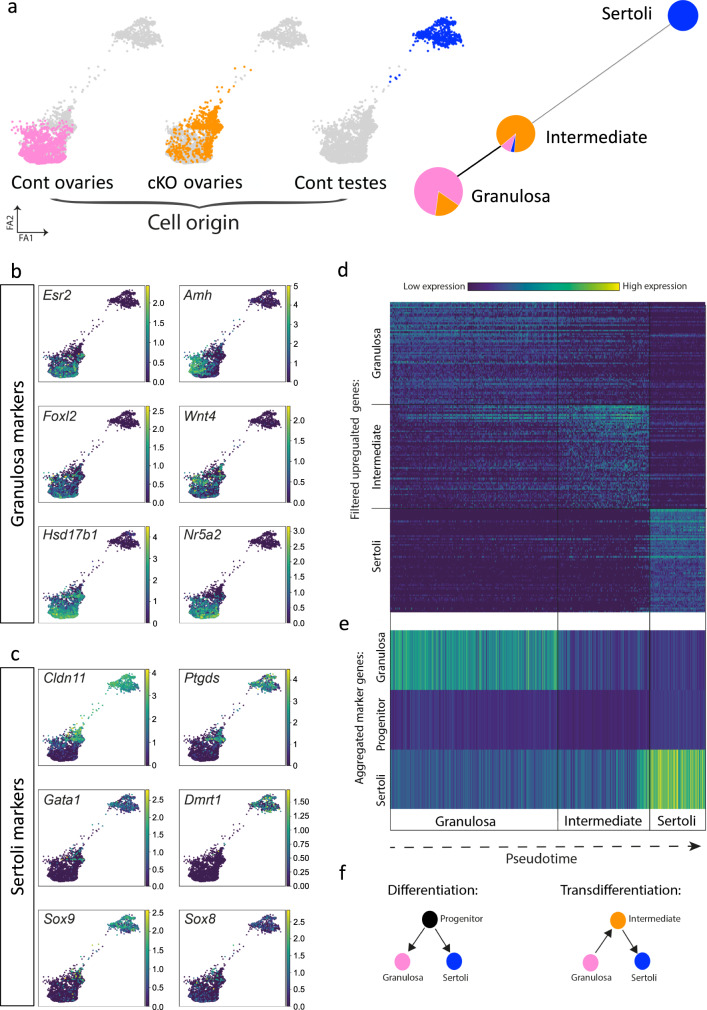
scRNA-seq analysis of ovarian and testis supporting cells reveals an intermediate cell population during transdifferentiation. **a** Force directed graphs showing the scRNA-seq results of adult *Trim28*^*cKO*^ ovarian supporting cells (orange), control granulosa (pink), and Sertoli cells (blue) (left). Each dot is one cell (coloured according to the sample of origin), and the distance between cells indicates their inferred transcriptional similarity. Leiden clustering divided the cells into three populations displayed using partition-based graph abstraction (right). Each node represents a cell cluster, and the proportion of *Trim28*^*cKO*^ and control granulosa and Sertoli cells is shown as a pie-chart on each node. The edges between nodes represent the neighbourhood relation among clusters with a thicker line showing a stronger connection between clusters. **b**, **c** Gene expression of selected granulosa and Sertoli cell markers in the supporting cells analysed in **a**. Each dot corresponds to one cell from **a**, and gene expression level ranges from 0 (purple) to high (yellow). **d** Heatmap showing the expression level of the top filtered differentially expressed genes in the three cell clusters along the pseudo-time. See Table Data S3 for the full list of genes. **e** Heatmap showing the mean expression levels in the three cell clusters along the pseudo-time of several thousand genes from a previous study on the granulosa, supporting progenitor, and Sertoli cell lineages^29^. Source data are provided as a Source Data file. **f** Schematic illustrating the processes of differentiation and transdifferentiation.

For example, *Cldn11* and *Ptgds* were expressed earlier during transdifferentiation and in more cells, compared with *Gata1*, *Dmrt1*, *Sox9* and *Sox8* (Fig. 2c).

We then asked whether these intermediate cells resembled embryonic XX or XY supporting cell progenitors^29^ that de-differentiated from granulosa cells before differentiating into the Sertoli lineage. We aligned all single cells along a pseudo-time (Fig. 2d, e, Supplementary Fig. 10)^30^, and divided them into three clusters based on their transcriptional profiles (Fig. 2a, right). This allowed us to identify genes that were upregulated in the granulosa, intermediate, and Sertoli cell populations (Fig. 2d, Data S3). Analysis of the mean expression of 1,743 supporting progenitor cell markers^29^ showed that they were weakly expressed in intermediate cells (Fig. 2e). This indicated that this population was distinct from embryonic progenitors. Gene Ontology enrichment analysis of the genes expressed in the intermediate population gave only general terms, such as “response to stimulus”, “cell death”, and “cell differentiation” (Data S4). Overall, the scRNA-seq analysis showed that in adult ovaries, *Trim28* cKO leads to transdifferentiation of the supporting lineage from the granulosa-to the Sertoli cell fate. Moreover, granulosa cells do not transdifferentiate into Sertoli cells by returning to an embryonic progenitor state, but via a different and novel cell intermediate (Fig. 2f).

### TRIM28 acts in concert with FOXL2 on chromatin

As the *Trim28*^*cKO*^ phenotype was similar to that of mice after *Foxl2* deletion in adult ovarian follicles^4^, we asked whether these two proteins co-regulated common target genes in the ovary. Immunofluorescence analysis confirmed that TRIM28 and FOXL2 were strongly co-expressed in the nucleus of adult control follicular granulosa cells and to a lesser extent in theca stromal cells. Both were almost undetectable in *Trim28*^*cKO*^ ovaries (Fig. 3a). Next, we performed TRIM28 and FOXL2 chromatin immunoprecipitation (ChIP) followed by next-generation sequencing (ChIP-seq) in control ovaries to gain a global view of TRIM28 and FOXL2 colocalization genome-wide. A comparison of the heatmaps of their co-binding to chromatin (Fig. 3b) showed that in ovaries, FOXL2 ChIP-seq reads strongly mapped to regions occupied by TRIM28 (Fig. 3b, blue panel). Similarly, TRIM28 ChIP-seq reads strongly mapped to FOXL2 peaks (Fig. 3b, red panel). Analysis of the overlap between TRIM28 and FOXL2 peaks confirmed that these proteins shared common genomic targets (62 and 55% respectively, Fig. 3b Venn diagram). TRIM28 and FOXL2 bound to overlapping regions of genes that have a central role in ovarian determination, such as *FoxL2*, *Esr2*, *Fst* (Fig. 3c), and genes expressed in granulosa cells (Supplementary Fig. 11). 

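In the RNA-seq of 7-month-old *Trim28* cKO ovaries, *Foxl2*, *Esr2* and *Fst* were lower than in control ovaries. *Foxl2* (ENSMUSG00000050397, chromosome 9, 98955288 to 98958543 of mm10), a transcription factor gene needed to maintain granulosa cells, fell from 136 ± 10.4 to 58.8 ± 2.09 CPM (log2 fold change -1.21, standard error 0.091, adjusted p = 0.000258 by edgeR), and *Foxl2os*, its antisense neighbour, had a log2 fold change of -0.98. The libraries mark strand, but the paper's text does not name the strand setting of the counting, so reads of this pair may not be fully separated. *Esr2*, the oestrogen receptor gene of granulosa cells, fell from 136 ± 12.9 to 16.7 ± 6.64 CPM (log2 fold change -3.02, standard error 0.30, adjusted p = 0.000602 by edgeR). *Fst*, which encodes the activin-binding protein follistatin, fell from 129 ± 7.73 to 45.5 ± 20.3 CPM (standard error of its log2 fold change 0.33, adjusted p = 0.0114 by edgeR). For each of the 3 genes every *Trim28* cKO library lay below every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The call of *Fst* was lost when no filter on low counts was applied.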

As these genes were downregulated in *Trim28*^*cKO*^ ovaries, this suggests that TRIM28 and FOXL2 positively regulate major granulosa cell genes. For instance, *Wnt4*, which was downregulated in *Trim28*^*cKO*^ ovaries (Fig. 1c), displayed several TRIM28 and FOXL2 peaks in control ovaries (Supplementary Fig. 11). Conversely, *Rspo1*, which is upstream of *Wnt4* in the ovarian-determining cascade^1,31^, was upregulated in *Trim28*^*cKO*^ ovaries (Fig. 1c). Analysis of the TRIM28/FOXL2 genomic profiles did not highlight any binding on *Rspo1* (Supplementary Fig. 11), suggesting that its regulation in the adult ovary is independent of TRIM28 and FOXL2. Moreover, in the absence of TRIM28, *Wnt4* expression seems to be independent from *Rspo1* expression level.

**Fig. 3:**
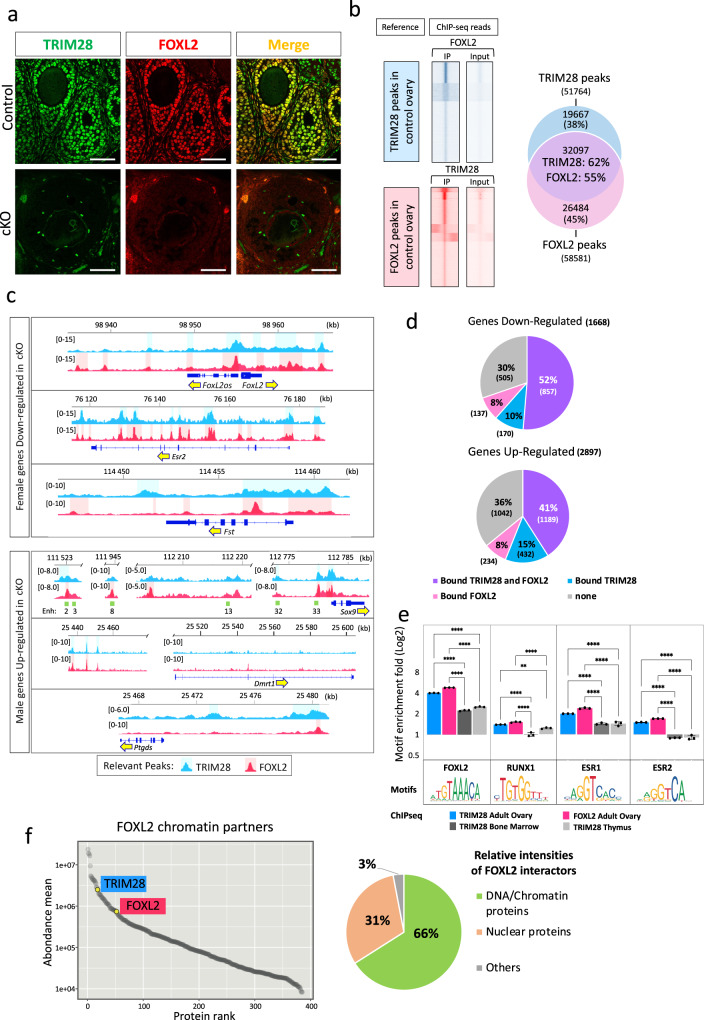
TRIM28 and FOXL2 act together on chromatin to maintain the ovarian pathway. **a** TRIM28 and FOXL2 are co-expressed in the nucleus of most follicular granulosa cells in 4-month-old control ovaries and in cells with flat nucleus surrounding follicles (identified as steroidogenic theca cells). In *Trim28*^*cKO*^ ovaries, only few cells expressed FOXL2. Scale bar: 10 µm. At least three independent biological replicates were analysed, and the images presented are representative of all replicates. **b** Overlap between TRIM28 and FOXL2 genomic localisation in the adult ovary. Heatmaps in blue represent FOXL2 ChIP-seq and inputs reads mapped on TRIM28 peaks (±1 kb from the centre). Red traces represent TRIM28 ChIP-seq and inputs reads mapped on FOXL2 peaks. The Venn diagram on the right shows that 32,097 of the 51,764 TRIM28 peaks (62%) and of the 58,581 FOXL2 peaks (55%) overlap in control ovaries. **c** Examples of TRIM28 and/or FOXL2 peaks in/around genes the expression of which is altered in *Trim28*^*cKO*^ ovaries. Upper panel: ovarian-specific genes downregulated in *Trim28*^*cKO*^ ovaries (see also Supplementary Fig. 11). The *Foxl2* gene is represented with the co-regulated non-coding *Foxl2os* gene^106^. Lower panel: testicular-specific genes upregulated in *Trim28*^*cKO*^ ovaries (see also Supplementary Fig. 12). Green rectangles in the *Sox9* panel: open chromatin regions described in the embryonic gonads, 13 corresponds to Enhancer13 that is crucial for sex-determination^32^. Relevant ChIP-seq peaks are highlighted in light blue (TRIM28) and light red (FOXL2). Yellow arrows indicate the gene orientation. **d** Pie charts showing up- and downregulated genes in *Trim28*^*cKO*^ ovaries that are bound by TRIM28 and/or FOXL2. Genes are listed in Data S7. **e** Enrichment for binding motifs of transcription factors^8^ involved in granulosa cell fate maintenance (FOXL2, RUNX1 and ESR1/2) in reads of TRIM28 and FOXL2 ChIP-seq of adult control ovaries (this study), and TRIM28 ChIP-seq of bone marrow^33^ and of thymus^34^. *n* = 3 independent computational analyses. Bars are the mean ± SD. Ordinary one-way ANOVA with Tukey’s multiple comparisons test. Adj *P* Val: for all motifs ****<0.0001. RUNX1: *=0.0186; **=0.0037; ***=0.0003. ESR1: ***=0.00020,0324 ESR2: ***=0.0005. More statistical data are in Source data file. Source data are provided as a Source Data file. **f** Left, plot showing enriched proteins, ranked by relative abundance, identified by FOXL2 ChIP-SICAP. Only significant proteins (>2-fold enrichment over No-antibody control, *n* = 2) are shown. TRIM28 was identified amongst the top 20 proteins found to interact with FOXL2. Pie-chart (right) shows the percentage of the relative intensities of FOXL2 chromatin partners, normalised to the total abundance of the enriched proteins.

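Of the 1669 genes that Data S7 lists as downregulated, edgeR called 1435 lower in *Trim28* cKO ovaries. Data S7 assigns 857 of the 1669, 51.3%, to the class bound by both TRIM28 and FOXL2 and 505 to the class bound by neither. Among the genes bound by both, 804 were tested and 779 were called lower, with a median log2 fold change of -1.70 (quartiles -2.28 and -1.28). Among those bound by neither, 408 were tested and 388 were called lower, with a median of -2.27 (quartiles -3.02 and -1.57). The study chose these genes for a log2 fold change beyond 1 on the same libraries, so neither the direction nor the size of their fall is independent evidence, and no difference in size between the classes is reported. Binding was taken from Data S7, and the ChIP-seq was not analysed here.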

Of note, 52% of the genes downregulated in *Trim28*^*cKO*^ ovaries interacted with TRIM28 and FOXL2 in control ovaries (Fig. 3d). Similarly, many testicular-specific genes upregulated in *Trim28*^*cKO*^ ovaries were bound by TRIM28 and FOXL2 (41%, 1189 of 2897), suggesting that TRIM28 and FOXL2 may have a repressive effect on the transcriptional activities of these genes in wild type ovary (Fig. 3d and Supplementary Fig. 12). For example, within the 2-Mb gene desert surrounding the *Sox9* gene, TRIM28 and/or FOXL2 peaks were in close proximity of some of the many enhancers implicated in gonadal *Sox9* expression regulation^32^, and also in the proximal promoter and gene body (Fig. 3c, lower panel). Similarly, the distal upstream regions of *Dmrt1* and *Ptgds*, which are both upregulated in *Trim28*^*cKO*^ ovaries, displayed overlapping regions of TRIM28 and FOXL2 binding (Fig. 3c, lower panels), like other genes, such as *Cldn11* that is expressed in Sertoli cells and upregulated in *Trim28*^*cKO*^ ovaries (Supplementary Fig. 12).

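*Dmrt1* (ENSMUSG00000024837, chromosome 19, 25505618 to 25604329 of mm10), a transcription factor gene of Sertoli cells, had 2 counts in all control libraries together and 1643 in the *Trim28* cKO libraries. This is a ratio of 705, with a 95% exact interval for counting error alone from 195 to 5829 (adjusted p = 0.000131 by edgeR). *Ptgds*, which encodes prostaglandin D synthase, was at 9.22 ± 5.04 CPM in control ovaries and at 661, 167 and 192 CPM in the *Trim28* cKO libraries (log2 fold change 5.20, standard error 0.73, adjusted p = 0.00200 by edgeR). Without *Trim28* cKO replicate 1, its log2 fold change was 4.28. *Cldn11* (ENSMUSG00000037625, chromosome 3, 31149920 to 31164324 of mm10), the tight junction claudin of Sertoli cells, rose from 8.98 ± 1.93 to 172 ± 50.1 CPM (log2 fold change 4.26, standard error 0.28, adjusted p = 0.000187 by edgeR). Of 14 cell junction genes listed beforehand, 10 rose and 1 fell. The list had adjusted p = 0.00309 by camera, 0.0141 by fry and 0.387 by camera with an estimated correlation. When adjusted over the list alone, 10 rose and 2 fell. The list shares 2 genes with those the study chose on the same libraries, and 8 of the other 12 rose. The member that fell, *Tjp1* (log2 fold change -0.60), lost its call without control replicate 1, control replicate 3 or *Trim28* cKO replicate 3 and with the replicate number as a block.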

We also analysed DNA motif enrichment for the binding sites of the major granulosa-specific transcription factors (FOXL2^4^, RUNX^22^ and ESR1/2^2^) in TRIM28 and FOXL2 ChIP-seq data, as previously described^8^. We observed significant enrichment for these motifs in regions bound by TRIM28 and FOXL2 in the ovary compared with regions bound by TRIM28 in bone marrow^33^ and thymus^34^ (Fig. 3e). This shows that in adult ovaries, both TRIM28 and FOXL2 bind to regions that display a genomic signature with binding sites for major ovarian-specific transcription factors.

To confirm that TRIM28 and FOXL2 colocalised on chromatin, we performed FOXL2 ChIP and selective isolation of chromatin-associated proteins (ChIP-SICAP) followed by mass spectrometry that provides only information relative to chromatin interactions^35^. We obtained a list of proteins colocalised with FOXL2 on ovarian chromatin that we ranked by their relative abundance. TRIM28 was amongst the top 20 FOXL2 interactors, confirming that it is recruited on chromatin regions very close to FOXL2 (Fig. 3f, left). It should be noted that TRIM28 has been recently shown^36^ to interact with chromatin through two regions of the RBCC domains^37^ (amino acids 298 to 305, and 349 to 366) and an intrinsically disordered region (amino acids 555 to 591). A gene ontology analysis of the protein list (that will be analysed and published elsewhere) showed that these proteins were mainly nuclear and chromatin factors, with only 3% of potential contaminants, demonstrating the technique specificity (Fig. 3f, right). These results are supported by a previous proteomic analysis of murine granulosa and pituitary-derived cell lines showing that TRIM28 and FOXL2 are engaged in common protein complexes^38^. Overall, the previous data on FOXL2^4^ and our results show that in the ovary, TRIM28 and FOXL2 are implicated in the same pathway to maintain ovarian cell fate. On chromatin, this is achieved through their colocalization on regulatory regions of genes that control the granulosa and Sertoli cell fates. Our data suggest that the TRIM28 /FOXL2 pathway supports the granulosa cell fate by maintaining the ovarian identity and suppressing the testicular identity.

### Mutation of the SUMO-E3-ligase activity of TRIM28

TRIM28 acts as a SUMO-E3-ligase by interacting with the SUMO-E2 conjugating enzyme UBC9 (encoded by the *Ube2i* gene) via the Plant homeodomain (PHD) and can self-SUMOylate^39^ (Fig. 4a). SUMOylation is involved in transcriptional regulation and regulates positively or negatively the transcriptional activation capacity and/or stability of many transcription factors, such as FOXL2^40^, ESR2^41^, GATA4^42^, PPARγ and RXR^43^, and of many chromatin-associated proteins^44^. It is also an important histone modification (for review see^45^). Moreover, it has been reported that the SUMOylation status of transcription factors, such as NR5A1^46^, and of androgen receptor^47^ regulates their function in a tissue-specific fashion. Other proteins, such as PCNA^48^, CDK9^49^, NPM1/B23^50^, IRF7^51^, VPS34^52^, α-synuclein, and tau^53^, also are SUMOylated in a TRIM28-dependent manner. To study in vivo the role of TRIM28-dependent SUMOylation, we generated a point mutation in exon 13 of mouse *Trim28* within the PHD domain (C651F) that abrogates its SUMO-E3-ligase activity^50^ (Supplementary Fig. 13). *Trim28*^*C651F/+*^ heterozygous mice reproduced normally and did not show any obvious phenotype. However, as we never obtained homozygous mutants when mating heterozygous animals, the homozygous *Trim28*^*C651F*^ mutation (termed *Trim28*^*Phd*^) might be embryonic lethal, like *Trim28* ablation^54^. As heterozygous *Trim28 cKO* (*Nr5a1:Cre*;*Trim28*^*flox/+*^) mice have no phenotype (Fig. S6), we generated *Nr5a1:Cre*;*Trim28*^*C651F/flox*^ mice (*Trim28*^*Phd/cKO*^). First, we showed that the TRIM28^C651F^ mutant protein was effectively produced and localised in the nucleus in *Trim28*^*Phd/cKO*^ mutant ovaries (Supplementary Fig. 14). RT-qPCR analysis of 8-week-old ovaries (Fig. 4b) showed that *Trim28* mRNA level in *Trim28*^*Phd/cKO*^ ovaries was intermediate between control (*Trim28*^*+/+*^) and *Trim28*^*cKO*^ ovaries, confirming the presence of TRIM28^C651F^ transcripts. Moreover, ovarian- and testicular-specific genes (*FoxL2, Esr2, Wnt4, Hsd3b1, Ihh*, and *Sox9, Sox8, Dmrt1, Gata1, L-Pgds*, respectively) in *Trim28*^*+/+*^ and *Trim28*^*Phd/+*^ ovaries displayed similar expression levels, showing no dominant effect of the mutated allele. Conversely, in *Trim28*^*PHD/cKO*^ ovaries, ovarian genes were strongly downregulated, and testicular-specific genes were upregulated, like in *Trim28*^*cKO*^ ovaries.

**Fig. 4:**
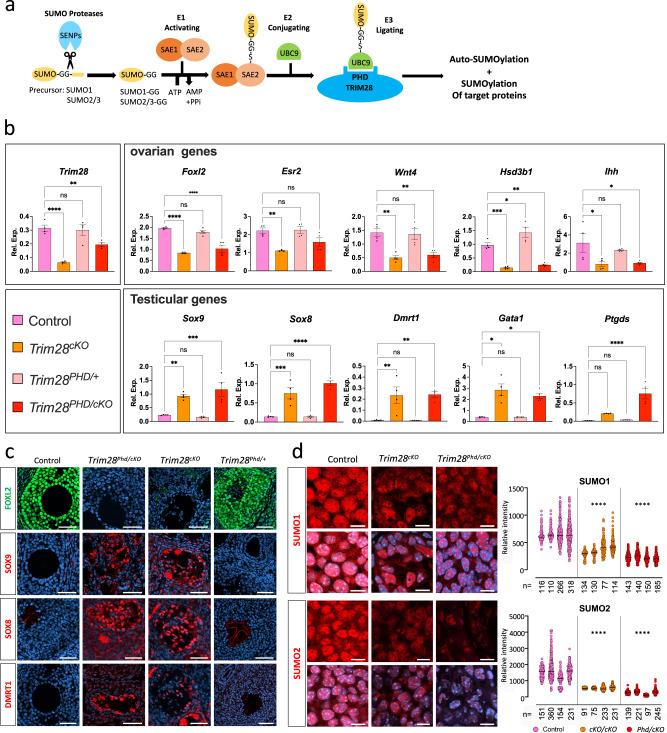
Loss of TRIM28 SUMO-E3-ligase activity in granulosa cells phenocopies *Trim28* conditional knock-out. **a** Schematic of the SUMO pathway with TRIM28 E3-SUMO ligase activity. After proteolytic maturation by sentrin-specific proteases (SENPs), SUMO C-terminus is activated by the heterodimeric SUMO-activating enzyme E1 (SAE1/SAE2), and then transferred to a cysteine of E2 (UBC9). Subsequently, the E3 ligases (TRIM28) transfer SUMO from E2 to a lysin residue(s) of target proteins. SUMO2 and 3 diverge by only one residue, making them indistinguishable by antibodies, thus they are currently referred to as SUMO2. **b** RT-qPCR analysis of ovarian- and testicular-specific genes in 8-week-old *Trim28*^*cKO*^, *Trim28*^*Phd/cKO*^*, Trim28*^*Phd/+*^, and control ovaries. Bars are the mean ± SEM, *n* = 5 animals (gonad pairs). *P:* < 0.0001 (****), 0.0002(***), 0.0021(**), 0.032(*) (Ordinary one-way ANOVA with Dunnett’s multiple comparisons test). Details of the statistical analysis are provided in the Source data file. Source data are provided as a Source Data file. **c** FOXL2 is expressed in control and *Trim28*^*Phd/+*^ ovaries, but not in *Trim28*^*Phd/cKO*^ and *Trim28*^*cKO*^ ovaries. Like in *Trim28*^*cKO*^ ovaries, SOX9, SOX8 and DMRT1 are expressed in pseudo-tubules of *Trim28*^*Phd/cKO*^ ovaries, but not in control and *Trim28*^*Phd/+*^ ovaries. Protein (green or red) is merged with DNA stains (blue). Scale bar: 50 µm. **d** Confocal microscopy shows strong SUMO1 and 2 nuclear staining in granulosa cells of control ovaries. The staining intensity is markedly decreased in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovaries. SUMO1/2 staining is merged with DNA staining. Scale bar: 20 µm. Right panels: quantification of SUMO1 and SUMO2 signal intensity relative to DNA staining. For the three conditions (control and mutants) each column represents one experiment, *n* represents the number of cells analysed. *P:* < 0.0001 (****), 0.0002(***), 0.0021(**), 0.032(*)(two-way ANOVA with Dunnett’s multiple comparisons test). Details of the statistical analysis are provided in Source data file. Source data are provided as a Source Data file. For the immunofluorescences, at least three independent biological replicates were analysed, and the images presented are representative of all replicates.

This suggests that *Trim28*^*Phd/cKO*^ and *Trim28*^*cKO*^ ovaries display a similar phenotype. Next, we compared by immunofluorescence analysis, the expression of testis markers (SOX9, SOX8, and DMRT1) and of FOXL2 in *Trim28*^*Phd/cKO*^, *Trim28*^*cKO*^, and control ovaries. Like in *Trim28*^*cKO*^ ovaries, FOXL2 expression was undetectable, whereas we observed expression of the Sertoli cell markers SOX9, SOX8 and DMRT1 within structures organised in pseudo-tubules in *Trim28*^*Phd/cKO*^ ovaries (Fig. 4c). Histological analysis (Supplementary Fig. 15) also showed a similar tissue organisation in *Trim28*^*Phd/cKO*^ and *Trim2*^*cKO*^ ovaries. Altogether, these results indicate that the ovarian pathway maintenance in the adult ovary depends on the E3-SUMO ligase activity of TRIM28.

### TRIM28 mutants display a modified SUMOylation landscape

To determine whether the global SUMOylation level in the nucleus of granulosa cells was affected in *Trim28*^*Phd/cKO*^ and *Trim2*^*cKO*^ ovaries, we used a confocal microscopy quantitative analysis with anti-SUMO1 and -SUMO2/3 antibodies (called here SUMO2 because SUMO2 and 3 cannot be differentiated with antibodies). In both *Trim28*^*Phd/cKO*^ and *Trim28*^*cKO*^ ovaries, SUMO1 and particularly SUMO2 nuclear staining were decreased in ovarian somatic cells (Fig. 4d, left), as confirmed by fluorescence quantification (Fig. 4d, right). This shows that the absence of TRIM28 SUMO-E3-ligase activity in ovarian somatic cells decreased the nuclear level of SUMOylation, confirming the link between TRIM28 and this post-transcriptional modification in vivo.

As TRIM28 may SUMOylate some transcription factors or chromatin-associated proteins, we determined whether, in the two *Trim28* mutant mouse lines, the SUMOylation landscape was modified genome-wide. Quantitative SUMO1 and SUMO2 ChIP-seq analyses in adult *Trim28*^*Phd/cKO*^*, Trim28*^*cKO*^ and control ovaries identified 249,760 chromatin regions that were SUMOylated by SUMO1 or SUMO2 in control ovaries.

As expected, in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovaries, 7.3% and 5.2% of these peaks, respectively, displayed a significantly lower signal (Log2 FC < −1, Adj *P* value >0.05) and we designated them as hypo-SUMOylated peaks (Fig. 5a, upper panel, and blue spots in Supplementary Fig. 16). The median size of these peaks was <1 kb (0.875 and 0.959 kb for *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^, respectively), but bigger than those obtained with TRIM28 or FOXL2 (0.775 and 0.532 kb, respectively). Of note, the number of hypo-SUMOylated peaks was higher in *Trim28*^*cKO*^ than *Trim28*^*Phd/cKO*^ ovaries (SUMO1 + SUMO2 peaks: 18,338 versus 12,972), suggesting that the C651F mutation may not completely abolish TRIM28 E3-ligase activity, although it induces granulosa-to-Sertoli cell transdifferentiation, as indicated by the similar phenotype of the two mutants.

**Fig. 5:**
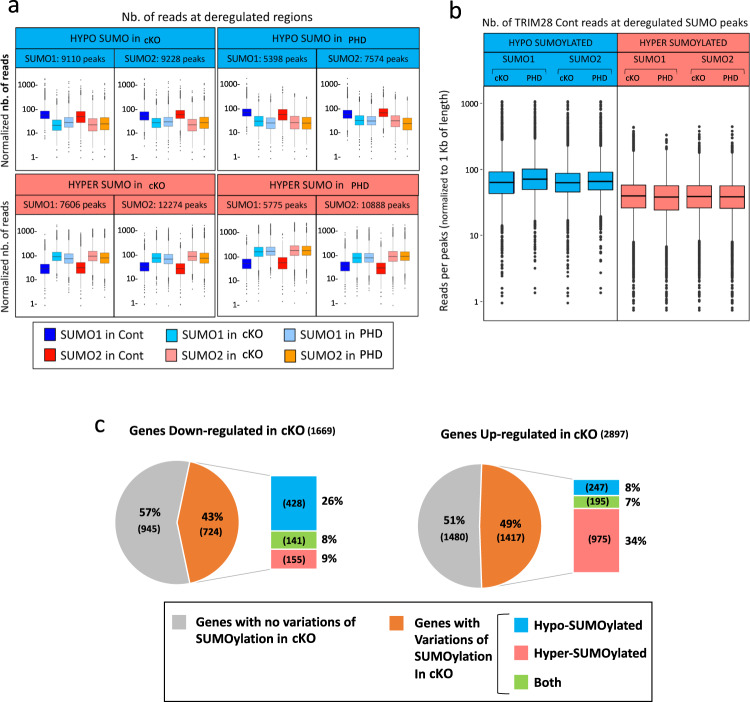
Genome-wide SUMOylation changes in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovaries. **a** Normalised quantification of SUMO1 and SUMO2 ChIP-seq reads from control (Cont), *Trim28*^*cKO*^ (cKO) and *Trim28*^*Phd/cKO*^ (PHD) ovaries mapped on deregulated regions: peaks significantly *decreased* (Log2 Fold-Change <1; hypo-SUMOylated; blue), and *increased* (Log2 Fold-Change >1; hyper-SUMOylated; red) in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovaries compared with controls. The number of peaks analysed for each condition is reported on upper (blue or light red) of each chart. **b** Normalised quantification of TRIM28 ChIP-seq reads from control (±1 kb from the centre) at SUMO1 and SUMO2 hypo-SUMOylated peaks (blue box plots) and SUMO1 and 2 hyper-SUMOylated peaks (red box plots). cKO: *Trim28*^*cKO*^. *PHD: Trim28*^*Phd/cKO*^. For box plots, the centre line corresponds to the median. The number of peaks analysed is the same as reported in Fig. 5a. For **a** and **b**, the central rectangle spans the first quartile (Q1) to the third quartile (Q3) (also called IQR for interquartile range). The upper whisker extends from the hinge to the largest value no further than 1.5 × IQR from the hinge (Q3 + 1.5 × IQR). The lower whisker extends from the hinge to the smallest value at most 1.5 × IQR of the hinge (Q1−1.5 × IQR). Number of libraries: TRIM28 ChIP-seq, *n* = 1; for SUMO1 and SUMO2 (from control, Trim*28*^*cKO*^and *Trim28*^*Phd/cKO*^) ChIP-seq *n* = 2. Each library was prepared from ovaries of six different animals. **c** Pie charts showing that in *Trim28*^*cKO*^ ovaries, downregulated genes with SUMOylation changes are preferentially hypo-SUMOylated, while upregulated genes with SUMOylation changes are preferentially hyper-SUMOylated. Number of genes are between brackets. Genes are listed in Data S7.

Quantification of SUMO1 and SUMO2 ChIP-seq reads that mapped to hypo-SUMOylated peaks (Fig. 5a) showed that they were markedly decreased in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ samples (Fig. 5a, upper panel in blue). Moreover, quantification of TRIM28 ChIP-seq reads from control ovaries showed that they mapped strongly to these regions (Fig. 5b, box plots in blue). This shows that in control ovaries, TRIM28 occupies chromatin regions that are hypo-SUMOylated in *Trim28*^*cKO*^ ovaries, strongly implying that TRIM28 is the E3-ligase responsible of their SUMOylation in the adult ovary (either auto-SUMOylation or SUMOylation of transcription factors located near TRIM28 on chromatin). For example, many hypo-SUMOylated regions in *Trim28*^*cKO*^ ovaries were occupied by TRIM28 and FOXL2 in control ovaries (Supplementary Fig. 17), suggesting that FOXL2 might be a TRIM28 substrate. Moreover, it has been reported that FOXL2 is SUMOylated in ovarian cell lines^40,55–57^ where this modification might promote its stabilisation^40,56,57^. Similarly, ESR2 stability is regulated by SUMOylation^41^. Analysis of recently published ESR2 ChIP-seq data^58^ also showed that ESR2 peaks overlapped with the hypo-SUMOylated peaks of our mutants, but to a lesser extent than what was observed for FOXL2 (Supplementary Fig. 17). RUNX1 is another transcription factor involved in the maintenance of the fetal ovarian fate that shares with FOXL2 a substantial number of genomic targets^22^. Due to the absence of publicly available RUNX1 ChIP-seq data in adult ovaries, we performed SUMOylation assays in cells transfected with wild-type TRIM28 or the PHD mutant. We observed that TRIM28 wild type, but not the PHD mutant induced SUMOylation of both FOXL2 and RUNX1 (Supplementary Fig. 18), suggesting that both factors are potential substrates of TRIM28 E3-ligase activity.

However, TRIM28-dependent SUMOylation of transcription factors might also occur before their interaction with chromatin because only a fraction (33–45%) of hypo-SUMOylated regions in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovaries were occupied by TRIM28 in control ovaries (Supplementary Fig. 17). We also found a substantial number of SUMO1 or SUMO2 peaks with a significantly stronger signal in *Trim28*^*cKO*^ or *Trim28*^*PHD/cKO*^ than control ovaries (Log2 FC > 1, Adj. *P* val >0.05) that we designated as hyper-SUMOylated (Fig. 5b, upper panel, and red spots in Supplementary Fig. 16). ChIP-seq read quantification showed that in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovaries, hyper-SUMOylation (SUMO1 and SUMO2) occurred de novo on regions that were fewer SUMOylated in control ovaries (Fig. 5a, lower red panels). Moreover, quantification of TRIM28 ChIP-seq reads in control ovaries showed that these hyper-SUMOylated regions were poorly occupied by TRIM28 (Fig. 5b, box plots in red), unlike hypo-SUMOylated regions (Fig. 5b, box plots in blue). In agreement, peak analysis showed nearly no overlap between hypo- and hyper-SUMOylated regions in both mutants (Supplementary Fig. 19). These hyper-SUMOylated peaks might be the signature of Sertoli cell-specific transcription factors expressed in transdifferentiated granulosa cells. To test this hypothesis, we analysed SOX9 and DMRT1 ChIP-seq data during granulosa-to-Sertoli cell transdifferentiation induced by ectopic DMRT1 expression in the ovary^58^. We found that in both *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovaries, 14 to 18% of hyper-SUMOylated peaks overlapped with DMRT1 peaks, while 3 to 5% overlapped with those of SOX9 (Fig. S20). Although more experiments are required to confirm that DMRT1 is SUMOylated, our analysis shows that some hyper-SUMOylated peaks are effectively occupied by DMRT1 and SOX9 during adult reprograming of granulosa-to Sertoli cells.

Our results showed that downregulation of the ovarian pathway in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovaries allows the activation of another pathway, inducing the de novo SUMOylation of distinct chromatin regions, possibly related to the activated testicular genes. Yet, the RNA-seq analysis of *Trim28*^*cKO*^ ovaries (Data S1) did not highlight the upregulation of any testicular-specific E3-SUMO ligase (e.g., proteins of the PIAS family). This suggests that such ligases are expressed also in granulosa cells.

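Of 10 genes of SUMO E3 ligases listed beforehand, with *Trim28* among them, none was higher in *Trim28* cKO ovaries by edgeR, DESeq2 or limma-voom, and 0 were higher at an unadjusted p under 0.05 by edgeR. *Pias1* was at 59.0 ± 1.37 CPM in control and 60.7 ± 5.30 CPM in *Trim28* cKO ovaries (log2 fold change 0.041, standard error 0.10, adjusted p = 0.765 by edgeR), and its sign turned with library-size scaling alone. *Pias3* had a log2 fold change of -0.22 (standard error 0.083, adjusted p = 0.0727) by edgeR, and passed as lower with that scaling. *Pias4* had one of -0.089 (standard error 0.10, adjusted p = 0.516) by the same test. *Pias2* fell from 92.0 ± 2.25 to 69.0 ± 8.42 CPM (log2 fold change -0.41, standard error 0.11, adjusted p = 0.0220 by edgeR), a call lost without control replicate 1, control replicate 3 or *Trim28* cKO replicate 3. In all, 5 members fell, *Trim28* included, and 5 fell when adjusted over the list alone. The number was 2 without control replicate 1, control replicate 3 or *Trim28* cKO replicate 3, and 3 without *Trim28* cKO replicate 1 or with the replicate number as a block. Every member was counted in both groups of ovaries.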

Analysis of the list of hypo- and hyper-SUMOylated genes highlighted a strong correlation between the very similar phenotypes of the two mutants and gene SUMOylation. Specifically, 5,082 and 4,056 genes were hypo- and hyper-SUMOylated, respectively, in both *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovaries (Supplementary Fig. 21a). Some genes showed a mixed SUMOylation pattern (both hypo- and hyper-SUMOylation peaks) (Supplementary Fig. 21b), suggesting a more complex regulation. However, most genes were strictly hypo- (74%) or hyper- (75%) SUMOylated, indicating that they belong to distinct pathways.

Next, we analysed the SUMOylation status of the genes identified as upregulated or downregulated in *Trim28*^*cKO*^ ovaries by RNA-seq. Among the 1669 downregulated genes (Fig. 5c, upper pie-chart), the genes displaying SUMOylation variations were preferentially hypo-SUMOylated (26%), while a minority were hyper-SUMOylated (9%) or both hypo- and hyper-SUMOylated (8%). 

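Data S7 assigns 428 of these genes to the class with only hypo-SUMOylated regions, 155 to that with only hyper-SUMOylated regions and 141 to that with both. In the RNA-seq counts, edgeR called 372 of the 428 lower in *Trim28* cKO ovaries, 142 of the 155 and 129 of the 141. The median log2 fold change was -1.91 over the 389 tested genes with only hypo-SUMOylated regions (quartiles -2.73 and -1.38) and -1.77 over the 150 tested genes with only hyper-SUMOylated regions (quartiles -2.36 and -1.36). The genes were chosen by the study for a log2 fold change beyond 1 on these libraries, so neither the direction nor the size of their fall is independent evidence, no difference in size between the classes is reported, and the SUMO ChIP-seq was not analysed here.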

Ovarian-specific genes that were downregulated in *Trim28*^*cKO*^ ovaries (*Cyp11a1, Esr2, Foxl2, Fst*, and *Hsd3b1*) displayed hypo-SUMOylated peaks in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ samples for both SUMO1 and SUMO2 (Fig. 6, upper panels, and Supplementary Fig. 22), where TRIM28 and FOXL2 are bound in control (Fig. 3c).

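Of these genes, the steroidogenic pair had the highest expression in the RNA-seq of 7-month-old control ovaries. *Cyp11a1* (ENSMUSG00000032323, chromosome 9, 58006411 to 58027023 of mm10), whose enzyme makes pregnenolone from cholesterol, was at 10232 ± 2644 CPM in control and 2761 ± 691 CPM in *Trim28* cKO ovaries (log2 fold change -1.89, standard error 0.28, adjusted p = 0.00242 by edgeR). *Hsd3b1* (ENSMUSG00000027871, chromosome 3, 98852194 to 98859794 of mm10), whose enzyme makes progesterone from pregnenolone, was at 7913 ± 1075 CPM in control and 1423 ± 235 CPM in *Trim28* cKO ovaries (log2 fold change -2.48, standard error 0.20, adjusted p = 0.000348 by edgeR). It belongs to a family of similar genes among which short reads can be shared. Both stayed above *Foxl2*, *Esr2* and *Fst* in *Trim28* cKO ovaries by mean CPM.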

**Fig. 6:**
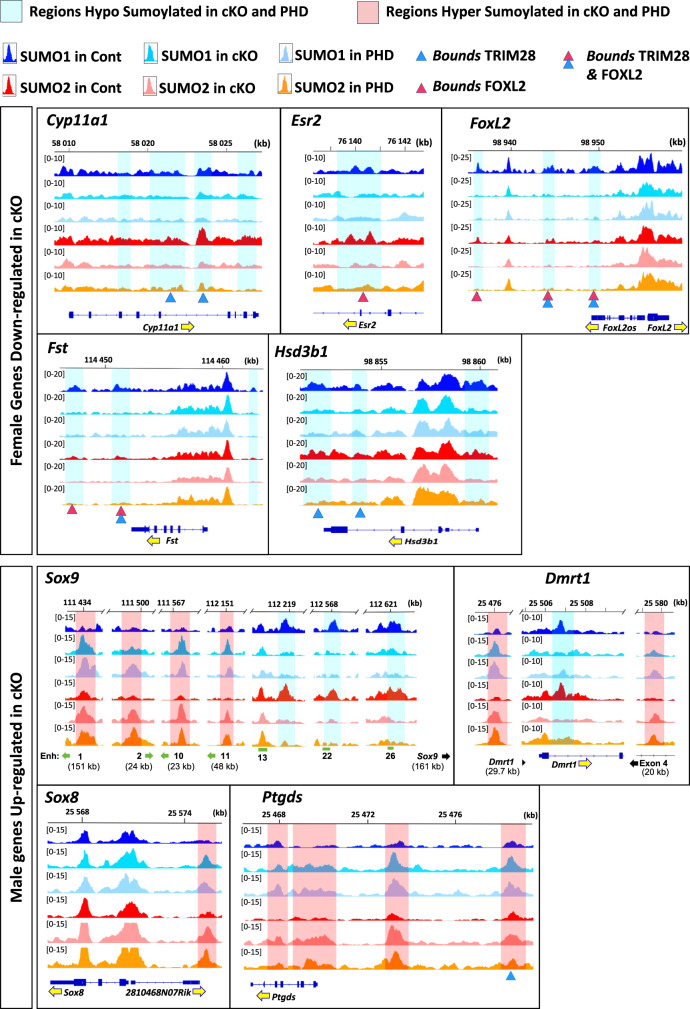
Examples of SUMOylation status (SUMO1 and 2) in control and mutant ovaries of genes the expression of which is altered in *Trim28*^*cKO*^ ovaries. Upper panel: ovarian-specific genes downregulated in *Trim28*^*cKO*^ ovaries. Lower panel: testicular-specific genes upregulated in *Trim28*^*cKO*^ ovaries. Cont: control. cKO*: Trim28*^*cKO*^. PHD*: Trim28*^*Phd/cKO*^. Yellow arrows indicate the gene orientation. Light blue and red, regions significantly hypo-SUMOylated and hyper-SUMOylated, respectively, in mutants. Blue and red triangles represent the centre of TRIM28 and FOXL2 peaks respectively (see supplementary Fig. 11 and 12). Green rectangles in the *Sox9* panel: putative enhancers and Enhancer13 previously described^32^. Green arrows indicate the distance relative to the putative enhancers.

Conversely, among the testicular genes upregulated in *Trim28*^*cKO*^ ovaries (Fig. 5c, lower pie-chart), genes showing SUMOylation variations were preferentially hyper-SUMOylated (34%), and only 8% and 7% were hypo-SUMOylated and both hyper- and hypo-SUMOylated, respectively (examples in Fig. 6, lower panel, and Supplementary Fig. 23). The key testicular-specific genes *Sox9* and *Dmrt1* that are strongly repressed in granulosa cells showed a mixed SUMOylation pattern in the mutants. At the *Sox9* locus, we observed a mixed hypo- and hyper-SUMOylation pattern in the large regulating region upstream of the gene body: four hyper-SUMOylated peaks and three hypo-SUMOylated peaks in the proximity and along the enhancers 13, 22 and 26^32^. Similarly, in the *Dmrt1* gene, we detected two hyper-SUMOylated regions, one in the gene body and the other upstream, and one hypo-SUMOylated region. These complex SUMOylation patterns could reflect the need of strict regulation because the expression of these two genes must be silenced in granulosa cells. By contrast, *Sox8* and *Ptgds* (like the testicular genes presented in Supplementary Fig. 23) displayed only hyper-SUMOylation peaks, suggesting that SUMOylation might reflect only their transcriptional activation. Another example is *Cldn11*, one of the earliest Sertoli-specific genes (Fig. 2c, Supplementary Fig. 10). We detected TRIM28 and FOXL2 peaks at four different regions of the *Cldn11* genomic locus (Supplementary Fig. 12), likely to repress its expression. However, the most upstream of these regions, which is an open chromatin region in embryonic gonads^59^, was hyper-SUMOylated in the cKO and PHD mutants (Supplementary Fig. 23). Therefore, upon the disappearance of TRIM28 and/or FOXL2 in mutants, some transcription factors might have access to this potential enhancer, to activate the *Cldn11* gene.

Overall, the TRIM28 E3-ligase controls the maintenance of granulosa cell fate via the specific SUMOylation of ovarian genes. In its absence, a distinct pathway takes place, leading to the hyper-SUMOylation of some Sertoli cell-specific genes that are correlated with their activation.

## Discussion

This study shows that *Trim28* plays a central role in the postnatal maintenance of the ovarian somatic cell fate. Upon *Trim28* loss in fetal pre-granulosa cells, differentiated granulosa cells are reprogrammed, after birth, into Sertoli cells through a previously undescribed intermediate cell type. Therefore, granulosa cells do not dedifferentiate into embryonic progenitors, but acquire a different cell state in which neither ovarian nor testicular master genes are expressed. Moreover, our scRNA-seq and immunofluorescence data confirmed that transdifferentiation is the only possible mechanism of sex reversal and excluded the de novo generation of Sertoli cells concomitantly to granulosa cell disappearance (e.g., due to massive apoptosis). Of note, during somatic sex reprogramming in *Foxl2*^*-/-*^ adult ovaries^4^, for ~1 day following the disappearance of FOXL2 expression, SOX9 cannot be detected, suggesting a similar intermediate step as observed in the present work.

Unexpectedly, structural genes of Sertoli cells, such as *Cldn11*, were upregulated before key genes encoding testicular transcription factors, such as *Sox9* and *Dmrt1*. This suggests that the onset of transdifferentiation might not occur through the activation of a single master gene, such as *Sox9* or *Dmrt1*, but through the global de-repression of the testicular-specific transcriptome. Our observation that TRIM28 is a co-factor of FOXL2 on chromatin supports this hypothesis. In the absence of functional TRIM28, FOXL2 would progressively lose its capacity to repress the testicular pathway, leading to a global de-repression of Sertoli cell genes. The potential role of SOX8 needs to be better investigated. Immunofluorescence, RT-qPCR, and scRNA-seq experiments showed that *Sox8* is upregulated before *Sox9* and *Dmrt1* in *Trim28*^*cKO*^ ovaries. However, as SOX8 has a weak trans-activation capacity^23^, the transdifferentiation process might be accelerated by de-repression of testicular pathway master genes (*Sox9* and *Dmrt1*). A recent study has shown that DMRT1 acts as a pioneering factor required by SOX9 for the optimal activation of its target genes^58^. In our case, the engagement in the testicular pathway might be partial until *Dmrt1* is fully activated. Additional genetic experiments, using double *Trim28* and *Sox8*, *Sox9,* or *Dmrt1* knock-out lines are required to answer this question.

At the organ level, transdifferentiation is first completed in the medulla and then extends to the cortical region. At week 8 post-partum, mutant ovaries displayed medullar pseudo-tubules and cortical follicles: a two-step process also observed in mice where both oestrogen receptors were knocked out^60^. Interestingly, medullar granulosa cells are mostly derived from bipotential precursors in which primary sex-determination occurs at 11.5 dpc and that are integrated in follicles at puberty^61,62^. Conversely, cortical follicle pre-granulosa cells are generated mainly by the celomic epithelium from 13.5 dpc until birth and sustain fertility^63,64^. This suggests that bipotential precursor-derived medullar granulosa cells might be more sensitive to the effect of *Trim28* absence/mutation.

An important finding of our study is the role of TRIM28-dependent SUMOylation in the maintenance of granulosa cell fate. Previous work showed that global SUMOylation of chromatin-associated proteins has a key role in the stabilisation of somatic and pluripotent states^65^. Here, we found that TRIM28-dependent SUMOylation, which represents less than 10% of the whole SUMOylation landscape, is sufficient to prevent adult sex reversal. TRIM28 induces relatively sharp peaks of SUMOylation on chromatin (<1 kb), unlike the large peaks of histone modifications. This might reflect SUMOylated transcription factors. Therefore, a central question is the nature of TRIM28 targets. As TRIM28 can self-SUMOylate^39^, a large number of hypo-SUMOylated peaks in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovary samples may represent TRIM28 SUMOylation; this was confirmed by the overlap between these peaks and TRIM28 peaks in control ovary samples. Similarly, many FOXL2 peaks overlapped with hypo-SUMOylated peaks in *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovary samples, and our in vitro data showed that TRIM28 SUMOylates FOXL2. It was previously shown that FOXL2 SUMOylation leads to its stabilisation^40,57^. This could explain why in *Trim28*^*cKO*^ ovaries, FOXL2 is undetectable, although the transcript is still present. Indeed, the lack/reduced SUMOylation of FOXL2 might contribute to its progressively decrease/loss in postnatal ovary, leading to transdifferentiation. However, many hypo-SUMOylated peaks did not overlap with TRIM28 or FOXL2, indicating that other transcription factors or chromatin-associated proteins display TRIM28-dependent SUMOylation, particularly FOXL2, ESR1/2, and RUNX1 that are involved in ovarian maintenance^2,22^. We also observed that RUNX1 is SUMOylated by TRIM28 in vitro and that ESR1 transcriptional activity^66^ and ESR2 stability^41^ are positively regulated by SUMO-conjugation. Moreover, genome-wide, ESR2 also binds to hypo-SUMOylated peaks, but in a smaller proportion than FOXL2. In the absence of TRIM28, these transcription factors and FOXL2 might lose their capacity to maintain the ovarian programme.

Our data support the hypothesis that a TRIM28-dependent programme of SUMOylation maintains the transcription of ovarian genes and represses genes involved in Sertoli cell fate. These results challenge the dominant view for many years according to which SUMOylation only represses transcription. Our findings and a recent study on the control of adipogenesis by SUMOylation^43^ suggest a more complex scenario: SUMOylation of important cell regulators (e.g., transcription factors) via a specific SUMO-E3-ligase (e.g., TRIM28) might regulate a complete transcriptional programme through activation or repression of target genes. So far, no function other than E3-SUMO ligase activity has been attributed to the PHD domain of TRIM28. We cannot exclude that this domain may have another function even if our genome-wide analyses are strongly in favour of a major role of it E3-ligase activity.

As the *Trim28*^*cKO*^ and *Trim28*^*Phd/cKO*^ ovarian transcriptomes displayed a strong masculinisation, we also observed activation of a de novo pattern of chromatin SUMOylation (i.e., hyper-SUMOylated peaks) that we attributed to the testicular pathway and that is catalysed by a still unknown E3-ligase. These hyper-SUMOylated peaks might represent SUMOylated Sertoli-specific transcription factors, such as DMRT1 or SOX9 that can be SUMOylated^67^. Importantly, by analysing ChIP-seq data obtained by Lindeman and colleagues in ovarian reprograming experiments^58^, we found that a substantial amount of the hyper-SUMOylated peaks from our results colocalised with DMRT1 peaks and to a lesser extent with SOX9 peaks. This shows that both transcription factors are present in hyper-SUMOylated regions and might be SUMOylated (or their partners) independently of TRIM28. SUMO proteomic approaches should answer these questions about hypo- and hyper-SUMOylated peaks.

Altogether, our findings suggest a multi-step model. First, in the absence of TRIM28, FOXL2 that colocalises on chromatin with TRIM28 would lose its capacity to maintain the expression of granulosa cell-specific genes. Granulosa cells would differentiate into an intermediate state where they express non-sex-specific markers. Second, this would lead to the de-repression of some Sertoli cell-specific genes, such as *Sox8* or *Cldn11*, allowing progressively the induction of strong activators of the Sertoli cell pathway, such as *Dmrt1*. To confirm this model, we need now to generate mice lacking both *Sox8, Sox9* or *Dmrt1* and *Trim28*.

Unlike its role in granulosa cells, TRIM28 is not required for the maintenance of adult Sertoli cells where it is involved in their crosstalk with germ cells^20^ and also in SUMOylation^68^. However, as we could not completely abolish TRIM28 protein expression in pre-granulosa cells before 13.5 dpc, we cannot exclude a role in primary sex-determination that occurs at 11.5 dpc. Indeed, in vitro studies have shown that the testis-determining factor SRY, through its interaction with a KRAB-0 protein^69^, might recruit TRIM28 on chromatin to repress ovarian genes^70^. Therefore, more genetic experiments are required to delete *Trim28* using Cre drivers that work earlier, as previously described for *Gata4*^71^.

TRIM28 is an important player in ovarian physiology and therefore, might also have a potential role in genetic diseases causing reproductive disorders. TRIM28 has been recently identified as a tumour suppressor in Wilms’ tumour, a common paediatric kidney malignancy (reviewed in^72^). However, no *TRIM28* mutation has been described so far in patients with reproductive disorders, such as primordial ovarian insufficiency^73^, and in patients with disorders of sexual development (Dr Ken McElrevey personal communication). Besides genetic alterations, environmental factors, such as drugs or chemicals may also interfere with the SUMO-E3-ligase activity of TRIM28, and this could, in turn, perturb ovarian function and fertility.

## Methods

This study complies with all relevant ethical regulations and has been approved and funded by “Agence Nationale de la Recherche” (ANR-16-CE14-0020-SexMaintain to F.P)

### Generation of mutant mice

Animal care and handling were according to the “Reseau des Animaleries de Montpellier” (RAM) guidelines. All mouse lines were kept on a mixed 129SV/C57BL6/J background. Animals were maintained on a 12-hour light/dark cycle. The colony was maintained at a temperature of 22-24 °C, with humidity at 30–70%. Mice of both sexes were used. Ages: 4 dpp, 20 dpp, 2, 4 and 7 months. Embryos of E13.5 and E18.8 were also used. A number of animals are described as “n” in figure legends and for histological experiments, at least three biological replicates were analysed. The *Nr5a1:Cre* line^21^ and its use to generate conditional knock-outs in ovarian granulosa cells were described previously^22^ and provided by late Dr. Keith Parker. The *Trim28* conditional allele was described previously^54^ and provided by Dr. Florence Cammas. To generate granulosa *Trim28* conditional knock-out mice, mice carrying *Trim28* loxP-flanked alleles (flox) (*Trim28*^*flox/flox*^) were crossed with mice bearing the *Nr5a1:Cre* transgene to generate *Trim28*^*flox/+*^; *Nr5a1:Cre* mice. These mice were then crossed with *Trim28*^*flox/flox*^ mice to generate *Trim28*^*flox/flox*^; *Nr5a1:Cre* female mice; these mice were referred to as *Trim28*^*cKO*^ null mutants. These crosses also generated *Trim28*^*flox/flox*^ mice without the *Nr5a1:Cre* transgene and *Trim28*^*flox/+*^; *Nr5a1:Cre* mice; both genotypes did not show any histological defect and were thus referred to as control mice.

The *Trim28* ^*PHD/+*^ mutant mouse line was established at the Mouse Clinical Institute - Institut Clinique de la Souris, Illkirch, France (http://www-mci.u-strasbg.fr*). Trim28*^*Phd/+*^ embryonic stem cells (see Supplementary Fig. 11 for the generation of the targeted C651F mutation in exon 13 of *Trim28*) were used to derive *Trim28* ^*PHD/+*^ mice. To generate granulosa knock-in mice that express only the mutant TRIM28 protein, *Trim28*^*Phd/+*^ mice and mice bearing the *Nr5a1:Cre* transgene were first crossed to produce *Trim28*^*Phd/+*^: *Nr5a1:Cre* mice. These mice were then crossed with *Trim28*^*flox/flox*^ mice to generate *Trim28*^*Phd/flox*^: *Nr5a1:Cre* mice; these mice were referred to as *Trim28*^*Phd/cKo*^ knock-in mutants or *PHD* mutants. These crosses also generated *Trim*^*Phd/flox*^ mice without the Nr*5a1:Cre* transgene, *Trim28*^*Phd/+*^; Nr*5a1:Cre* mice, and *Trim28*^*flox/+*^; Nr*5a1:Cre* mice that did not have any histological defect, and were referred to as control mice. No *Trim28*^*Phd/Phd*^ homozygous mouse was obtained when *Trim28*^*Phd/+*^ mice were crossed. This suggests that the homozygous PHD mutation may be embryonic lethal, as already observed for the TRIM28^HP1box^ mutation^20^.

*Trim28* floxed allele was genotyped with primers surrounding the loxP insertion site^54^: 5′-GGAATGGTTGTTCATTGGTG-3′ and 5′-ACCTTGGCCCATTTATTGATAAAG-3′. The wild-type allele gives a PCR product of 152 bp, and the floxed allele of 180 bp.

The *Trim28*^*Phd*^ allele was genotyped with primers that surround the mutation in exon 13 (5′-AAGCCTGTGTTGATGCCTCT-3′ and 5′-CTTCAGCTACTGGGCCACAC-3′) and that give a PCR product of 513 bps in the wild type allele. The mutation introduces a site for the restriction enzyme *Afe*I that cuts the sequences amplified by the primers in two fragments of 240 and 273 bp, respectively. The *Phd* allele gives also a PCR product of 180 bps with the primers used for the *Trim28* floxed allele.

The Nr*5a1:Cre* transgene was genotyped using the 5′-TCGGGGTTTTGTTCTCAGAC-3′ and 5′- ATGTTTAGCTGGCCCAAATG-3′ primers that give a PCR product of around 500 bp.

PCR conditions for all genotyping were: 94 °C for 30 sec; 55 °C for 30 sec, 72 °C for 30 sec, 30 cycles.

### ChIP-seq analysis

Dissected ovaries were snap-frozen and stored at −80°C. Frozen ovaries were crushed in liquid nitrogen using a mini-liquid nitrogen-cooled mortar (Bel-Art ref H37260-0100). Powdered tissue samples were immediately fixed in PBS/1% formaldehyde at room temperature for 20 min. Chromatin shearing was performed using a qSonica Sonicator. Chromatin immunoprecipitation and sequencing libraries were prepared using the Low Cell ChIP-Seq Kit, the Next Gen DNA Library Kit that contains molecular identifiers (MIDs) used to remove PCR duplicates from sequencing data, and the Next Gen Indexing kit (Active motif, ref 104895). For peak calling, the peak caller that best fitted our experimental design and data was chosen and followed the ENCODE consortium recommendations^74^ (see also: https://www.encodeproject.org/pipelines/).

For TRIM28 and FOXL2 ChIP-seq: Each ChIP-seq library was prepared from a pool of three independent immunoprecipitations (IP), and each IP was prepared with ovaries of two different animals. Reads were mapped to the *Mus musculus* genome (assembly mm10) using Bowtie^75^ v1.0.0 with default parameters except for “-p 3 -m 1 –strata –best –chunkmbs 128. BAM files were sorted using SAMtools^76^ v0.1.19. The tool rmDupByMids.pl provided by Active Motif was then used to remove duplicated reads. Peaks were called using MACS2^77^ with default parameters except for “-g mm -f BAM –broad –broad-cuto 0.1 –keep-dup all”.

For SUMO1 and SUMO2 ChIP-seq: Two independent ChIP-seq libraries were prepared. For each library three independent IPs were pooled, each IP prepared from ovaries of two different animals. Reads were mapped to the *Mus musculus* genome (assembly mm10) using Bowtie^75^ v1.0.0 with default parameters except for “-p 3 -m 1 –strata –best”. BAM files were sorted using SAMtools^76^ v0.1.19. The tool rmDupByMids.pl provided by Active Motif was then used to remove duplicated reads. For peak calling data were analysed using the Encode ChIP-seq pipeline v1.3.6^74^. Briefly, the pipeline ran quality controls and called peaks with spp v1.15.5^78^. Spp v1.15.5 was run through the ENCODE pipeline v1.3.6 using the following parameters “-npeak=300000 -fdr=0.01”. The fragment length parameter “-speak” was set according to the value estimated by the ENCODE pipeline. Reproductible peaks were kept after the IDR analysis was run. Peaks were annotated relative to genomic features using Homer v4.11.0^79^ with Ensembl v92 annotations. Regions differentially bound between conditions were detected as follows. For all proteins of interest, all detected peaks were combined to merge all peaks (249760 peaks) using Bedtools merge v2.26.0. Finally, read counts were normalised across libraries using the method proposed by^80^. Comparisons were performed using the method proposed by^81^ implemented in the DESeq2 Bioconductor library (DESeq2 v1.6.3). The resulting *p* values were adjusted for multiple testing using the Benjamini and Hochberg method^82^. The following thresholds were used to select differentially bound regions: adjusted *p* value ≤0.05, |log2 Fold-Change|≥1. Heatmap analyses were performed with SeqMINER v1.3.3g^83^. On all graphs, the presented data are a sub-sample of the initial alignment data (10 million) to make the enrichments in reads comparable. For box plots, all SUMO peaks were normalised to 1Kb. The number of reads per peak was calculated using bedtools intersect v2.26.0. The graphs are made with R v4.1.1 scripts. Peak overlap was analysed using the intersects tool from the Bedtools package^84^ in Galaxy. Motif enrichment was assessed as previously described^8^ using the matrix-scan tool (*P* value 1e-4) from RSAT{Nguyen, 2018 #17620 (http://rsat.sb-roscoff.fr) and frequency matrices from the JASPAR collection (http://jaspar.genereg.net).

### ChIP-SICAP, mass spectrometry and data analysis

Ovaries from 8-week-old C57BL/6 mice were dissected in PBS, snap-frozen, and stored at −80 °C. Chromatin was prepared using a modified version of the Active Motif High Sensitivity Chromatin Prep Kit. Frozen tissues were pulverised in liquid nitrogen using the Bel-Art™ SP Scienceware™ Liquid Nitrogen-Cooled Mini Mortar. A pool of ovaries from six mice was used to reach a minimum weight of 50 mg allowing a chromatin yield of at least 60 μg. Samples were fixed in 10 ml of Fixation Buffer (1.5% methanol-free formaldehyde in 1% PBS) on a roller at room temperature for 15 min. Fixation was stopped by the addition of Stop buffer (Active Motif) for 5 min. Chromatin preparation was continued as per the Active Motif protocol except for the sonication steps that were performed in a Bioruptor® Plus sonication device (Diagenode) with the following settings: 40 cycles of 30 sec ON/30 sec OFF, power “high”, constant temperature of 4 °C. ChIP-SICAP experiments were performed in parallel using two biological replicates. ChIP-SICAP allows the identification of chromatin-bound proteins that colocalize with a bait protein (FOXL2 in this study) on DNA. A total of 30 μg of sonicated chromatin was used for each IP using 5 µl of FOXL2 antibody or no-antibody as the negative control. ChIP-SICAP was performed as described by^35^. Briefly after IP, protein complexes were captured on protein G Dynabeads, DNA was biotinylated by Klenow 3′exo in the presence of biotin-7-dATP, followed by TdT in the presence of biotin-11-ddUTP and biotin-11-dCTP, and eluted. Protein-DNA complexes were captured with protease-resistant streptavidin beads^85^, formaldehyde cross-linking was reversed, and proteins digested with 300 ng of LysC overnight, followed by 8 h of incubation with 200 ng trypsin. Digested peptides were cleaned using the stage-tipping technique as follows: digested samples were acidified by addition of 2 ul of TFA 10%. For each sample, 50μl of 80% acetonitrile/0.1% formic acid was aliquoted in a LC-MS Certified Clear Glass 12 × 32 mm Screw Neck Total Recovery Vial (Waters). ZipTip with 0.6 µL C18 resin was pre-treated by pipetting 100% acetonitrile twice by aspirating, discarding and repeating. The ZipTip was equilibrated by pipetting 0.1% TFA, three times by aspirating, discarding and repeating. Acidified samples were then pipetted 10 times with ZipTip to allow peptides to bind to the polymer within the tip. Following tip wash in 0.1% TFA, peptides were eluted in 80% acetonitrile/0.1% formic acid in the glass vial and the eluent dried in a speed vac. Peptides were reconstituted in 8μl of 2% DMSO/0.1% formic acid.

Then, peptides were separated on a 50 cm, 75 µm I.D. Pepmap column over a 70 min gradient to be injected into the mass spectrometer (Orbitrap Fusion Lumos) according to the universal Thermo Scientific HCD-IT method. The instrument ran in data-dependent acquisition mode with the most abundant peptides selected for MS/MS by HCD fragmentation and MS/MS by IT. The raw data were analysed using Proteome Discoverer 2.1 (Thermo Scientific). Briefly, Sequest HT node was used to search the spectra using the UniProt *Mus musculus* database. The search parameters were as follows: The precursor mass tolerance was 10 ppm, and MS/MS tolerance was 0.05 Da. Variable modification included Methionine oxidation and N-terminal acetylation. Fixed modification included Cystenine carbamidomethylation. Trypsin and LysC were chosen as the enzymes, and maximum 2 missed cleavages were allowed. Perculator node was used to eliminate false identifications (FDR < 0.01). Protein ratios in Foxl2 assays (*n* = 2) over no-antibody assays (*n* = 2) were calculated in Proteome Discoverer. The quantification values were exported to R studio to analyse significantly enriched proteins using *t* test limma package to determine Bayesian moderated t-test p-values and Benjamini-Hochberg (BH) adjusted *p* values. We considered proteins with mean fold enrichment >2 and adj. *p* value <0.1 as enriched proteins.

### RNA isolation, RT-qPCR and RNA-seq analysis

RNA was extracted from ovaries using TRIZOL (Thermo Fisher Scientific) and processed as described previously^8^. RNA quality was controlled with the Agilent 2100 Bioanalyzer system. RT-qPCR was performed as previously described^8^ using the primers listed below and 18 S as the reference gene for data normalisation. All the statistical analyses were performed using the GraphPad Prism v9 software.

Primers for RT-qPCR (*Gene*: Forward Primer; Reverse Primer), hybridisation temperature = 60 °C:

*FoxL*2: CGGGGTTCCTCAACAACTC; CATCTGGCAGGAGGCGTA

*Wnt4*: ACTGGACTCCCTCCCTGTCT; TGCCCTTGTCACTGCAAA

*Rspo1*: CGACATGAACAAATGCATCA; CTCCTGACACTTGGTGCAGA

*Esr2*: CCATGATTCTCCTCAACTCCA; TGTCAGCTTCCGGCTACTCT

*Amh*: GGGGAGACTGGAGAACAGC; AGAGCTCGGGCTCCCATA

*Cyp19a1*: GAGAGTTCATGAGAGTCTGGATCA; CATGGAACATGCTTGAGGACT

*Sox8*: GACCCTAGGCAAGCTGTGG; CTGCACACGGAGCCTCTC

*Sox9*: TCGGACACGGAGAACACC; GCACACGGGGAACTTATCTT

*Dmrt1*: AAGGCCCCTCCTACTCAGAA; GCTGGAGAGGGAGACCAAG

*Gata1*: TGGGGACCTCAGAACCCTTG; GGCTGCATTTGGGGAAGTG

*Dhh*: CACGTATCGGTCAAAGCTGA; GTAGTTCCCTCAGCCCCTTC

*Ptgds*: GGCTCCTGGACACTACACCT; ATAGTTGGCCTCCACCACTG

*Hsd3b1*: GACCAGAAACCAAGGAGGAA; GCACTGGGCATCCAGAAT

*Cyp17a1*: CATCCCACACAAGGCTAACA; CAGTGCCCAGAGATTGATGA

*Cyp11a1*: AAGTATGGCCCCATTTACAGG; TGGGGTCCACGATGTAAACT

*StAR*: TTGGGCATACTCAACAACC; ACTTCGTCCCCGTTCTCC

*Srd5a1*: CATCTACAGGATCCCACAAGG; TCAATAATCTCGCCCAGGAA

*Trim28*: ATCAGCTGGCTACCGACTCT; GCACGAATCAAGGTCAGGTC

1*8S*: GATCCATTGGAGGGCAAGTCT; CCAAGATCCAACTACGAGCTTT

RNA-seq libraries were generated from 600 ng of total RNA using the TruSeq Stranded mRNA LT Sample Preparation Kit (Illumina, San Diego, CA), according to the manufacturer’s instructions. Briefly, following purification with oligo d(T) magnetic beads, mRNA was fragmented using divalent cations at 94 °C for 2 min. Cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random primers. Strand specificity was achieved by replacing dTTP with dUTP during the second-strand cDNA synthesis using DNA Polymerase I and RNase H. After the addition of a single ‘A’ base and adapter ligation to double-stranded cDNA fragments, products were purified and enriched by PCR (30 sec at 98 °C; [10 sec at 98 °C, 30 sec at 60 °C, 30 sec at 72 °C] × 12 cycles; 5 min at 72 °C) to create the cDNA library. Surplus PCR primers were removed by purification with AMPure XP beads (Beckman-Coulter, Villepinte, France), and the quality and quantity of the final cDNA libraries were checked by capillary electrophoresis. Libraries were then sequenced on an Illumina HiSeq 4000 system using single-end 1 × 50 bp, following the Illumina recommendations. Image analysis and base calling were performed with RTA 2.7.3 and CASAVA 2.17.1.1. Reads were mapped to the mm10 assembly of the *Mus musculus* genome using STAR^86^ version 2.5.3a. Gene expression quantification was performed from uniquely aligned reads using htseq-count^87^ version 0.6.1p1, with annotations from Ensembl version 92 and “union” mode. Comparison between wild-type and cKO samples was performed using the Wald test for differential expression proposed by Love et al.^81^ and implemented in the Bioconductor package DESeq2 version 1.16.1.

### Testis and ovary dissociation for single-cell RNA-seq analysis

The testes from an 8-week-old control male were collected and enzymatically dissociated with a modified protocol from^88^. Briefly, tunica albuginea was delicately removed, and testes were incubated in DMEM (11885084; Gibco) supplemented with 1 mg/mL collagenase (C0130; Sigma-Aldrich), 1 mg/mL hyaluronidase (H3506; Sigma-Aldrich), and 0.8 mg/mL DNase I (dN25; Sigma-Aldrich) at 35 °C for 10 min with gentle agitation. Tissue was centrifuged and incubated in DMEM (11885084; Gibco) supplemented with 1 mg/mL collagenase (C0130; Sigma-Aldrich), 0.025% trypsin-EDTA (25300-054; Gibco), and 0.8 mg/mL DNase I (dN25; Sigma-Aldrich) at 35 °C for 25 min with gentle agitation. Cells were filtered through a 100 µm cell strainer and pre-stained with 100 µg Hoechst dye (B2261; Sigma-Aldrich) and 400 µg DNase I (dN25; Sigma-Aldrich) at 35 °C for 20 min with gentle agitation. Trypsin was quenched with 600 μL fetal bovine serum (F2442; Sigma-Aldrich). Cells were stained with 6 μg Hoechst dye per million cells (B2261; Sigma-Aldrich) and 40 μg DNase I (dN25; Sigma-Aldrich) at 35 °C for 25 min with gentle agitation. Cells were centrifuged, resuspended in DMEM (11885084; Gibco) supplemented with 2% fetal bovine serum (F2442; Sigma-Aldrich) and filtered through a 70 µm cell strainer. Single cells were collected on a BD FACS Aria II by excluding debris (side scatter versus forward scatter), doublets (area versus width) and haploid cells with low DNA content (low Hoechst fluorescence intensity)^88^. FACS-sorting was performed at the Flow Cytometry Facility of the University of Geneva. Cells were centrifuged, resuspended in DMEM (11885084; Gibco) supplemented with 2% fetal bovine serum (F2442; Sigma-Aldrich), counted and immediately processed with a 10X Chromium controller.

Ovaries from two 8-week-old *Trim28*^*flox/flox*^*; Nr5a1:Cre* females and two 8-week-old control females were collected, minced into small pieces and enzymatically dissociated in PBS (10010-015; Gibco) supplemented with 0.25 mg/mL collagenase (C0130; Sigma-Aldrich) and 0.0005% trypsin-EDTA (25300-054; Gibco) at 37 °C for 30 min with gentle agitation. Trypsin was quenched with 200 μL PBS (10010-015; Gibco) supplemented with 3% BSA. Cells were centrifuged, resuspended in PBS (10010-015; Gibco) supplemented with 3% BSA and filtered through a 70 µm cell strainer. Single cells were collected on a BD FACS Aria II by excluding debris (side scatter versus forward scatter) and doublets (area versus width). FACS-sorting was performed at the Flow Cytometry Facility of the University of Geneva. Cells were centrifuged, resuspended in DMEM (11885084; Gibco) supplemented with 2% fetal bovine serum (F2442; Sigma-Aldrich), counted, and immediately processed with a 10X Chromium controller.

### Single-cell RNA-seq library preparation, sequencing, and transcriptomic analyses

Single-cell sequencing was performed on the 10X Genomic platform using 8-week-old *Trim28*^*cKO*^ (*Trim28*^*flox/flox*^*; Nr5a1:Cre* mouse line) (2 biological replicates) and control ovaries (2 biological replicates) and testes (1 biological replicate). To increase the numbers of testicular somatic cells, public 10X Genomic data from seven adult mice testes were incorporated^26^ (Sup. Tab S2).

After converting the base calls to FASTQ format, reads were processed with the CellRanger v3 count module. This aligned reads with STAR^86^ to the GRCm38 reference genome using the M15 (Ensembl 90) GENCODE annotation, and then derived the gene vs. cell expression counts matrices. These pre-processing steps were performed on the Baobab HPC cluster at the University of Geneva. The quality control statistics were checked, such as number of reads per cell and percentage of reads mapped to the reference transcriptome (Data S2). Using Scanpy with Anndata^89^, matrices were concatenated across all samples, and cells with <50 genes expressed were removed (and genes expressed in <3 cells). This removed 1,683 of the 57,063 cells. Expression counts were normalised and log-transformed, and highly variably expressed genes were identified. The top 50 PCA components were embedded in the neighbourhood graph with batch correction via BBKNN^90^ with the neighbours_within_batch=5 parameter that removed batch effects among biological replicates (Supplementary Fig. 6A, bottom right). Data were visualised in the transcriptional space with 2D uniform manifold approximation and projection (UMAP)^91^ and force-directed graphs (FDG) using the ForceAtlas2 implementation^92^, mainly in Jupyter notebooks. Cell clusters were defined with the Leiden algorithm^93^ and were annotated by marker gene analyses (Supplementary Fig. 6b). The supporting cell lineage was extracted, represented by Leiden clusters 2 (granulosa/mutant) and 35 (Sertoli). Cluster 2 expressed the granulosa cell markers *serpine2*, *Hsd17b1*, *Inhba*, *Amh*, *Foxl2*, *Nr5a2*, *Fst*, *Wnt4*, *Esr2*. Cluster 35 expressed the Sertoli cell markers *Cldn11*, *Sox9*, *Sox8*, *Rhox8*, *Ptgds*, *Gata1*, *Nr0b1*, *Abtb2*. Then, the Leiden clustering was repeated at a higher resolution to separate the granulosa, intermediate, and Sertoli cell populations in three distinct populations that were compared by partition-based graph abstraction (Fig. 2a, right)^94^. These cells were ordered along a diffusion pseudo-time^30^, setting the starting root cell in the granulosa control cells, and were plotted according to the expression of the differentially expressed genes calculated with Wilcoxon rank-sum tests (with Benjamini-Hochberg multiple testing corrections) among the three clusters, filtering genes that had a fold-change <1.5 and genes that were expressed in ≥0.8 proportion of the cluster in which they were downregulated. The top 70 upregulated genes were plotted for each cluster in Fig. 2d, and the full sets of filtered upregulated genes are shown in Sup. Tab S3. The mean expression across marker genes was also plotted using previously defined modules: F23 for granulosa, F17 for Sertoli, and F1-F10 for progenitor cell markers; see Fig. 5 in ref. 29. The functional annotations that were enriched among gene lists were examined using hypergeometic tests performed via g:Profiler^95^. To calculate the enrichments in Sup. Data S4, 70 upregulated genes were used in the intermediate cell population as the foreground gene set, and all the mouse genes expressed in the concatenated Anndata matrix after pre-processing as the background gene set.

### Antibodies

Polyclonal antibodies against SUMO1 and SUMO2/3 were produced by injecting rabbits with recombinant His-tagged mouse SUMO1 and SUMO-3 proteins produced and purified from bacteria as previously described^96^. Briefly, His-SUMO expressing plasmids (pTE1-E2-HisSU1 and pTE1-E2-HisSU3) were transfected in bacteria BL21/DE3 gold (Stratagene) and induced by 1 mM IPTG for 6 h at 25 °C after reaching 0.4 OD. After lysis, bacterial extracts were purified with Ni-NTA resin (Qiagen) following manufacturer instructions, with 250 mM imidazole in elution buffer. SUMOs containing fraction were then subjected to a second purification step using Superdex 75 gel filtration column (GE Helthcare). Rabbit sera were affinity-purified using GST-SUMO1 or GST-SUMO2 coupled to CnBr-activated Sepharose (SIGMA) using manufacturer instructions. Their specificity was confirmed by immunoblotting using recombinant mouse SUMO1 and SUMO2. Dilution for immunofluorescence: 1/300 For ChIP-seq: 2 µg /IP

Other antibodies:

FOXL2 (rabbit)^97^. Immunofluorescence: 1/400. ChIP-seq and ChIP-SICAB: 5 µl (2 µg) / IP.

SOX9 (rabbit)^98^. Immunofluorescence: 1/400.

SOX8 (guinea pig)^99^. Immunofluorescence: 1/300.

DMRT1 (rabbit)^100^. Immunofluorescence: 1/400.

TRIM28 (mouse)^101^. Immunofluorescence: 1/1000.

TRIM28 (rabbit)^102^. ChIP-seq: 2 µg / IP.

V5-HRP: Invitrogen. Ref P/F 46-0708. Western blotting:1/5000

HA-HRP:. Invitrogen. Ref 26183-HRP. Western blotting: 1/5000

V5: Invitrogen. Ref 37–7500. Western blotting: 1/2000.

HA: Invitrogen. Ref MA1-12429. Western blotting: 1/2000.

FLAG: Invitrogen. Ref MA1-91878. Western blotting: 1/3000

Tubulin: Sigma. Ref T9026. Western blotting: 1/3000

### Histology, immunofluorescence, and confocal microscopy

Postnatal and adult ovaries were collected, fixed in 4% paraformaldehyde, and paraffin-embedded. Then, 4-µm sections were cut and processed for histology and immunofluorescence. Sections were stained with periodic acid-Schiff (PAS) stain using standard protocols. Immunofluorescence was performed as previously described^103^. Overnight incubation with primary antibodies at 4 °C was followed by incubation with the appropriate secondary antibodies (1/800) (Alexa-Ig, Molecular Probe). Nuclei were stained with DAPI (Sigma). Images were captured with a Zeiss Axioimager Apotome microscope. For quantification of SUMO1 and SUMO2 immunofluorescence signals, images were captured with a Zeiss LSM780 confocal microscope and analysed with the Imaris V9.5. Statistical analyses were performed using the GraphPad Prism v9 software using two-way ANOVA with Dunnett’s multiple comparisons test.

### Plasmids, cell culture and SUMOylation assays

The Flag-TRIM28 expression plasmid was described previously^101^. The TRIM28 C651F mutation was generated using the Quick-change II site-directed PCR mutagenesis kit (Agilent) and the sequence was verified by Sanger-sequencing. The pcDNA3-HA-SUMO2 expression plasmid was obtained from Dr. Ronald Hays. The pcDNA3.1-FOXL2-V5 (V5-tagged in C-terminal) expression plasmid was obtained from Prof Reiner Veitia. To generate the pcDNA3.1-RUNX1-V5 construct (i.e., RUNX1 C-terminally tagged with V5), the human RUNX1 open reading frame was PCR-amplified from the RUNX1-pCSdest plasmid (a gift from Roger Reeves. Addgene plasmid # 53802; http://n2t.net/addgene:53802; RRID: Addgene_53802) and subcloned in the pcDNA3.1/V5-HIS TOPO vector (Invitrogen) following the manufacturer’s instructions. The sequence was verified by Sanger-sequencing.

HEK293T cells were obtained from ATCC (ref CRL-1573). For SUMOylation assays in transfected cells: HEK293T cell culture, transfection, and SUMOylated FOXL2 and RUNX1 immunoprecipitation conditions were as described previously^51^. FOXL2-V5 and RUNX1-V5 were immunoprecipitated using V5 agarose affinity gel (SIGMA ref: A7345). IP complexes were analysed by western blotting using anti-V5 and anti-HA-HRP-coupled antibodies (see Antibodies section). For inputs, crude cellular extracts were probed with non-coupled antibodies (see Antibodies section).

### Steroid quantification

Steroids (testosterone, androstenedione, β-oestradiol and estrone) were quantified in gonads from 4-month-old control females, *Trim28*^*cKO*^ females, and control males (*n* = 4/group) by liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS). Briefly, adult tissues were homogenised in methanol containing mixed internal standards. After evaporation, dried residues were resuspended in 600 µl of methanol, loaded onto an Oasis Prime HLB (Waters) cartridge, and sequentially washed with 0.1% formic acid in 35% methanol, and 0.1% ammonia solution in 35% methanol. Samples were eluted with 45 ml of methanol and then diluted with 55 µl of distilled water. After mixing, 30 µl of each sample was injected for Ultra High-Performance Liquid Chromatography (UPLC) analysis. LC-MS/MS analysis was performed on a UPLC Acquity system (Waters Corporation) coupled to a triple-quadrupole XevoTQD mass spectrometer (Waters Corporation). Steroids were analysed with a reversed-phase column (Acquity UPLC HSS T3 column C18, 1.8 µm, 2.1 × 50 mm, Waters Corporation). The chromatographic mobile phase was 2 mM ammonium acetate with 0.1% formic acid (v/v) in water (Phase A) and 2 mM ammonium acetate with 0.1% formic acid (v/v) in methanol (Phase B) delivered at a flow rate of 0.6 mL/min at 50 °C. The gradient was 0–1 min, 55% A; 1–3.5 min, 50% to 35% A; 3.5–3.51 min, 35% to 5% A. To equilibrate the column again, at 3.51 min the gradient remained in the initial conditions for 1.49 min. The total run time was 5 min. Steroid ionisation was performed using positive electrospray ionisation of ([M + H]^+^) with the following settings: capillary voltage, 500 V; cone voltage, 35 V; desolvation gas, 1000 L/h; cone gas, 80 L/h; desolvation temperature, 500 °C; and source temperature, 150 °C^104^.

### Statistics and reproducibility

Statistical analyses for next-generation sequencing data are described in RNA-seq, scRNA-seq ChIP-seq methods section. The other statistical analyses were performed with GraphPad Prism 9 software. Details of individual tests are outlined within each figure legend, including a number of replications performed (*n*) and the reported error as the standard error of the mean (SEM) for every figure except for supplementary figure 7b where error bars are the mean ± SD. At least three independent biological replicates were analysed with at least three technical replicates. Statistics were calculated with two-way ANOVA with Dunnett’s multiple comparisons test (to compare every mean with every other mean), ordinary one-way ANOVA with Tukey’s multiple comparisons test (to compare every mean to a control mean). For histological analysis, at least three independent biological replicates from independent mating, if possible, were analysed and images are representatives of all replicates. No statistical method was used to predetermine sample size, samples were allocated into the experimental groups by genotype and no data were excluded from the analyses. For the biological experiments, investigators were not blinded to group allocation for data collection and analysis since the same investigator designed and performed the experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

All data are available in the main text or supplementary materials. RNA-seq and ChIP-seq data have been deposited in the Gene Expression Omnibus under accession number: -GSE166385 (RNA-seq and ChIP-seq)-GSE166444 (scRNA-seq). The mass spectrometry proteomic data have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD024439. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: TRIM28-dependent SUMOylation protects the adult ovary from activation of the testicular pathway
**Source:** Nat Commun. 2022 Jul 29;13:4412. doi: 10.1038/s41467-022-32061-1
**Supplement:** Supplementary file 1 — Supplementary Information

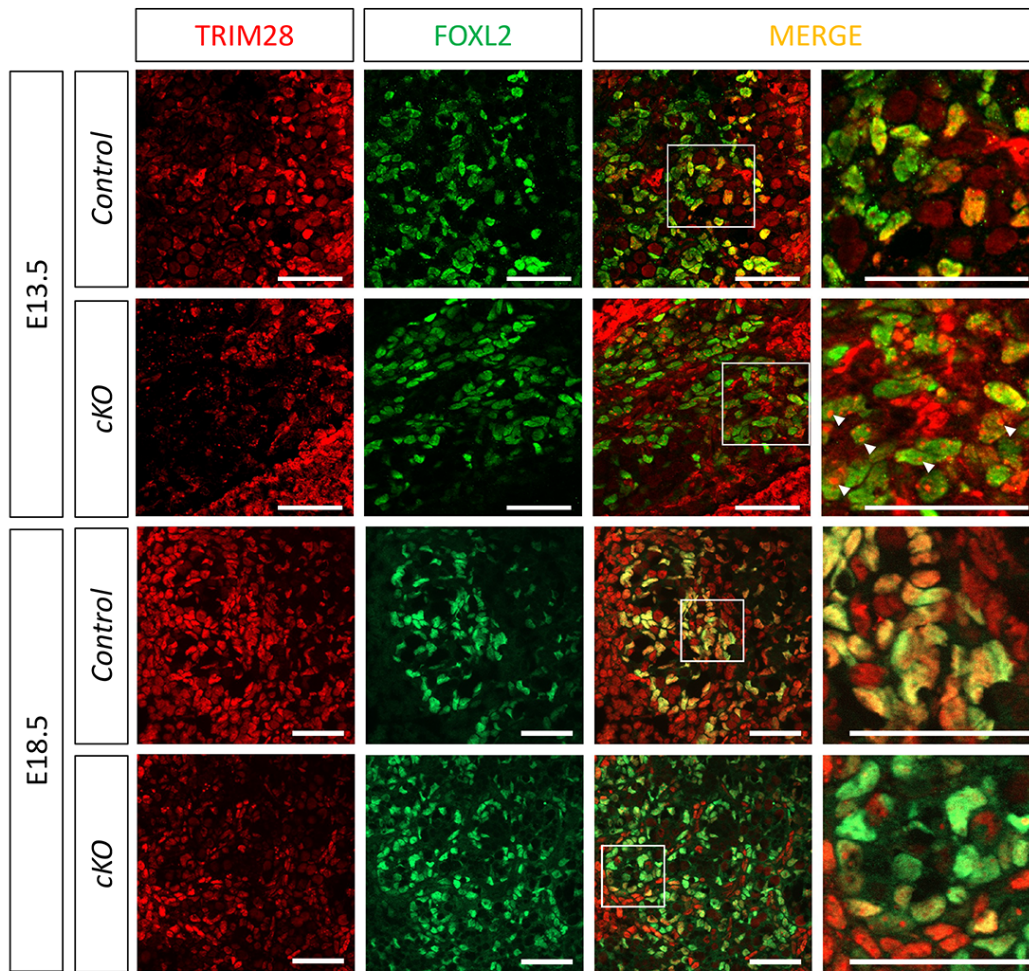

Supplementary Fig. 1. Expression of the TRIM28 protein in foetal pre-granulosa cells of control and mutant ovaries. At 13.5 dpc (E13.5) and 18.5 dpc (E18.5) in XX gonads, TRIM28 (red) is co-expressed with FOXL2 (green) in the nucleus of pre-granulosa cells. At E13.5, TRIM28 is in nucleoplasm and concentrated in nuclear dots that might be heterochromatin. At E18.5 TRIM28 is diffusely located within the nucleoplasm. In mutants, at E13.5, TRIM28 is in nuclear dots (white arrowheads) and appears decreased in the nucleoplasm of pre-granulosa cells. In E18.5 XX mutants, TRIM28 has nearly disappeared from the nucleus of pre-granulosa cells expressing FOXL2. Scale bar: 20µm. At least three independent biological replicates were analysed, and the images presented are representative of all replicates.

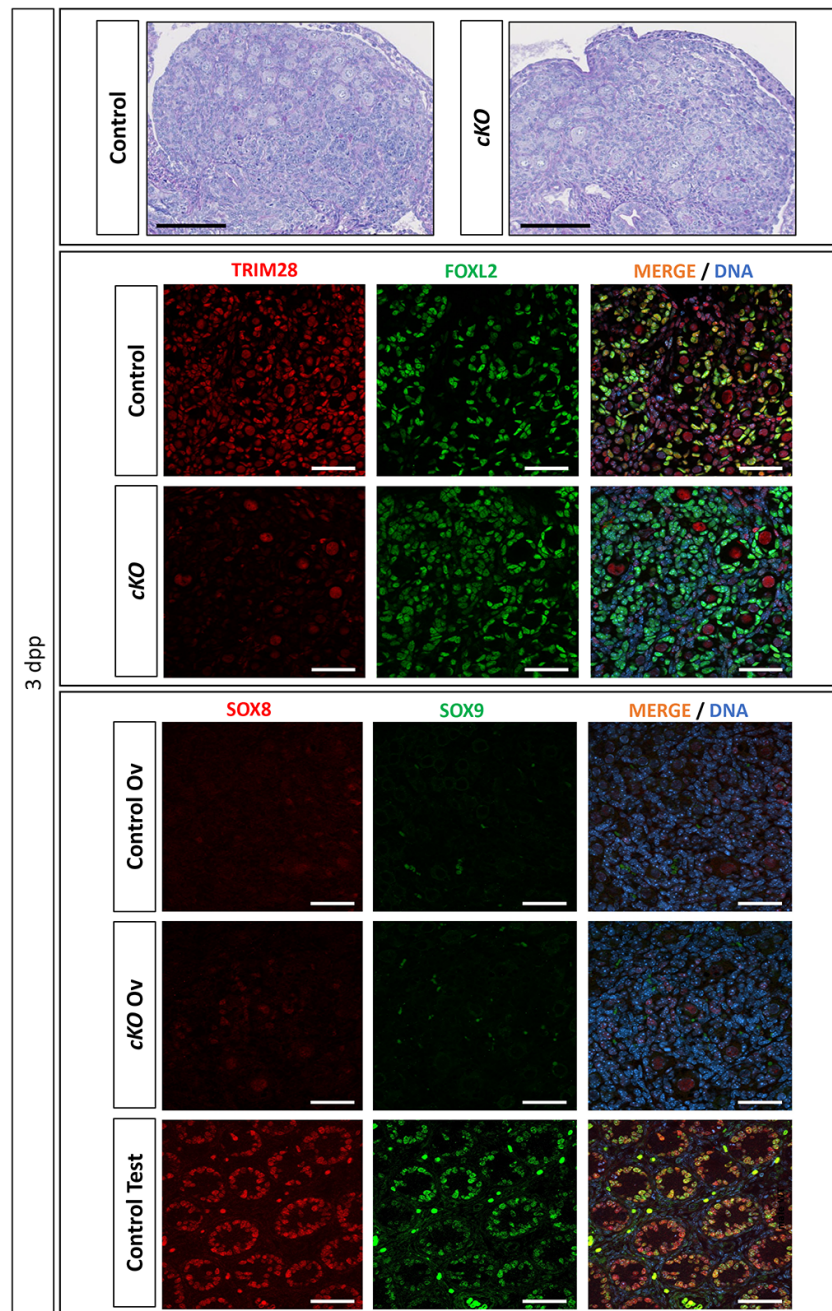

Supplementary Fig. 2. Upper panels: PAS staining showing that at 3 days post-partum (3 dpp), *Trim28^{ckO}* (*cKO*) ovaries display the same structures observed in control ovaries. Scale bar: 100µm. Lower panels: Double immunofluorescent staining shows that TRIM28 and FOXL2 are co-expressed in immature granulosa cells of 3 dpp control ovaries. In 3 dpp *Trim28^{ckO}* ovaries, TRIM28 signal has almost disappeared from cells that express FOXL2. Red staining in *Trim28^{ckO}* ovary sections corresponds to oocytes where *Trim28* is not deleted. Double staining for SOX8 and SOX9 shows that these Sertoli cell markers are not expressed in granulosa cells from 3 dpp control and *Trim28^{ckO}* ovaries (Ov). Conversely, in 3 dpp testes (Control Test), SOX8 and SOX9 are co-expressed in Sertoli cells that form seminiferous tubules. Interstitial staining corresponds to a secondary antibody artifact. Scale bar: 50µm. At least three independent biological replicates were analysed, and the images presented are representative of all replicates.

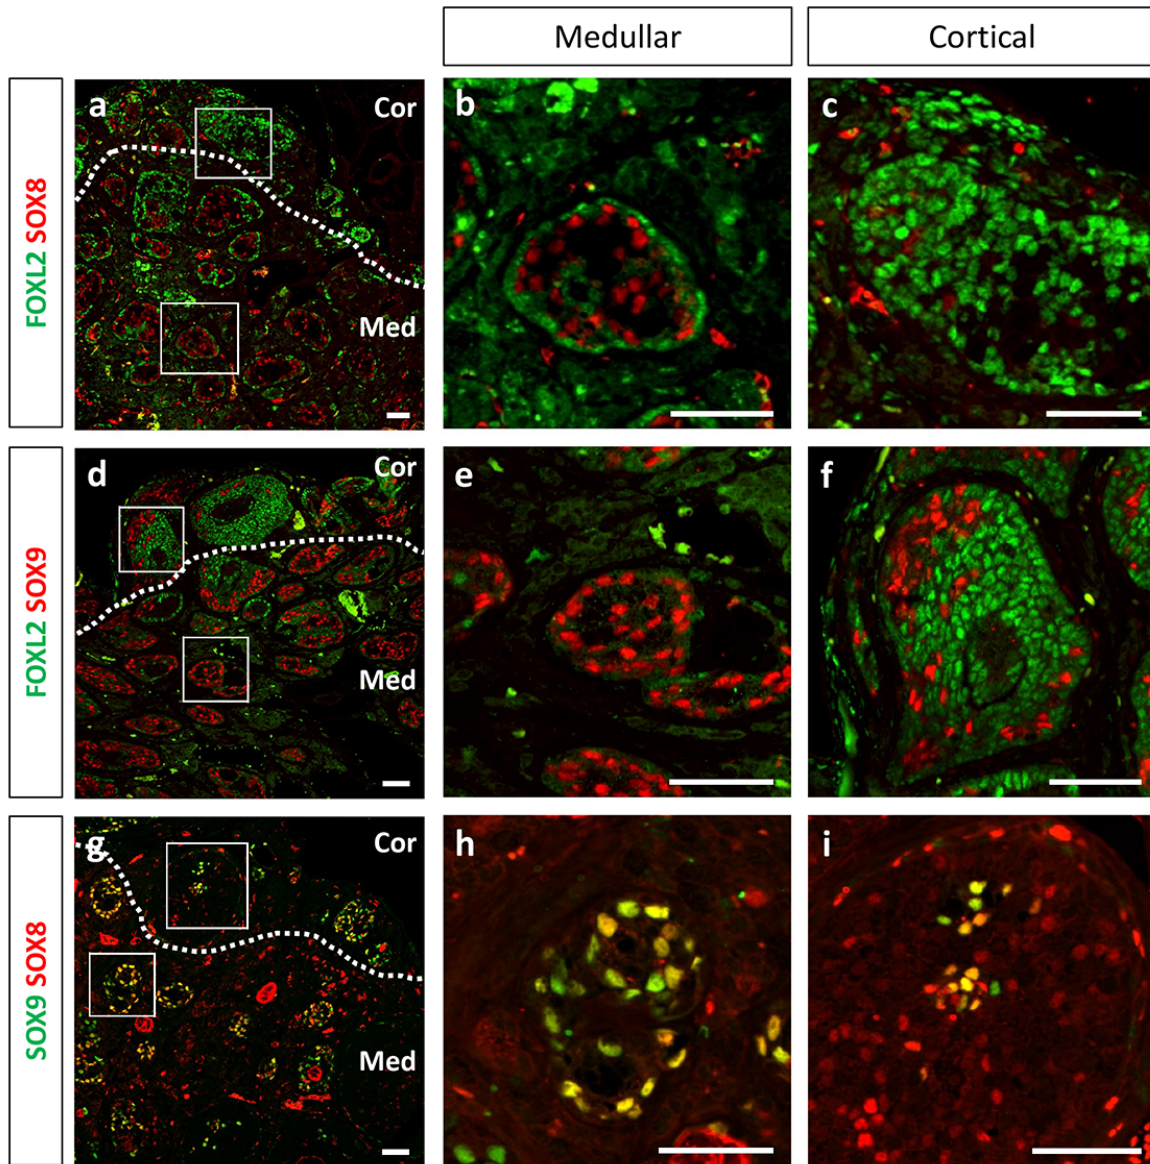

Supplementary Fig. 3. Double staining for FOXL2 and SOX8, FOXL2 and SOX9, and SOX8 and SOX9 in week 8 post-partum *Trim28^{cko}* ovaries. Transdifferentiation of supporting cells is more advanced in the medullar (Med) than in the cortical area (Cor) (arbitrarily separated by a dotted white line). Boxed areas in the cortical and medullar areas are shown at higher magnification. Ovarian cortex still displays organized follicular structures that express FOXL2, although some isolated cells express SOX8 and/or SOX9. Conversely, in medullar areas, most follicular structures have disappeared and are reorganized in pseudo-tubules that express SOX8 and SOX9. SOX8 and SOX9 signals frequently overlap, but rarely with FOXL2. Strong interstitial staining is due to secondary antibody artifacts. Scale bar: 50µm. At least three independent biological replicates were analysed, and the images presented are representative of all replicates.

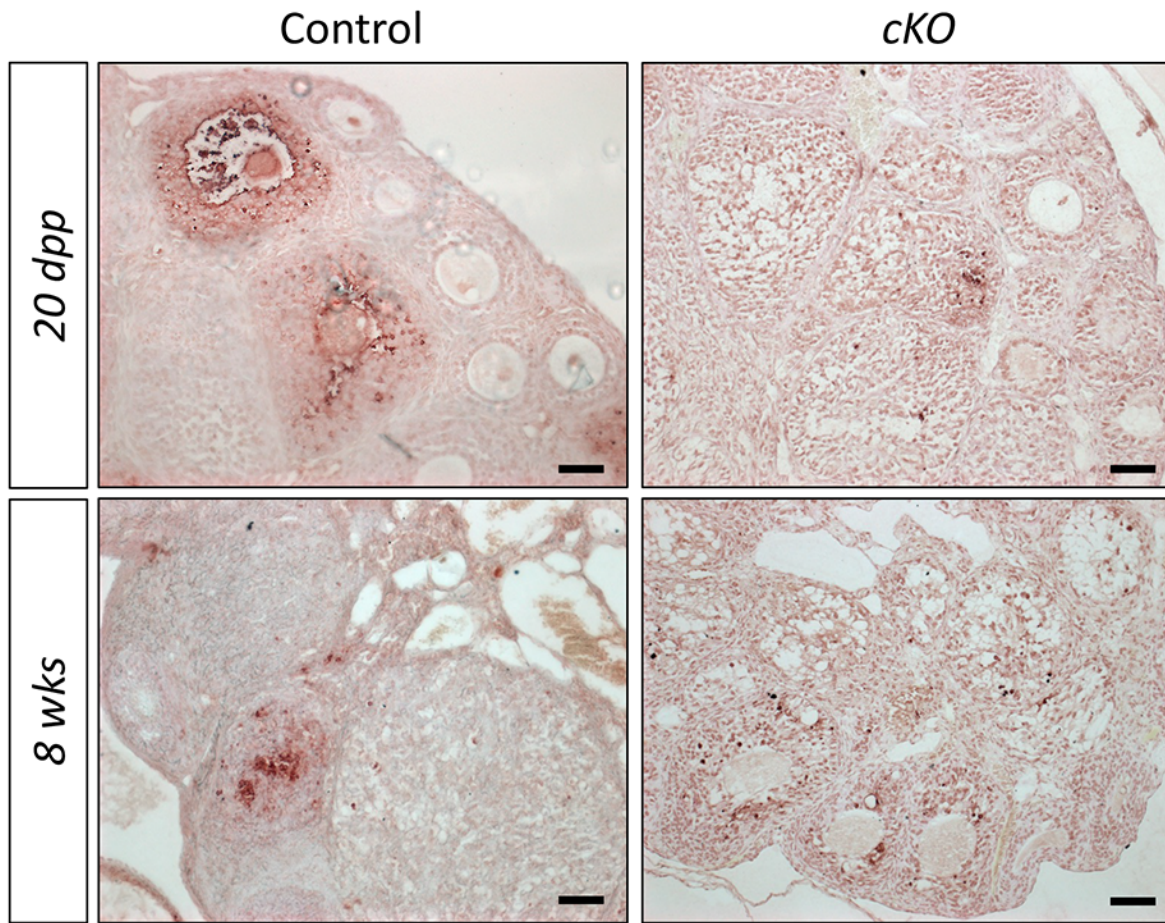

Supplementary Fig. 4. TUNEL staining of XX control and *Trim28^{cKO}* ovaries at 20 dpp and 8 weeks showing apoptotic nuclei (dark brown). No obvious difference was observed between follicles from control and mutant ovaries. Scale bar 50 μ m. At least three independent biological replicates were analysed, and the images presented are representative of all replicates.

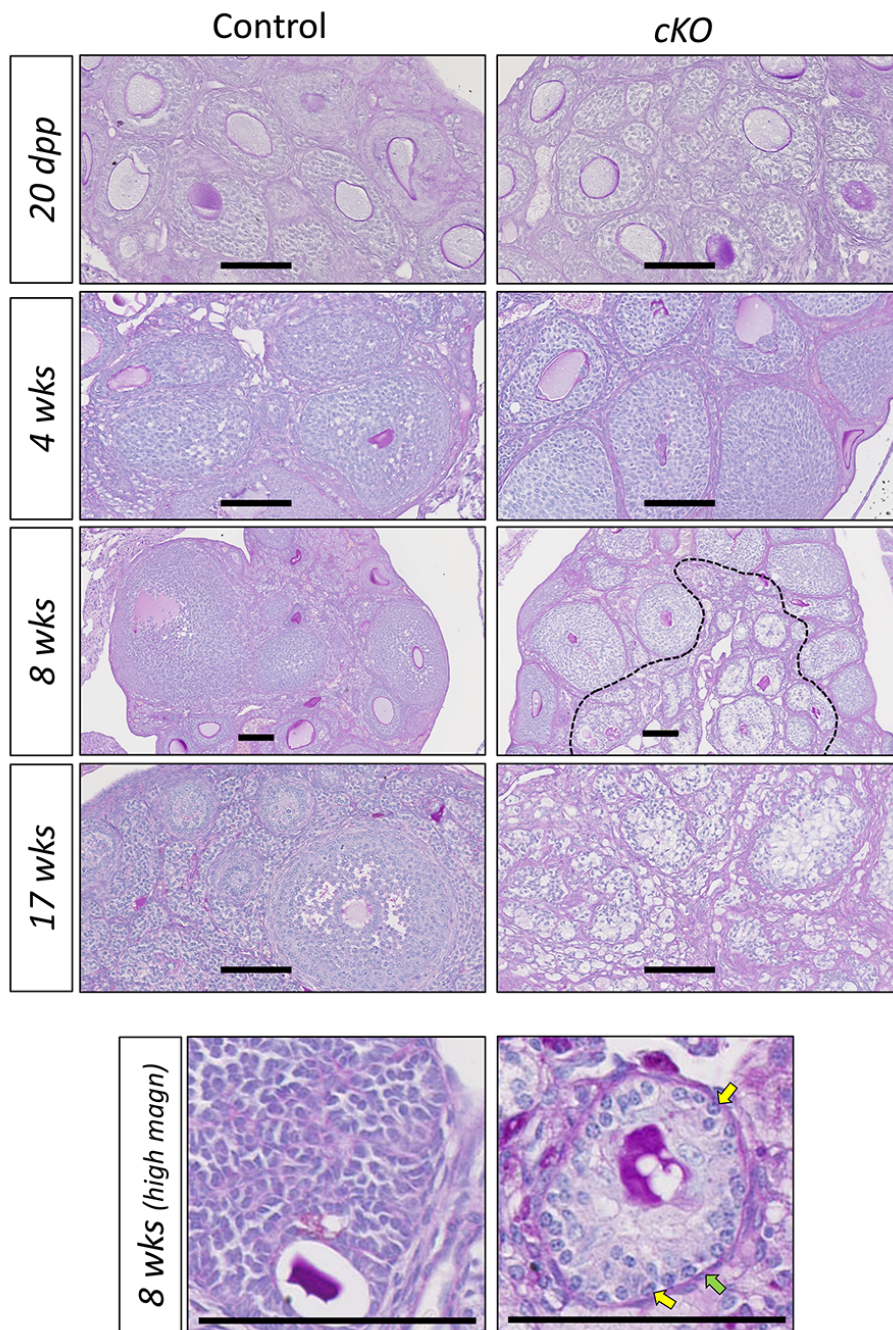

Supplementary Fig. 5. Progressive reorganization of ovarian follicles in *Trim28^{cKO}* (*cKO*) ovaries from 20 dpp to week 17 post-partum, visualized by PAS staining. In control, ovarian follicles develop normally, from pre-antral to pre-ovulatory follicles. At week 4 post-partum, ovarian organization is similar in control and *cKO* animals. At week 8 post-partum, multiple follicles reorganized in pseudo-tubules delineated by basal laminae are observed in the medullar region of *cKO* ovaries (arbitrarily delimited by a dotted black line). Cortical follicles contain apparently normal oocytes, while in medullar pseudo-tubules oocytes are degenerating or have disappeared. At week 17 post-partum, in *cKO* ovaries supporting cell transdifferentiation has spread to the entire ovary, and no oocyte can be detected. Bottom, High magnification of 8-week-old ovary tissue sections showing a preantral follicle and pseudo-tubules with features of Sertoli cells: nuclei with tripartite nucleoli (yellow arrows) and important deposition of basal laminae (green arrow). Scale bar: 100 μ m. At least three independent biological replicates were analysed, and the images presented are representative of all replicates.

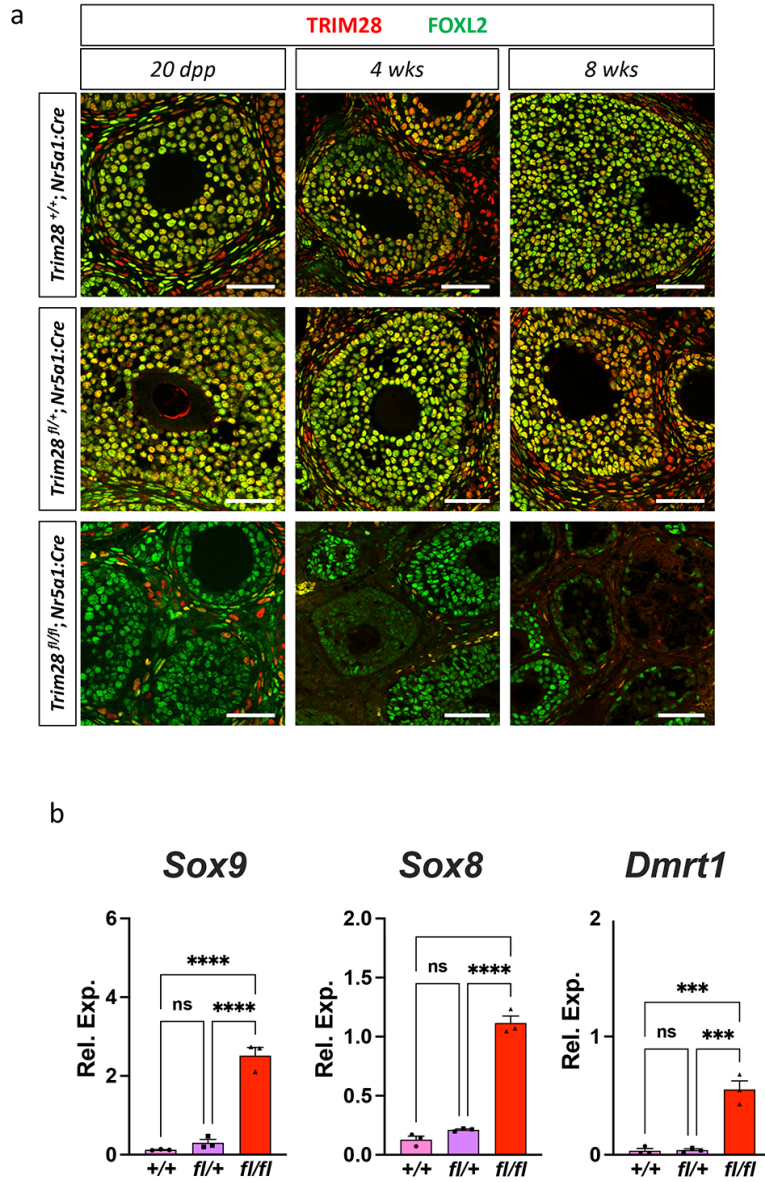

Supplementary Fig. 6. Effect of *Trim28* deletion heterozygosity on post-natal ovary. **a.** Double immunofluorescent staining for TRIM28 (red) and FOXL2 (green) in adult ovaries at 20 dpp, 4 weeks, and 8 weeks. No visible difference between wild type (*Trim28^{+/+}; Nr5a1:Cre*) and heterozygous mutant (*Trim28^{fl/+}; Nr5a1:Cre*) ovaries was observed in FOXL2 staining unlike in the homozygous mutant (*Trim28^{fl/fl}; Nr5a1:Cre*). Scale bar: 50µm. At least three independent biological replicates were analysed, and the images presented are representative of all replicates. **b.** RT-qPCR analysis of the Sertoli cell markers *Sox9*, *Sox8* and *Dmrt1* in 3-month-old ovaries from wild type (+/+; *Trim28^{+/+}; Nr5a1:Cre*), heterozygous mutant (fl/+; *Trim28^{fl/+}; Nr5a1:Cre*), and homozygous (fl/fl; *Trim28^{fl/fl}; Nr5a1:Cre*) mutant mice. Bars are the mean ±SEM, n=3 animals (gonad pairs). *P*: <0.0001 (****), 0.0002(***), 0.0021(**), 0.032(*) (one-way ANOVA with Tukey's multiple comparisons test). Source data are provided as a Source Data file. Details of the statistical analysis are provided in Source data file.

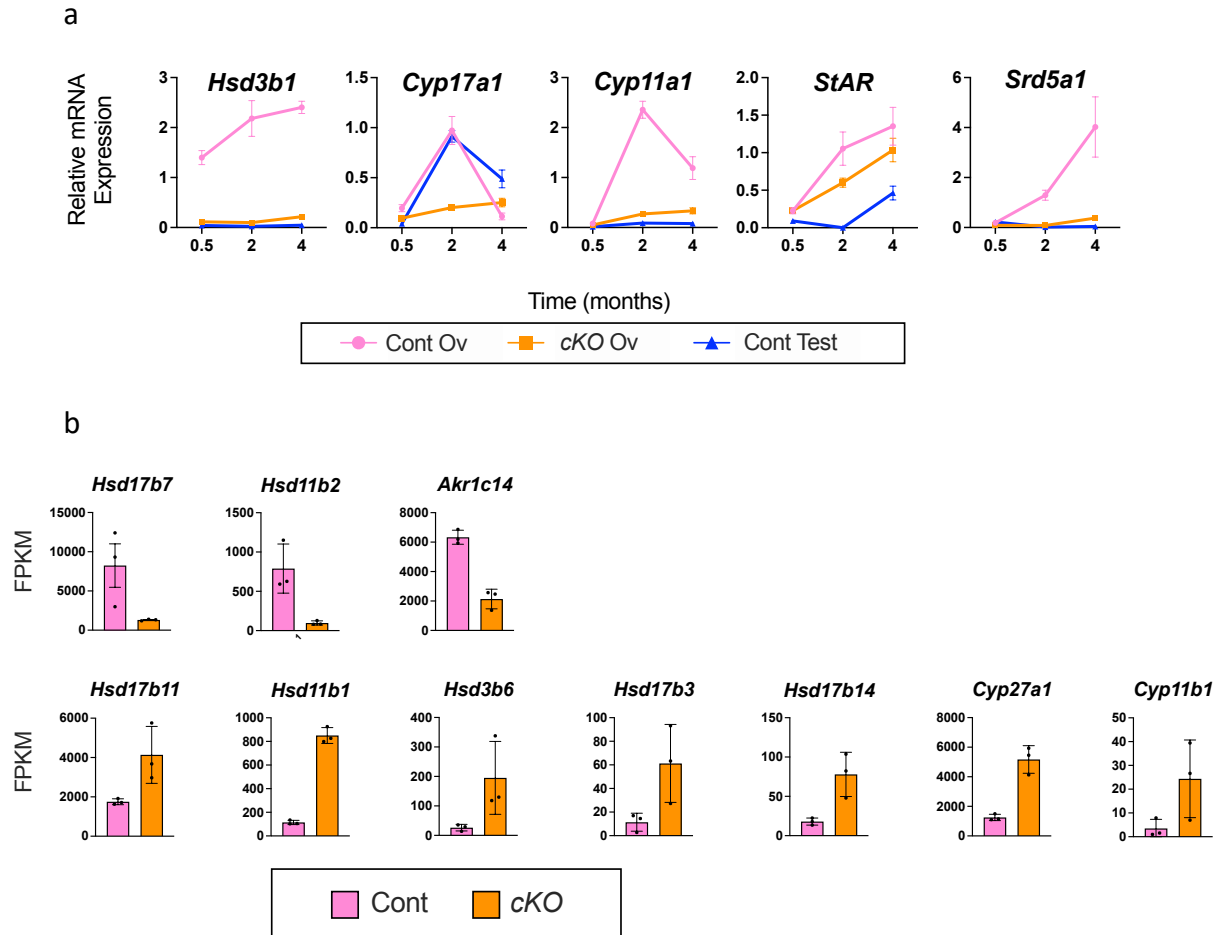

Supplementary Fig. 7. The expression profile of several genes involved in steroidogenesis is modified in *Trim28^{cKO}* ovaries. **a**, RT-qPCR analysis of key steroidogenesis genes from 0.5 to 4 months post-partum in control (Control Ov) and *Trim28^{cKO}* (cKO) ovaries, and control testes (Cont test). Bars are the mean $\pm$ SEM. For 0.5, 2 and 4 months: control ovaries n=5, 4, 4 animals (gonad pairs) respectively; cKO ovaries n=5 animals for each of the three conditions, control testes: n=3 animals for each of the three conditions. Source data are provided as a Source Data file. Details of the statistical analysis are provided in Source data file. Details of the statistical analysis are provided in Source data file. **b**, Expression of genes involved in steroidogenesis assessed in 7-month-old ovaries by RNA-seq (n=3 independent libraries). Values correspond to normalized read counts divided by the median of the transcript length in kb. Comparison between wild type and cKO samples was performed using the Wald test for differential expression proposed by Love et al.¹ Adj P Val: 1.36E-09 (Hsd17b7); 4.95E-20 (Hsd11b2), 2.69E-09 (Akr1c14); 6.72E-06 (Hsd17b11); 3.86E-55 (Hsd11b1); 6.35E-08 (Hsd3b6); 0.002023972 (Hsd17b3); 0.002226639 (Hsd17b14); 2.11E-22 (Cyp27a1); 0.004162312 (Cyp11b1). $|\text{Log}_2\text{FC}| > 1$. Values are the mean $\pm$ SD. Data and statistics are available in Data S1

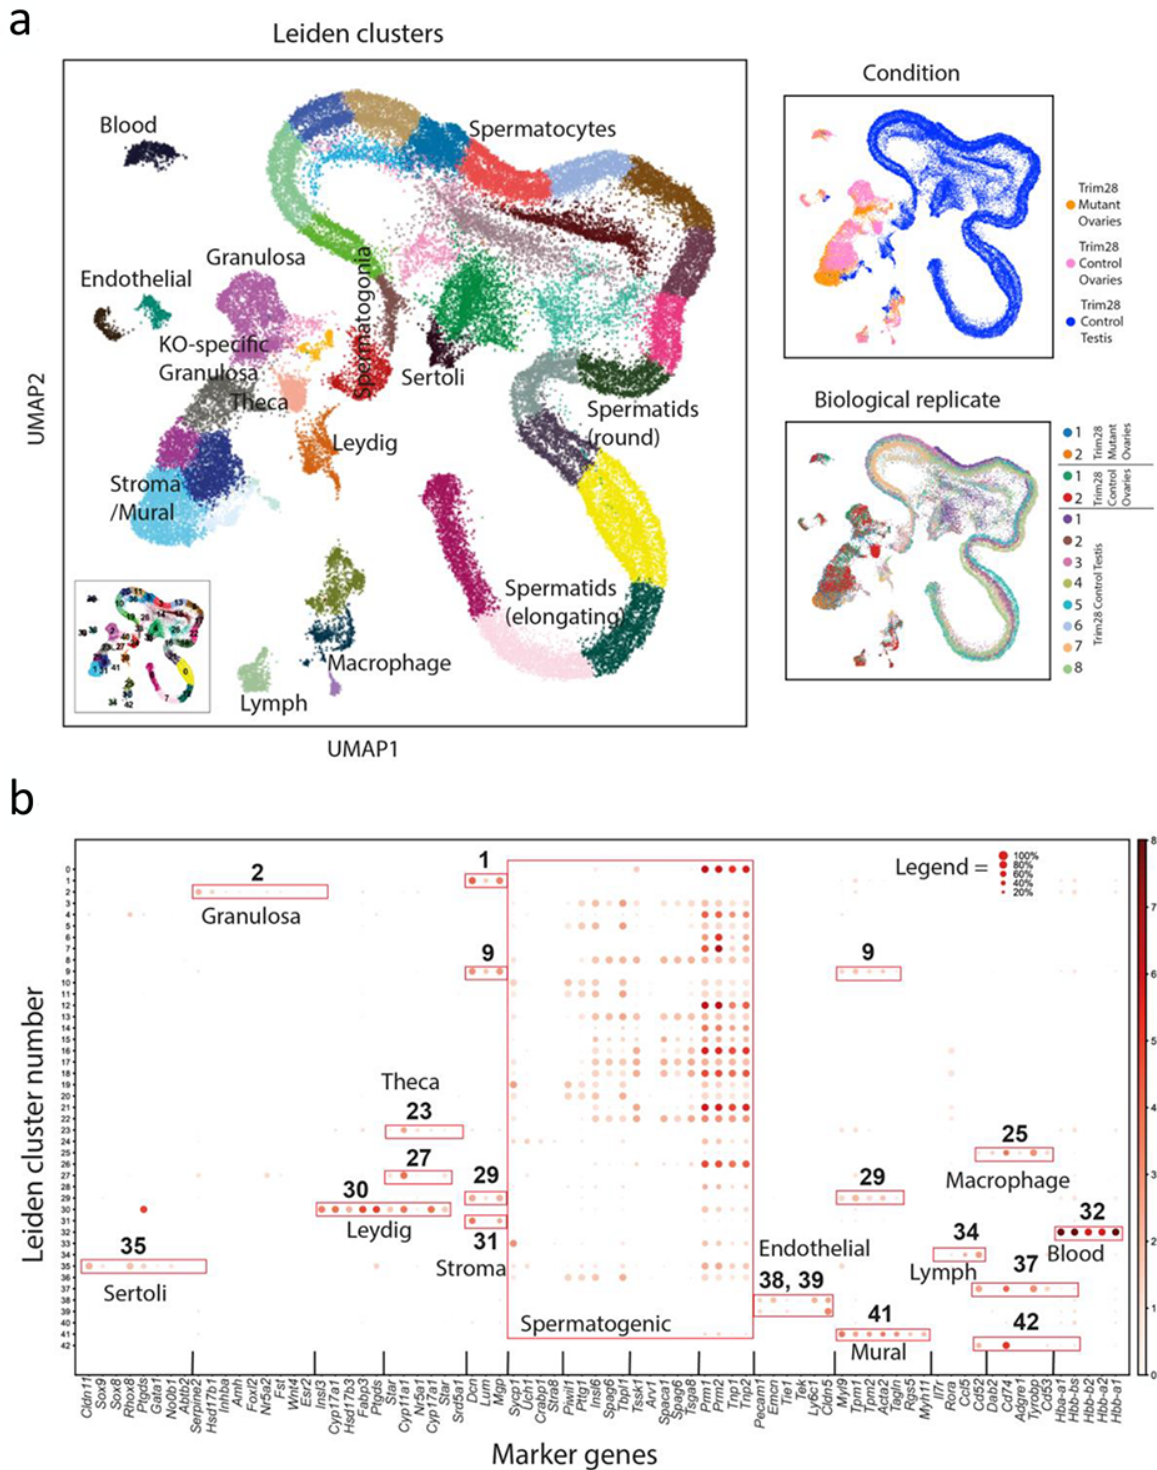

Supplementary Fig. 8. Single-cell atlas of 8-week-old *Trim28*^{CKO} and control ovaries and testes. **a**, UMAP representations of single cells in the transcriptional space coloured according to the Leiden clustering (left), condition (i.e. ovary/testis and mutant/control; upper right) and biological replicate (lower right). **b**, Expression of marker genes in the different Leiden clusters (1 to 42). Details in Data S3, tab df_gene_clusters). The colour of each dot indicates the mean expression within that cluster based on the normalized plus log transformed counts. The dot size represents the fraction of cells expressing that gene. Note that not all markers are specific, for example *Star* is a steroidogenic marker of both Leydig and theca cells. Cells from clusters 2 and 35 are granulosa/mutant and Sertoli cells, respectively, and were used in the subsequent analyses.

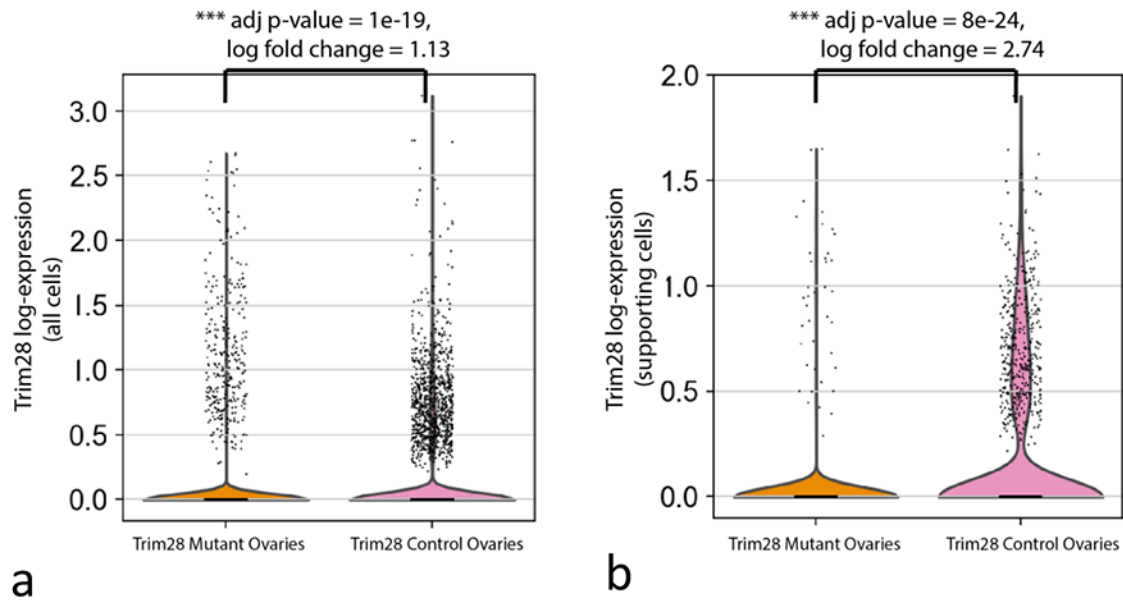

Supplementary Fig. 8. *Trim28* expression is decreased in the cKO mutant compared with control ovaries. Violin plots show the expression of *Trim28* in all ovarian cell types (**a**) and only in supporting cells (**b**). The Wilcoxon rank sum test (one-sided) across all genes to calculate the multiple-testing adjusted p-values and log fold-changes demonstrated that *Trim28* expression levels are lower in mutant than control ovaries.

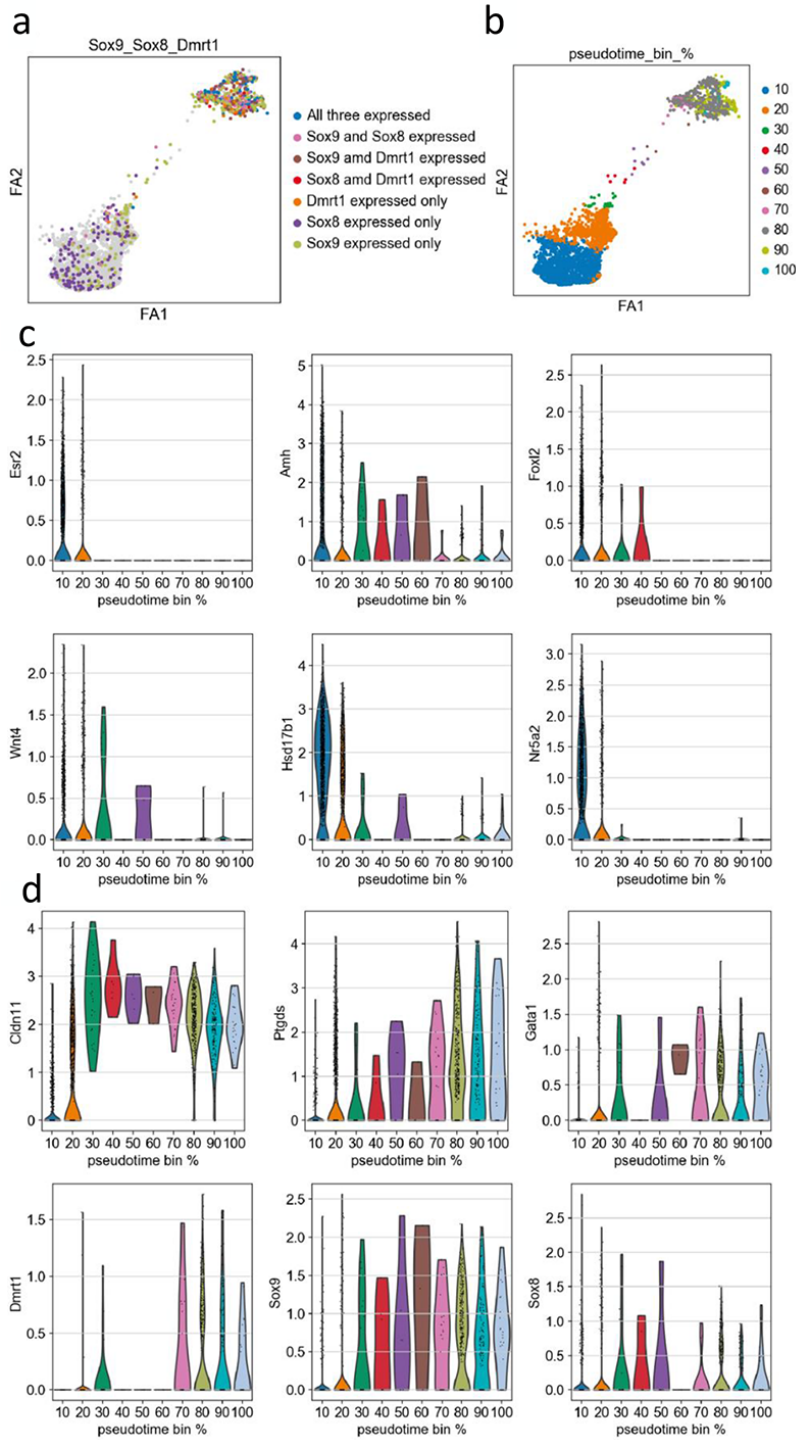

Supplementary Fig. 10. Expression of granulosa and Sertoli marker genes in supporting cells (i.e. granulosa, intermediate, and Sertoli) across the binned pseudo-time.

a, Representation of the binary (yes/no) expression of *Sox9*, *Sox8* and *Dmrt1* on the force directed graphs (FDG) from **Figure 1**. **b**, Ten different pseudo-time bins are displayed on the FDG representing the pseudo-time value as a percentage, p, as follows: $0 \leq p \leq 10$, $10 < p \leq 20$, $20 < p \leq 30$, $30 < p \leq 40$, $40 < p \leq 50$, $50 < p \leq 60$, $60 < p \leq 70$, $70 < p \leq 80$, $80 < p \leq 90$, $90 < p \leq 100$. Violin plots showing the expression of selected granulosa (**c**) and Sertoli (**d**) cell markers across the binned pseudo-time.

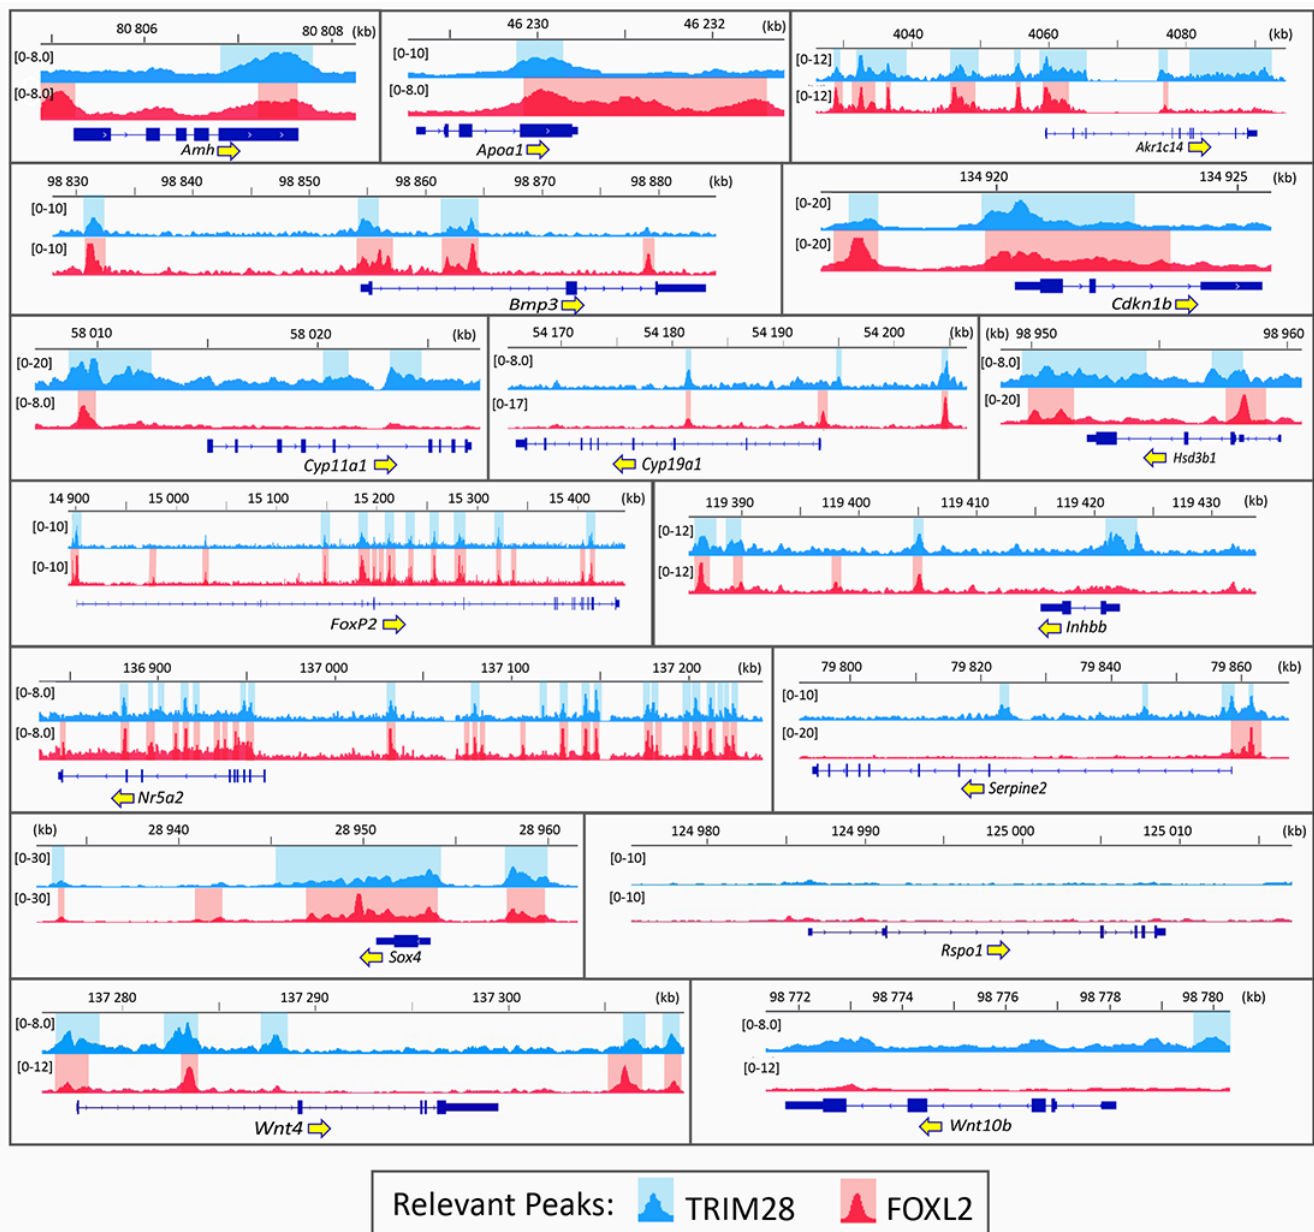

Supplementary Fig. 11. Distribution of TRIM28 and FOXL2 ChIP-seq peaks on genes expressed in granulosa cells that are downregulated in *Trim28*^{KO} ovaries. Relevant ChIP-seq peaks are highlighted by a blue (TRIM28) or red (FOXL2) background.

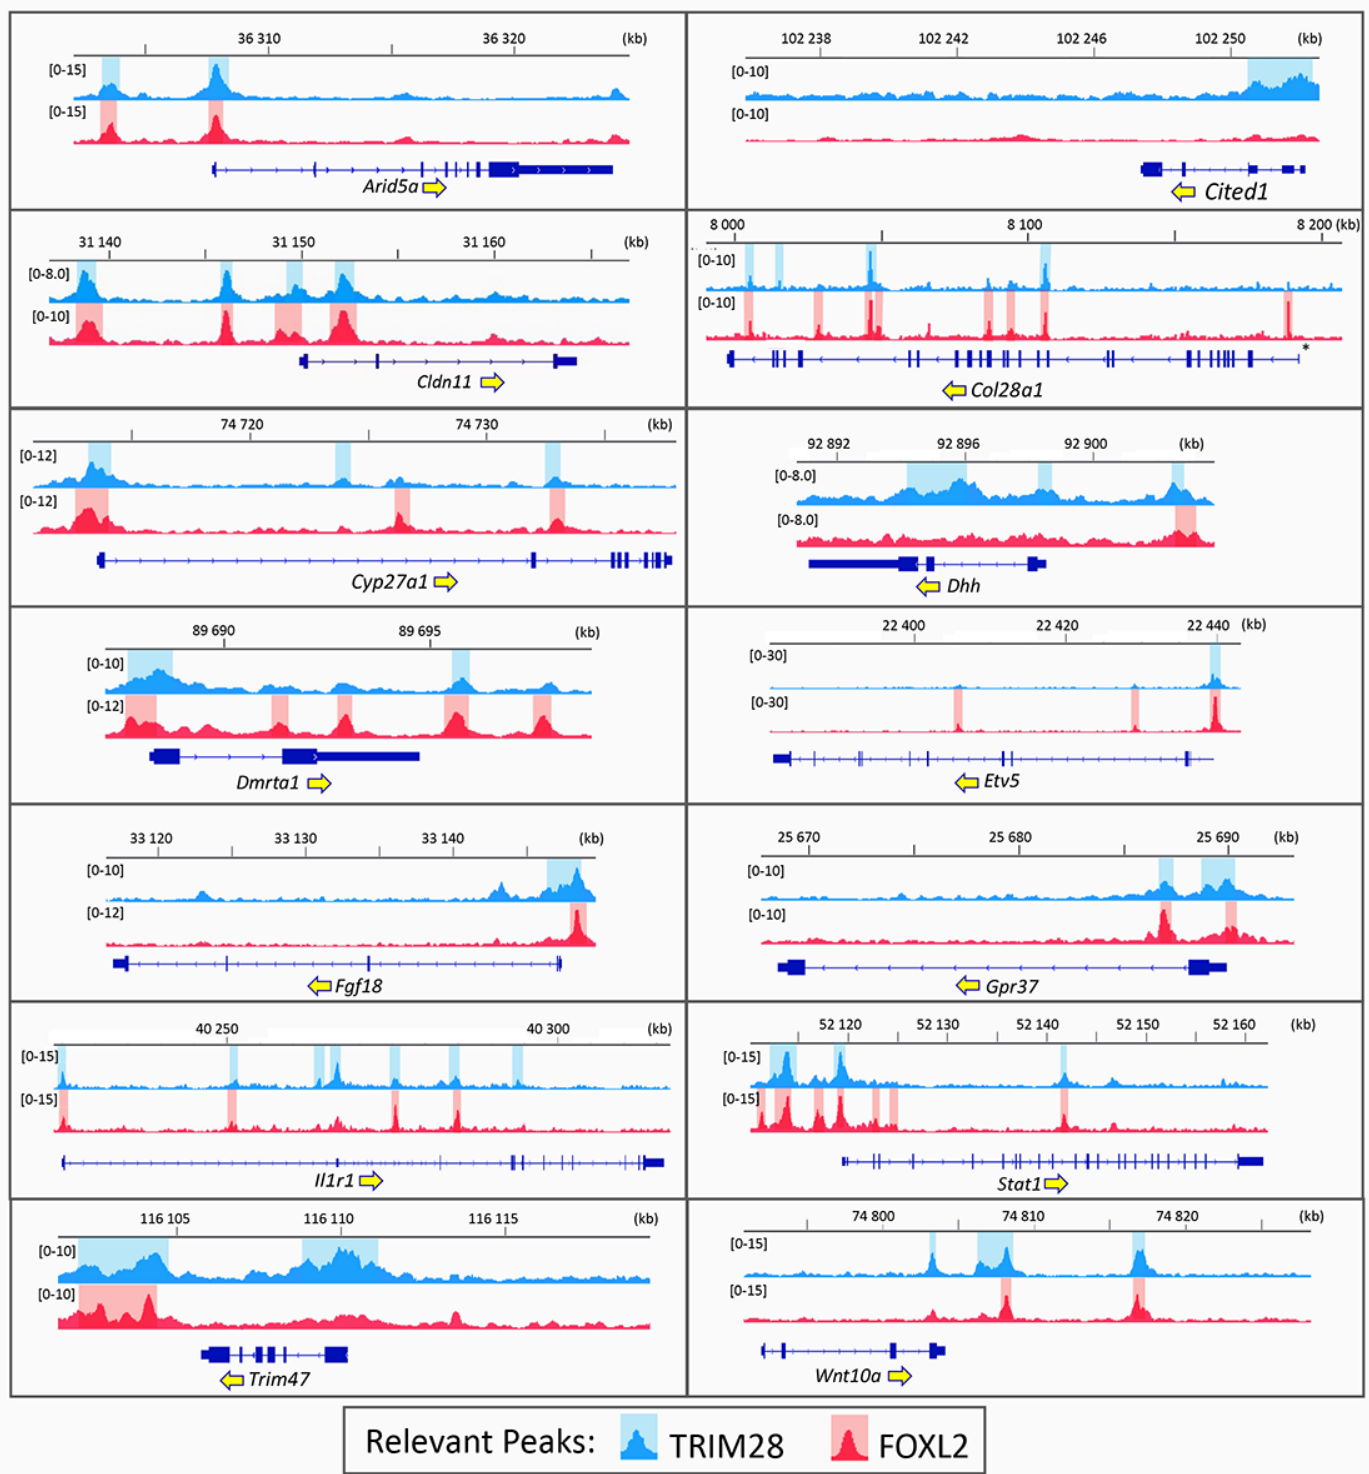

Supplementary Fig. 12. Same as in fig. S11 but for genes expressed in Sertoli cells that are upregulated in *Trim28^{cKO}* ovaries. Relevant ChIP-seq peaks are highlighted by a blue (TRIM28) or red (FOXL2) background.

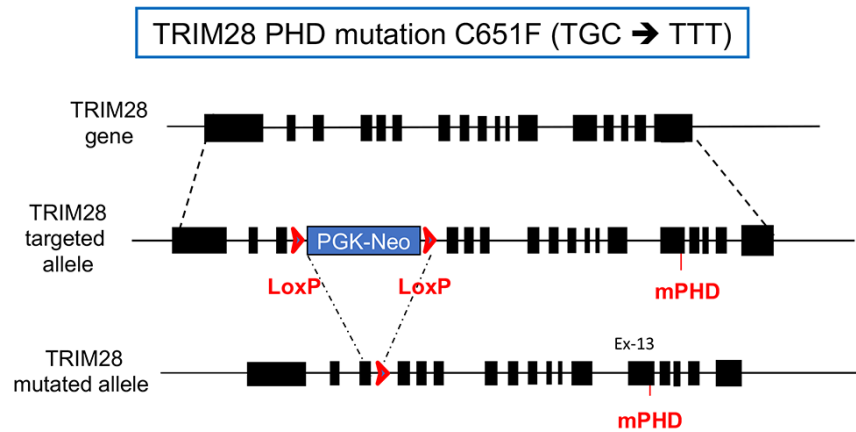

Supplementary Fig. 13. Targeted mutation (C651F) of the PHD domain of TRIM28. Diagram showing the genomic map of the mouse *Trim28* gene; the targeting constructs to introduce the C651F mutation in the PHD domain (exon 13); Cre-mediated excision of the loxP-site-flanked sequences. Exons are represented as black boxes and introns as connected lines. The loxP sites are represented by red triangles and the PGK-neo cassette is indicated.

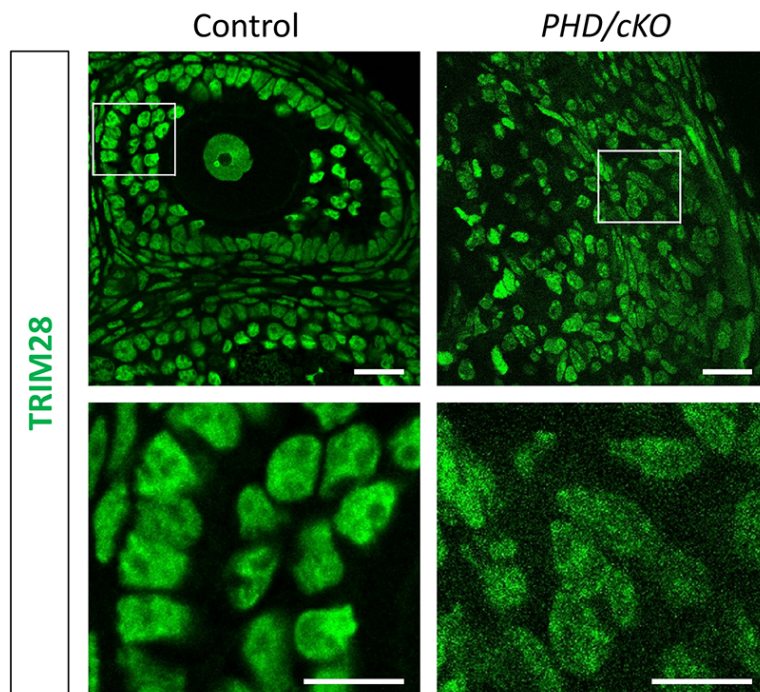

Supplementary Fig. 14. Immunofluorescent staining for TRIM28 in *Trim28*^{+/+} control and *Trim28*^{Phd/cKO} ovaries showing that the mutant TRIM28^{C651F} protein is effectively produced and localizes in the nucleus. Boxed areas are shown at higher magnification (lower panels). Compared with control, high magnification view of TRIM28^{C651F} (*PHD/cKO*) shows a lower nuclear staining because only the mutated allele is expressed. Scale bar: 10μm. At least three independent biological replicates were analysed, and the images presented are representative of all replicates.

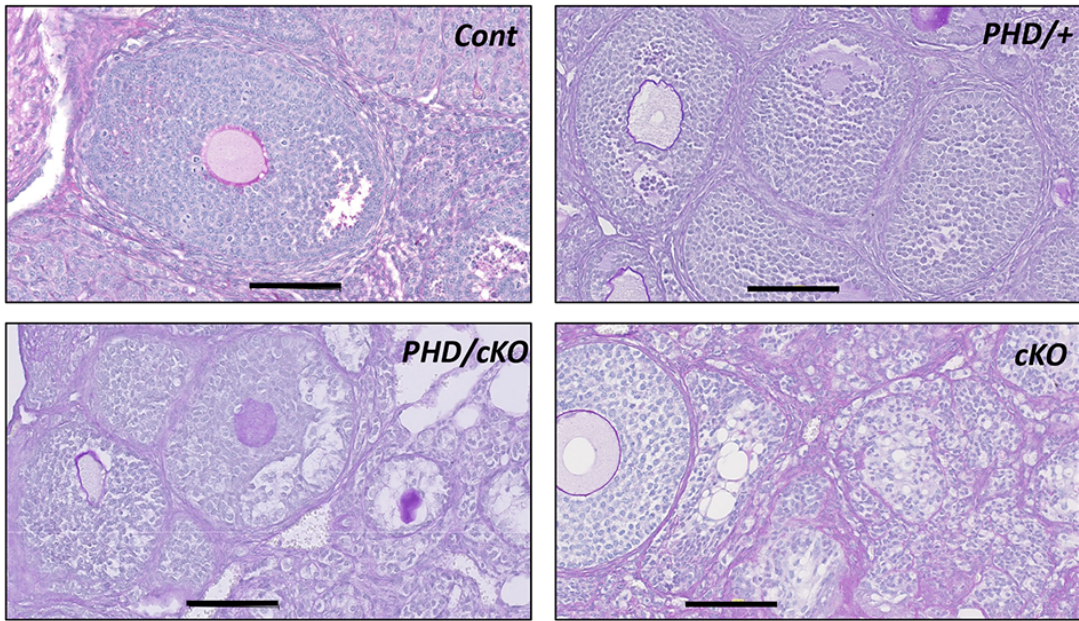

Supplementary Fig. 15. PAS staining of medullar regions of 8-week-old ovaries showing normal follicular structures in *Trim28^{Phd/+}* (*PHD/+*) and in control (*Cont*) ovaries. Conversely, *Trim28^{Phd/cKO}* (*PHD/cKO*) ovaries display disorganized follicles with appearance of pseudo-tubules, as observed in *Trim28^{cKO}* (*cKO*) ovaries. Scale bar 100µm. At least three independent biological replicates were analysed, and the images presented are representative of all replicates.

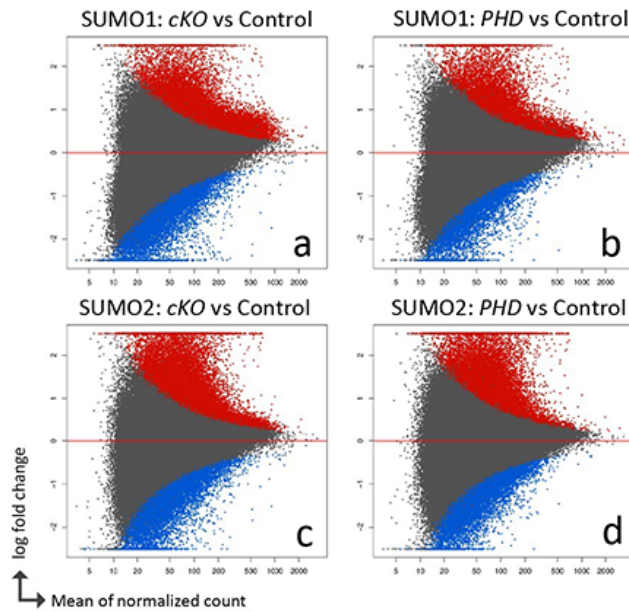

Fig. S16. MA plots for SUMO1 (**a** and **b**) and SUMO2 (**c** and **d**) showing the mean *versus* the ratio of normalized read counts. Spots corresponding to differential signal between mutant (*Trim28^{cKO}*, *cKO*, or *Trim28^{Phd/cKO}*, *PHD*) and control with Adj Pval<0.05 coloured in blue (hypo-SUMOylated) or red (hyper-SUMOylated).

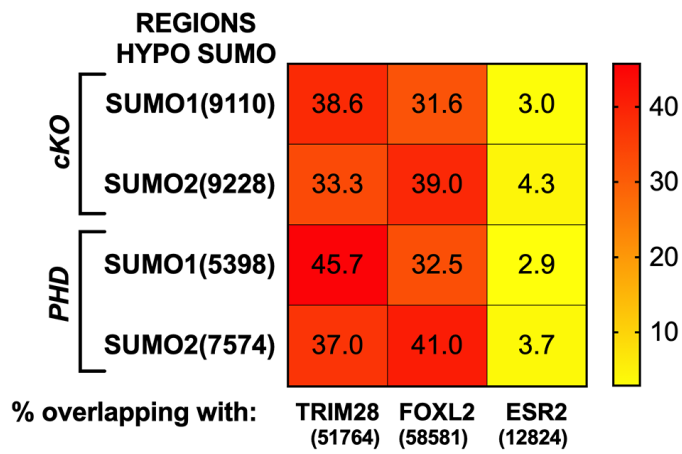

Supplementary Fig. 17. Percentage of hypo-SUMOylated ChIP-seq peaks (SUMO1 and SUMO2) in mutant ovaries (*Trim28^{ckO}*, *ckO*, and *Trim28^{Phd/ckO}*, *PHD*) that overlap with TRIM28 and FOXL2 peaks genome-wide in control ovaries. ESR2 peaks were obtained from Lindeman and colleagues². The values in brackets correspond to the number of peaks.

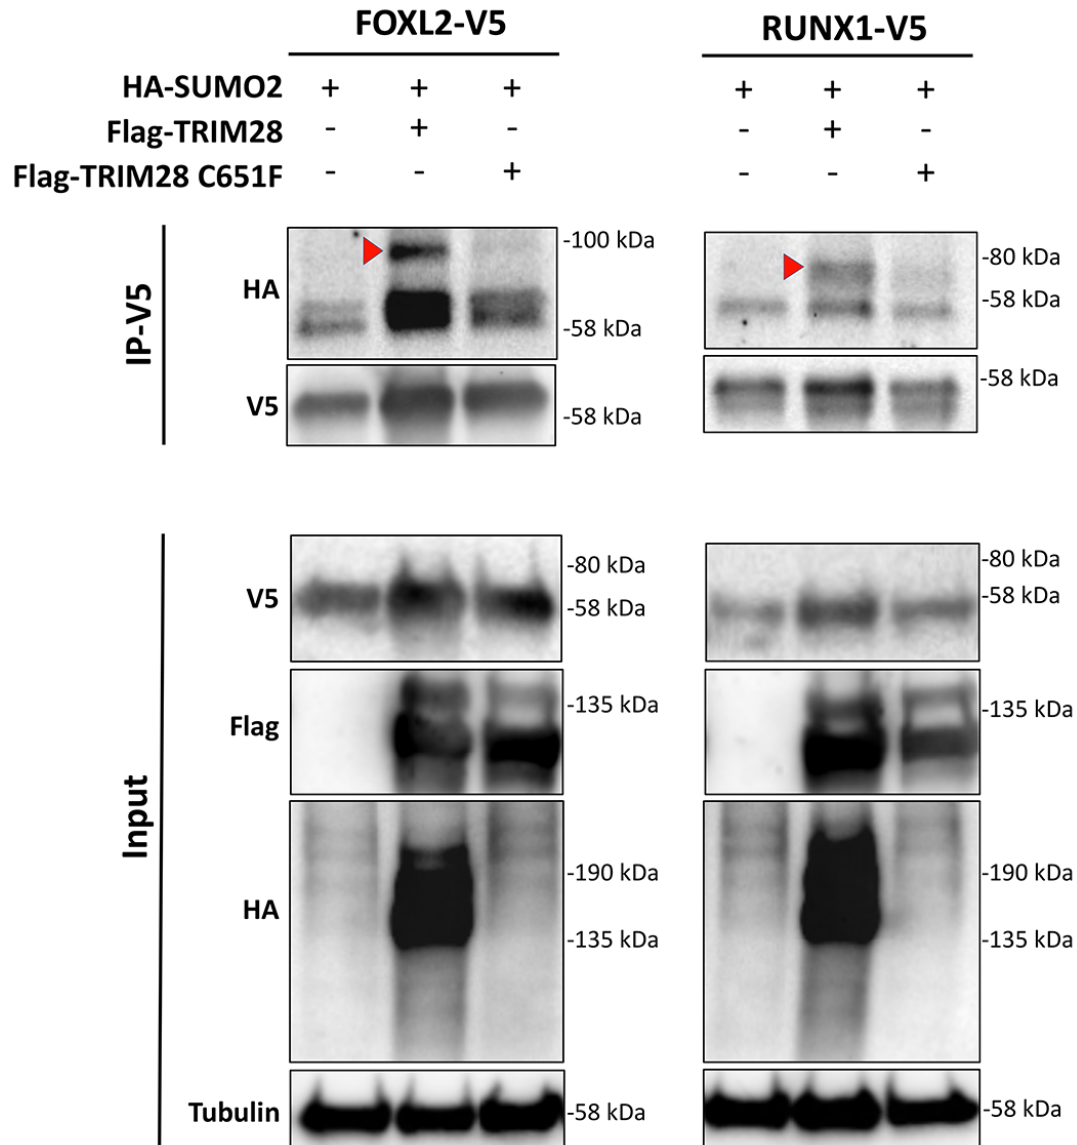

Supplementary Fig. 18: TRIM28 induces SUMOylation of FOXL2 and RUNX1. HEK293T cells were transfected with plasmids expressing V5-tagged (C-terminal) FOXL2 or RUNX1, HA-SUMO2, and Flag-tagged wild type TRIM28 or TRIM28 C651F. After 48h of transfection, cells were lysed in buffer with high concentration of SDS, diluted, and then immunoprecipitated with anti-V5 affinity resins. The IP complexes were analysed by western blotting with an anti-HA antibody to detect SUMOylated proteins and an anti-V5 antibody (upper panels: IP-V5). The IP complexes and cell lysates were also probed with the indicated antibodies to determine the protein input and the overall SUMOylation of cellular proteins (lower panels: Input). For both FOXL2 and RUNX1, the SUMOylated proteins of lower molecular weight correspond to the band detected by the V5 antibody suggesting that both proteins are SUMOylated by an endogenous E3-ligase. By contrast, in the presence of TRIM28, a SUMOylated form of higher molecular weight is detected for FOXL2 and RUNX1 (red triangle), but not in cells transfected with TRIM28 C651F. These results are representative of three independent experiments.

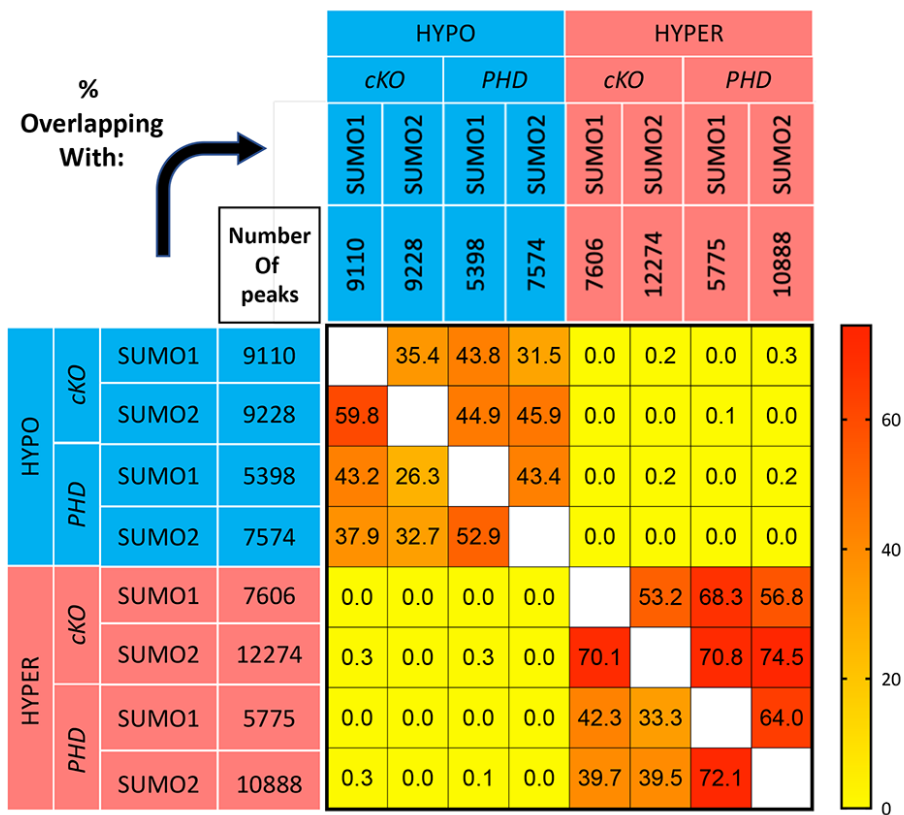

Supplementary Fig. 19. Percentage of overlap between the indicated peaks.

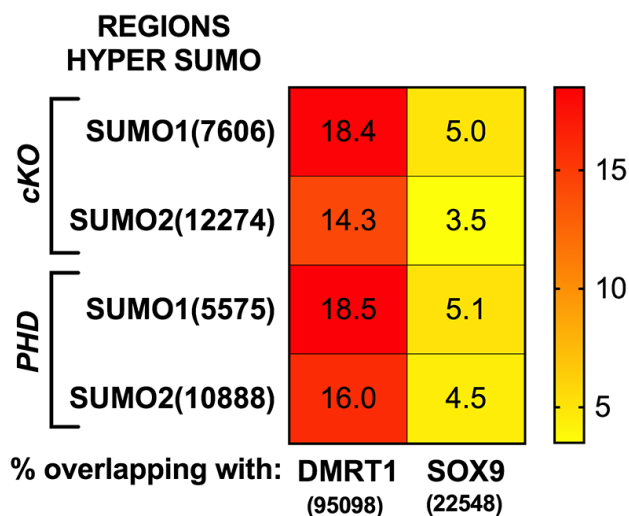

Supplementary Fig. 20. Percentage of hyper-SUMOylated ChIP-seq peaks (SUMO1 and SUMO2) in mutant ovaries (*Trim28^{cKO}*, *cKO*, and *Trim28^{Phd/cKO}*, *PHD*) that overlap with DMRT1 and SOX9 peaks from sexual fate reprogramming by the testicular transcription factor DMRT1 (*CAG-Stop-Dmrt1-Gfp; Nr5a1-Cre*) in adult ovary². The values in brackets correspond to the number of peaks.

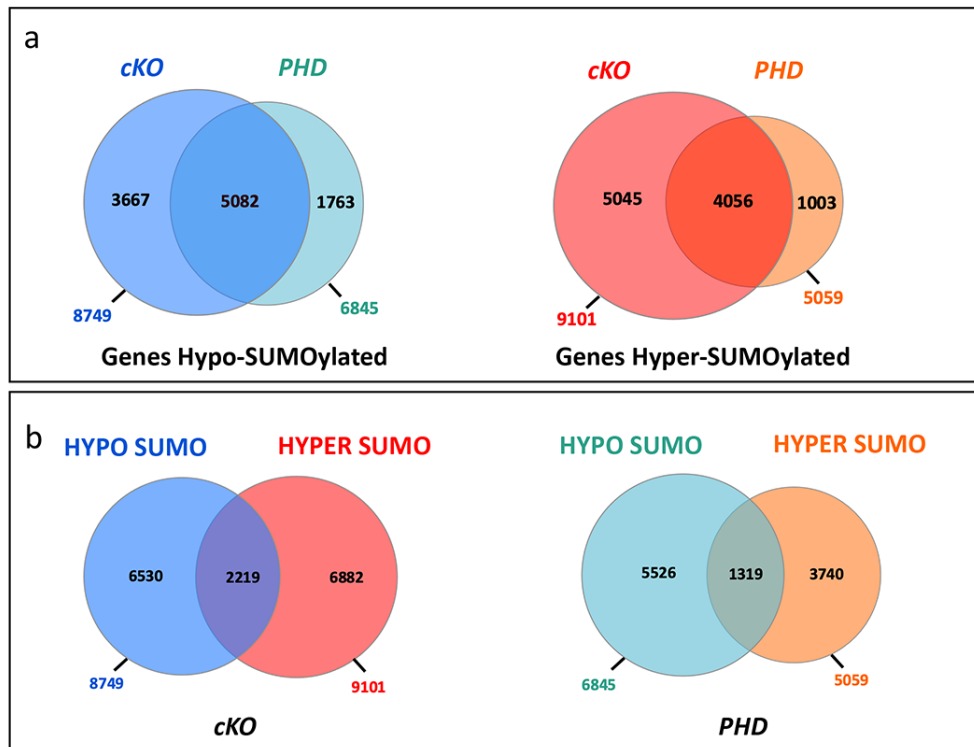

Supplementary Fig. 21. a, Venn diagrams comparing in *Trim28^{cKO}* and *Trim28^{Phd/cKO}* ovaries (*cKO* and *PHD*, respectively) hypo-SUMOylated (left diagram) and hyper-SUMOylated (right diagram) genes. **b**, Venn diagrams comparing hypo- and/or hyper-SUMOylated genes in *Trim28^{cKO}* (*cKO*, left) and *Trim28^{Phd/cKO}* (*PHD*; right) ovaries. In both mutants, some genes display both hypo- and hyper-SUMOylated peaks (2119 in *cKO* and 1319 in *PHD*). Data were obtained from Supplementary Data S7.

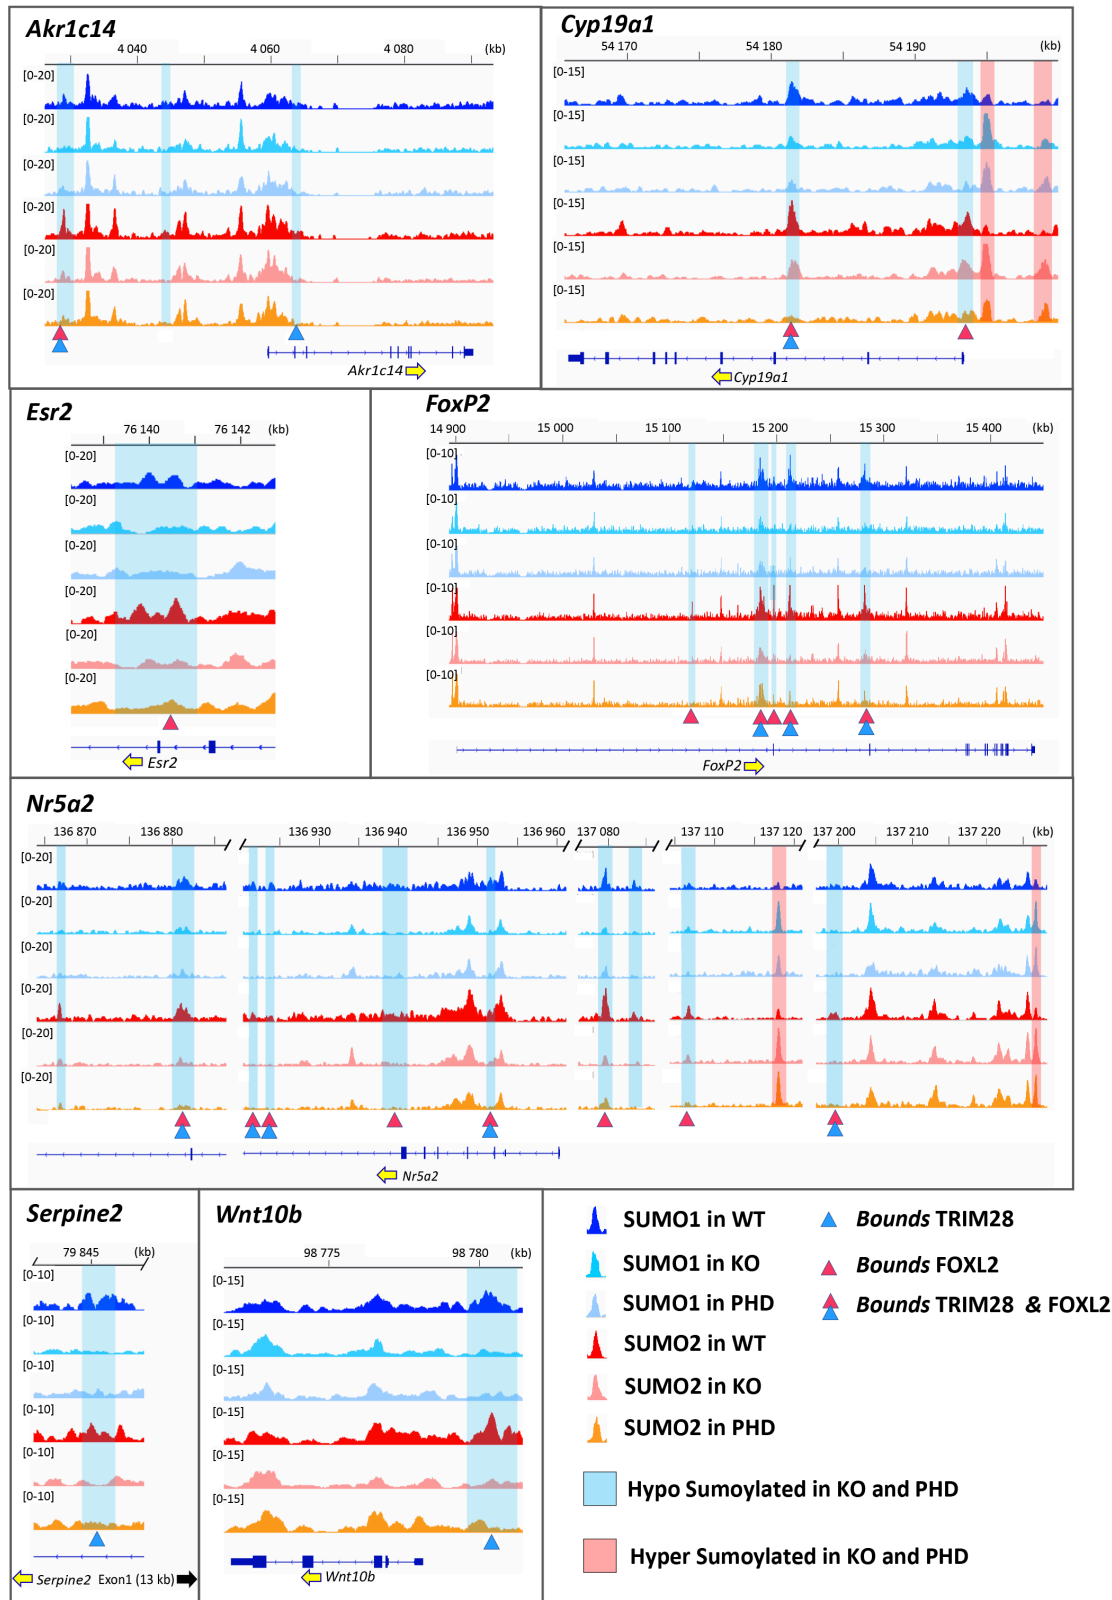

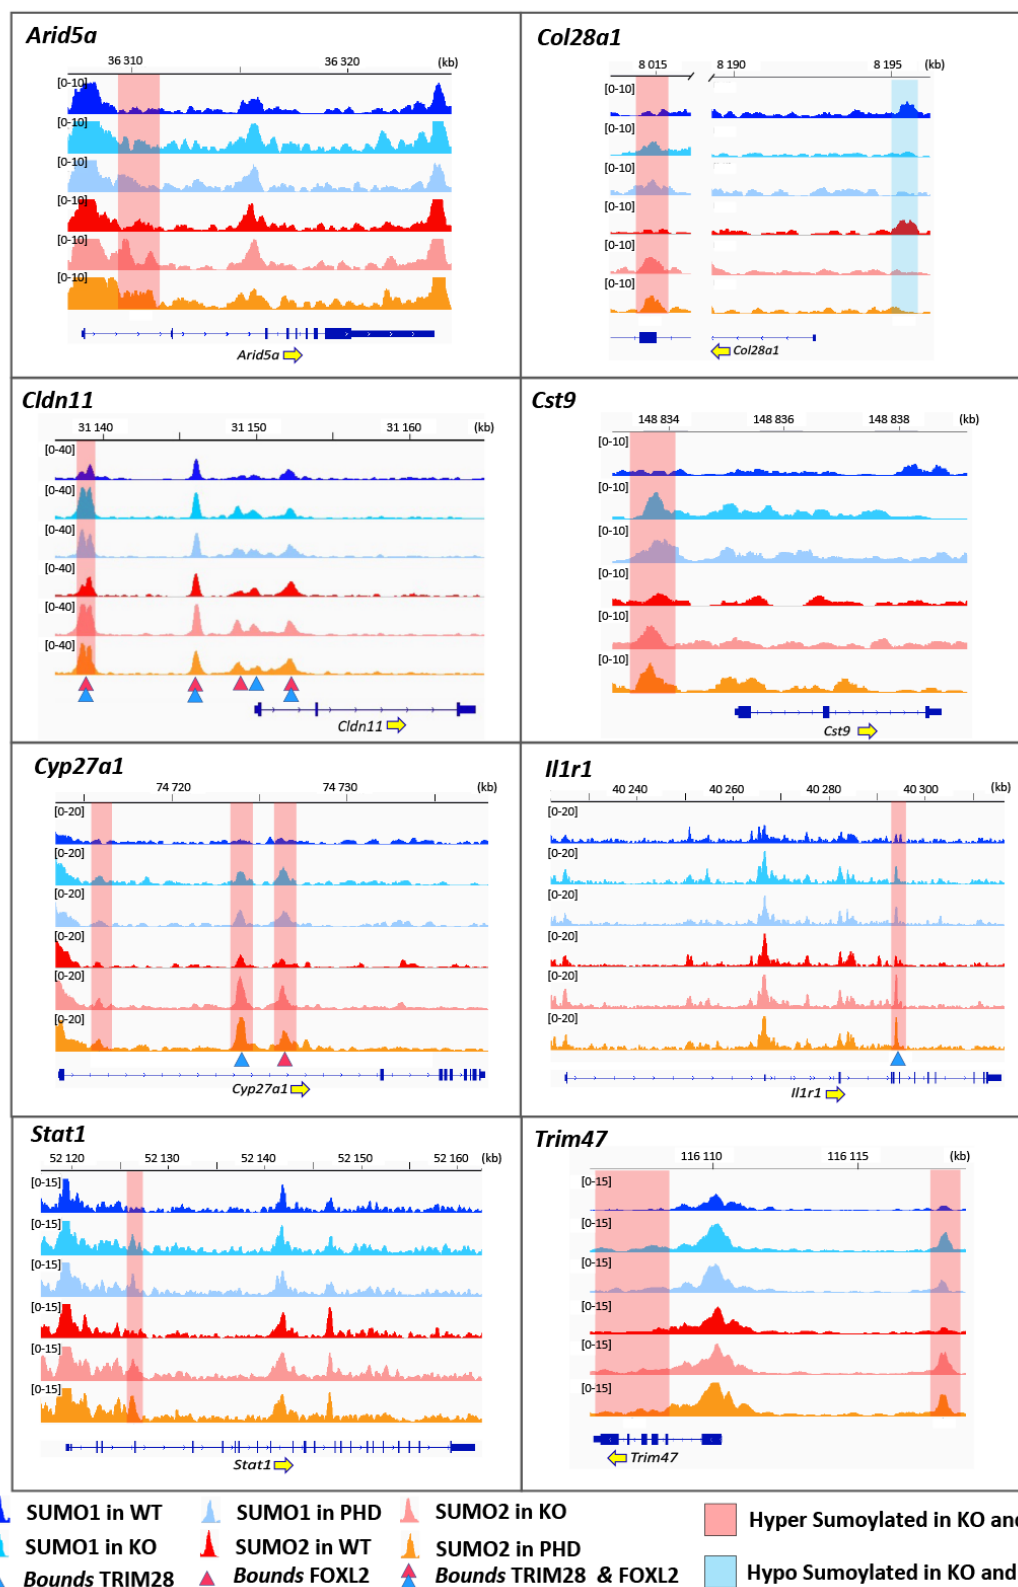

Supplementary Fig. 23. Same as in fig. S22, but for genes that are upregulated in *Trim28*^{KO} ovaries. Blue and red backgrounds highlight hypo-SUMOylated and hyper-SUMOylated regions, respectively. Blue and red triangles represent the centre of TRIM28 and FOXL2 peaks, respectively (see fig S12).

Supplementary References

1. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
2. Lindeman RE, *et al.* The conserved sex regulator DMRT1 recruits SOX9 in sexual cell fate reprogramming. *Nucleic Acids Res* **49**, 6144-6164 (2021).

# Supplementary material for: TRIM28-dependent SUMOylation protects the adult ovary from activation of the testicular pathway
**Source:** Nat Commun. 2022 Jul 29;13:4412. doi: 10.1038/s41467-022-32061-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1

Description: A large Excel Table containing three separate sheets.

-Genes down regulated in Trim28 cKO ovary (Log2 FC (control vs cKO)>1)

-Genes up regulated in Trim28 cKO ovary (Log2 FC (control vs cKO)<-1)

For each sheet, are available:

Log2 Fc

Adj P value

Gene bound by TRIM28 in control ovary (YES/NO)

Gene bound by FOXL2 in control ovary (YES/NO)

-Summary of the genes up and down regulated in cKO

Supplementary Data 2

Additional information on single cell RNAseq experiment.

Supplementary Data 3

An Excel table containing four separate sheets concerning scRNA seq analysis.

df_gene_clusters: description of the cell clusters with annotation and enriched gene names

upregulated_Granulosa

upregulated_Intermediate

upregulated_Sertoli

Supplementary Data 4

Enriched GO terms found from the intermediate cell population obtained from scRNA seq analysis

Supplementary Data 5

A large Excel Table containing two sheets for TRIM28 and FOXL2 ChIPseq made in control ovary.

Annotations TRIM28: Genomic Annotation using mm10 of TRIM28 ChIPseq peaks. Overlap with FOXL2 peaks. Neighbouring genes UP or Down regulated in TRIM28 cKO (Yes/No)

Annotations FOXL2: Genomic Annotation using mm10 of FOXL2 ChIPseq peaks. Overlap with TRIM28 peaks. Neighbouring genes UP or Down regulated in TRIM28 cKO (Yes/No)

Supplementary Data 6

A large Excel Table of differentially SUMOylated peaks (SUMO1 or SUMO2) with genomic annotation for cKO mutant ovary vs control, and PHD mutant ovary vs control.

Are available:

Hypo and Hyper-SUMOylation SUMO1 or SUMO2 in cKO and PHD mutant (YES/NO)

Log2 FC for each condition

Adjusted p-value

Neighbouring gene up or down in cKO (YES/NO)

Neighbouring gene bound TRIM28 (YES/NO)

Overlap of the SUMO peak with TRIM28 peak (bp)

Neighbouring gene bound FOXL2 (YES/NO)
Overlap of the SUMO peak with FOXL2 peak (bp)

Supplementary Data 7

Excel table gene lists from figure 3d and 5c

Sheet “Down in KO vs TRIM28 FOXL2” and Sheet “Up in KO vs TRIM28 FOXL2”: genes from figure 3d

Sheet “Down in KO vs SUMO” and sheet “Up in KO vs SUMO”: genes from figure 5c

# Supplementary material for: TRIM28-dependent SUMOylation protects the adult ovary from activation of the testicular pathway
**Source:** Nat Commun. 2022 Jul 29;13:4412. doi: 10.1038/s41467-022-32061-1
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

For sequencing, Image analysis and base calling were performed with RTA 2.7.3 and CASAVA 2.17.1.1. Images were captured with a Zeiss LSM780 confocal microscope and analysed with the Imaris

Data analysis

For ChIPseq.
TRIM28 and FOXL2. Libraries were sequenced on SQ00/HS-1x50_40 — Hiseq 4000 sequencing 1x50 bases
SUMO1 and SUMO2. Libraries were sequenced on SQ00/HS-2x100_40 — Hiseq 4000 sequencing 2x100 bases
For TRIM28 and FOXL2 ChIP-seq: Reads were mapped to the Mus musculus genome (assembly mm10) using Bowtie43 v1.0.0 with default parameters except for “-p 3 -m 1 -strata -best -chunkmbs 128”.
BAM files were sorted using SAMtools44 v0.1.19. The tool rmDupByMids.pl provided by Active Motif was then used to remove duplicated reads. Peaks were called using MACS2 with default parameters except for “-g mm -f BAM -broad -broad-cuto 0.1 -keep-dup all”.
For SUMO1 and SUMO2 ChIP-seq: Reads were mapped to the Mus musculus genome (assembly mm10) using Bowtie v1.0.0 with default parameters except for “-p 3 -m 1 -strata -best”.
BAM files were sorted using SAMtools v0.1.19. The tool rmDupByMids.pl provided by Active Motif was used to remove duplicated reads.
Peak calling data were analyzed using the Encode ChIP-seq pipeline v1.3.6. Peak caller: spp v1.15.5.
Peaks were annotated relative to genomic features using Homer v4.11.0 with Ensembl v92 annotations.
For all proteins of interest, all detected peaks were combined to merge all peaks (249760 peaks) using Bedtools merge v2.26.0.
Comparisons were performed using the method implemented in the DESeq2 Bioconductor library (DESeq2 v1.6.3).
Heatmap analyses were performed with SeqMINER v1.3.3g.
For Single cell RNAseq
Single-cell sequencing was performed on the 10X Genomic platform.
After converting the base calls to FASTQ format, reads were processed with the CellRanger v3 count module. This aligned reads with STAR to the GRCm38 reference genome using the M15 (Ensembl 90) GENCODE annotation, and then derived the gene vs. cell expression counts

matrices. These pre-processing steps were performed on the Baobab HPC cluster at the University of Geneva

Using Scanpy with Anndata, matrices were concatenated across all samples, and cells with <50 genes expressed were removed (and genes expressed in <3 cells). The top 50 PCA components were embedded in the neighborhood graph with batch correction via BBKNN58 with the neighbors_within_batch=5 parameter that removed batch effects among biological replicates. Data were visualized in the transcriptional space with 2D uniform manifold approximation and projection (UMAP) and force directed graphs (FDG) using the ForceAtlas2 implementation⁶⁰, mainly in Jupyter notebooks

RNAseq:

Libraries were sequenced on an Illumina HiSeq 4000 system using single-end 1 × 50 bp. Image analysis and base calling were performed with RTA 2.7.3 and CASAVA 2.17.1.1. Reads were mapped to the mm10 assembly of the Mus musculus genome using STAR version 2.5.3a. Gene expression quantification was performed from uniquely aligned reads using htseq-count version 0.6.1p1, with annotations from Ensembl version 92 and “union” mode. Comparison between wild type and cKO samples was performed using the Wald test for differential expression proposed by Love et al.⁴⁸ and implemented in the Bioconductor package DESeq2 version 1.16.1.

Quantification of fluorescence for SUMO1/2 staining: Imaris V9.5

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data are available in the main text or supplementary materials. RNA-seq and ChIP-seq data have been deposited in the Gene Expression Omnibus under accession number GSE166385 (RNA-seq and ChIP-seq) and GSE166444 (scRNA-seq) and the mass spectrometry proteomic data have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD024439. Raw data underlying all reported mean values in graphs are provided in the Source Data File. All other relevant data supporting the key findings of this study are available in the supplementary files.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	All experiments using mouse samples were performed on at least 3 biological replicates.
Data exclusions	No data were excluded from the analyses.
Replication	Immunofluorescence / histological experiments were replicated at least 3 times using independent biological replicates and attempts at replication of the results were successful. RT-qPCR were performed independently from at least 3 animals (gonad pairs). For quantification of steroids from gonads, 3-4 pairs of gonad were analysed independently. For SUMOylation assay in HEK293T cells, 3 independent experiments were performed giving the same results.
Randomization	samples were allocated into experimental group by genotype.
Blinding	For the biological experiments, investigators were not blinded to group allocation for data collection and analysis since the same investigator designed and performed the experiments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

FOXL2 (rabbit) Immunofluorescence: 1/400. ChIPseq: 2µg/IP. Provided by Dagmar Wilhem (Co-author) ref DOI: 10.1016/j.mod.2009.02.006
 SOX9 (rabbit) . Immunofluorescence : 1/400. Produced in our laboratory. ref: DOI: 10.1073/pnas.172383099
 SOX8 (guinea pig) . Immunofluorescence : 1/300. Provided by Michael Wegner. Ref DOI: 10.1016/j.ydbio.2005.03.010
 DMRT1 (rabbit) . Immunofluorescence: 1/400. Provided by David Zarkower. Ref DOI: 10.1016/j.ydbio.2013.02.014
 TRIM28 (mouse) . Immunofluorescence: 1/1000. Provided by Florence Cammas (Co-author). Ref DOI: 10.1242/jcs.115.17.3439
 TRIM28 (rabbit). ChIPseq 2µg/IP. Provided by Florence Cammas (co-author). Ref DOI: 10.1091/mbc.e08-05-0510
 SUMO-1 and SUMO-2/3: immunofluorescence: 1/300. Provided by Guillaume Bossis (co-author)
 SUMO-2/3: immunofluorescence: 1/300 . Provided by Guillaume Bossis (co-author)
 V5-HRP: Invitrogen. Ref P/F 46-0708. Western blotting:1/5000
 HA-HRP:. Invitrogen. Ref 26183-HRP. Western blotting: 1/5000
 V5: Invitrogen. Ref 37-7500. Western blotting: 1/2000.
 HA: Invitrogen. Ref MA1-12429. Western blotting: 1/2000.
 FLAG: Invitrogen. Ref MA1-91878. Western blotting: 1/3000
 Tubulin: Sigma. Ref T9026. Western blotting: 1/3000

Validation

Antibody validation is based on previously published data.
 FOXL2 (rabbit) (Wilhelm, D. et al. 2009. DOI: 10.1016/j.mod.2009.02.006)
 SOX9 (rabbit) (Gasca, S. et al 2002, DOI: 10.1073/pnas.172383099)
 SOX8 (guinea pig) (Stolt, C.C et al 2005, DOI: 10.1016/j.ydbio.2005.03.010)
 DMRT1 (rabbit) (Krentz, A.D. et al 2013, DOI:10.1016/j.ydbio.2013.02.014)
 TRIM28 (mouse) (Cammass, F. et al 2002, DOI: 10.1242/jcs.115.17.3439).
 TRIM28 (rabbit) (Riclet, R. et al. 2009 . DOI: 10.1091/mbc.E08-05-0510).
 Polyclonal antibodies against SUMO-1 and SUMO-2/3 were produced by injecting rabbits with recombinant His-tagged mouse SUMO-1 and SUMO-3 proteins produced in bacteria and purified using Ni-NTA column followed by Superdex 75 gel filtration, as previously described (see methods). Rabbit sera were affinity-purified using GST-SUMO1 or GST-SUMO2 coupled to CnBr-activated Sepharose (SIGMA). Their specificity was confirmed by immunoblotting using recombinant mouse SUMO-1 and SUMO-2.
 The other antibodies were purchased from commercial sources, and validated by the manufacturers.
 Anti-V5 HRP: <https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-Monoclonal/R961-25>
 Anti-Ha HRP: <https://www.thermofisher.com/antibody/product/HA-Tag-Antibody-clone-2-2-2-14-Monoclonal/26183-HRP>
 Anti-V5: <https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-clone-2F11F7-Monoclonal/37-7500>
 Anti-Ha: <https://www.thermofisher.com/antibody/product/HA-Tag-Antibody-clone-12CA5-Monoclonal/MA1-12429>
 Anti-Flag: <https://www.thermofisher.com/antibody/product/DYKDDDDK-Tag-Antibody-clone-FG4R-Monoclonal/MA1-91878>
 Anti-tubulin: <https://www.sigmaaldrich.com/FR/fr/product/sigma/t9026>

Eukaryotic cell lines

Policy information about cell lines

Cell line source(s)

HEK 293T were obtained from American tissue culture collection (ATCC) (ref CRL-1573)

Authentication

None

Mycoplasma contamination

Cells were routinely tested negative for mycoplasma contamination

Commonly misidentified lines
(See [ICLAC](#) register)

Nothing found

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Sf1-CreTg/Tg mice (B6D2-Tg(Nr5a1-cre)2Klp) were provided by late Dr. Keith Parker. The Trim28 conditional allele was provided by Florence Cammas. To generate granulosa Trim28 conditional knock-out mice, mice carrying Trim28 loxP-flanked alleles (flox) (Trim28flox/flox) were crossed with mice bearing the Nr5a1:Cre transgene to generate Trim28flox/+; Nr5a1:Cre mice. These mice were then crossed with Trim28flox/flox mice to generate Trim28flox/flox; Nr5a1:Cre female mice; these mice were referred to as Trim28cKO null mutants. These crosses also generated Trim28flox/flox mice without the Nr5a1:Cre transgene and Trim28flox/+; Nr5a1:Cre mice; both genotypes did not show any histological defect and were thus referred to as control mice.

The Trim28Phd/+ mutant mouse line was established at the MCI/ICS (Mouse Clinical Institute - Institut Clinique de la Souris-, Illkirch, France; <http://www-mci.u-strasbg.fr>). Trim28Phd/+ embryonic stem cells were used to derive Trim28Phd/+ mice. To generate granulosa knock-in mice that express only the mutant TRIM28 protein, Trim28Phd/+ mice and mice bearing the Nr5a1:Cre transgene were first intercrossed to produce Trim28Phd/+; Nr5a1:Cre mice. These mice were then crossed with Trim28flox/flox mice to generate Trim28Phd/flox; Nr5a1:Cre mice; these mice were referred to as Trim28Phd/cKO knock-in mutants or PHD mutants. These crosses also generated TrimPhd/flox mice without the Nr5a1:Cre transgene, Trim28Phd/+; Nr5a1:Cre mice, and Trim28flox/+; Nr5a1:Cre mice that did not have any histological defect, and were referred to as control mice.

Mice of both sexes were used. Age 4 dpp, 20 dpp, 2, 4 and 7 month. Embryos of E13.5 and E18.8 were also used

All the mice were housed with a 12h light-dark cycle, and had a temperature of 22-24°C with 50-60% humidity

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

The preliminary experiments showed that the phenotypes observed were not harmful for the animals, as no experiment was carried out on living animals, ethical approval was not required. Animals were only bred, and tissues collected after euthanasia following recommendation to the "Réseau des Animaleries de Montpellier" (RAM) guidelines. Animal care and handling were according to the RAM guidelines. Experiments were designed following the European regulations for the care and use of animals in order to protect vertebrates animals for experimental and other scientific purpose (Directive 89/609)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

GSE166385; <https://www.ncbi.nlm.nih.gov/geo/>

Files in database submission

ChIPseq_TRIM28: GSM5070257_wigs_for_FSPT1.wig.gz 241.9 Mb WIG
 ChIPseq_FOXL2: GSM5070258_wigs_for_FSPT2.wig.gz 251.2 Mb WIG
 Input ChIPseq TRIM28 and FOXL2: GSM5070259_wigs_for_FSPT12.wig.gz 234.2 Mb WIG
 Chipseq_WT_SUMO1_1: GSM5070260_wigs_for_FSPT21.wig.gz 234.3 Mb WIG
 Chipseq_WT_SUMO1_2: GSM5070261_wigs_for_FSPT22.wig.gz 243.2 Mb WIG
 Chipseq_WT_SUMO2_1: GSM5070262_wigs_for_FSPT23.wig.gz 219.3 Mb WIG
 Chipseq_WT_SUMO2_2: GSM5070263_wigs_for_FSPT24.wig.gz 231.8 Mb WIG
 Input ChIPseq SUMO1 and 2 WT: GSM5070272_wigs_for_FSPT34.wig.gz 247.1 Mb WIG
 Chipseq_KO_SUMO1_1: GSM5070264_wigs_for_FSPT25.wig.gz 228.1 Mb WIG
 Chipseq_KO_SUMO1_2: GSM5070265_wigs_for_FSPT26.wig.gz 236.1 Mb WIG
 Chipseq_KO_SUMO2_1: GSM5070266_wigs_for_FSPT27.wig.gz 222.1 Mb WIG
 Chipseq_KO_SUMO2_2: GSM5070267_wigs_for_FSPT28.wig.gz 218.7 Mb WIG
 Input ChIPseq SUMO1 and 2 KO: GSM5070273_wigs_for_FSPT35.wig.gz 249.4 Mb WIG
 Chipseq_PHD_SUMO1_1: GSM5070268_wigs_for_FSPT29.wig.gz 242.0 Mb WIG
 Chipseq_PHD_SUMO1_2: GSM5070269_wigs_for_FSPT30.wig.gz 230.3 Mb WIG
 Chipseq_PHD_SUMO2_1: GSM5070270_wigs_for_FSPT31.wig.gz 206.9 Mb WIG
 Chipseq_PHD_SUMO2_2: GSM5070271_wigs_for_FSPT32.wig.gz 226.4 Mb WIG
 Input ChIPseq SUMO1 and 2 PHD: GSM5070274_wigs_for_FSPT36.wig.gz 242.4 Mb WIG

Genome browser session

(e.g. [UCSC](#))

<https://genome.ucsc.edu/s/Slegras/PoulatNature>

Replicates	For TRIM28 and FOXL2 ChIP-seq: Each ChIP-seq library was prepared from a pool of three independent IPs, and each IP was prepared with ovaries of two different animals. For SUMO1 and SUMO2 ChIP-seq: Two independent ChIP-seq libraries were prepared. For each library three independent IPs were pooled, each IP prepared from ovaries of two different animals.
Sequencing depth	For TRIM28 and FOXL2 ChIP-seq and corresponding input:<br>ChIP-seq libraries were sequenced as single-end 1x50 bases on Illumina HiSeq 4000<br>TRIM28. Total number of reads: 81107892. Uniquely mapped non-duplicate: 59573052<br>FOXL2. Total number of reads: 94573010. Uniquely mapped non-duplicate: 72037849<br>Input. Total number of reads: 59284485. Uniquely mapped non-duplicate: 41577921 FOR SUMO1 and SUMO2 ChIP-seq in WT, cKO, PHD mutants (in duplicates) and corresponding input:<br>ChIP-seq libraries were sequenced as single-end 2x100 bases on Illumina HiSeq 4000<br>WT_SUMO1_1. Total number of reads: 42905465. Uniquely mapped non-duplicate: 32400051<br>WT_SUMO1_2. Total number of reads: 47160196. Uniquely mapped non-duplicate: 35657386<br>WT_SUMO2_1. Total number of reads: 42621289. Uniquely mapped non-duplicate: 33255043<br>WT_SUMO2_2. Total number of reads: 47465742. Uniquely mapped non-duplicate: 36657385<br>KO_SUMO1_1. Total number of reads: 43225759. Uniquely mapped non-duplicate: 31377715<br>KO_SUMO1_2. Total number of reads: 47447331. Uniquely mapped non-duplicate: 36232718<br>KO_SUMO2_1. Total number of reads: 48793879. Uniquely mapped non-duplicate: 38678607<br>KO_SUMO2_2. Total number of reads: 44994645. Uniquely mapped non-duplicate: 35321197<br>PHD_SUMO1_1. Total number of reads: 50983110. Uniquely mapped non-duplicate: 37387183<br>PHD_SUMO1_2. Total number of reads: 41760456. Uniquely mapped non-duplicate: 31033559<br>PHD_SUMO2_1. Total number of reads: 38905172. Uniquely mapped non-duplicate: 30058010<br>PHD_SUMO2_2. Total number of reads: 54628693. Uniquely mapped non-duplicate: 42141622<br>INPUT_WT. Total number of reads: 43623160. Uniquely mapped non-duplicate: 33679794<br>INPUT_WT. Total number of reads: 48033987. Uniquely mapped non-duplicate: 37356927<br>INPUT_WT. Total number of reads: 40780979. Uniquely mapped non-duplicate: 31556862
Antibodies	see before for references. FOXL2 (rabbit) ChIP-seq and ChIP-SICAB: 5µl (2µg) / IP. TRIM28 (rabbit) . ChIP-seq: 2µg / IP. SUMO-1. ChIP-seq: 2µg /IP SUMO-2/3. ChIP-seq: 2µg /IP
Peak calling parameters	For TRIM28 and FOXL2 ChIP-seq, Peaks were called using MACS2 with default parameters except for “-g mm -f BAM -broad -broad-cuto 0.1 -keep-dup all”. For SUMO1 and SUMO2 ChIP-seq: For peak calling data were analyzed using the Encode ChIP-seq pipeline v1.3.6. Peak caller: spp v1.15.5 (Kharchenko, P. V., Tolstorukov, M. Y. & Park, P. J. Design and analysis of ChIP-seq experiments for DNA-binding proteins. Nat Biotechnol 26, 1351-1359, doi:10.1038/nbt.1508 (2008).) Spp v1.15.5 was run through the ENCODE pipeline v1.3.6 using the following parameters “-npeak=300000 -fdr=0.01”.
Data quality	ChIP-seq libraries were filtered to retain only reads with average base quality score >20. Reads were mapped to the Mus musculus genome (assembly mm10) using Bowtie v1.0.0. The tool rmDupByMids.pl provided by Active Motif was then used to remove duplicated reads.
Software	Bowtie v1.0.0. SAMtools v0.1.19. rmDupByMids.pl MACS2. Encode ChIP-seq pipeline v1.3.6. Peak caller: spp v1.15.545. Homer v4.11.0 Bedtools merge v2.26.0. DESeq2 v1.6.3 SeqMINER v1.3.3g. RTA 2.7.3 CASAVA 2.17.1.1 STAR version 2.5.3a DESeq2 version 1.16.1. Bedtools intersect v2.26.0 R v4.1.1

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.

Instrument

Identify the instrument used for data collection, specifying make and model number.

Software

Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.

Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

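The data are RNA-seq libraries of whole ovaries from 3 control and 3 *Trim28* cKO mice aged 7 months. The labels name 3 mice and 3 libraries per genotype, and each library was taken to come from a different mouse. The authors mapped single-end reads of strand-marked, polyadenylated RNA to mm10 with STAR 2.5.3a and deposited raw counts of uniquely aligned reads per Ensembl gene from htseq-count 0.6.1p1. The submitters' processing notes also name bcl2fastq 2.17.1.14. The authors also deposited a signal of counts divided by a DESeq2 size factor per library, the same signal divided by the median transcript length in kb, and their own log2 fold changes, p-values and adjusted p-values from the Wald test of DESeq2 1.16.1. The deposited log2 fold changes are control over *Trim28* cKO, and their sign was turned here. The table leaves out genes with no count in any library, and the strand setting of the counting is not given in the sources used here.

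All values reported here were computed from the raw counts, and the normalized signal was not used. Of 34461 genes in the table, 18959 passed filterByExpr (a minimum count of 10 and a minimum total of 15) and were tested with glmQLFit (robust) and glmQLFTest of edgeR 4.0.16 in R 4.3.3 after TMM scaling. P-values were adjusted by Benjamini-Hochberg. Genes were called at an adjusted p of at most 0.05 and a log2 fold change beyond 1, and a member of a gene list rose or fell at an adjusted p of at most 0.05 with that sign. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene lists were tested as sets with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, in limma 3.58.1, and p-values were adjusted over 36 lists. Of these, 18 passed with the preset correlation and 2 with an estimated one, the ovarian genes of Fig. 1d and the cell division genes. With fry 16 lists passed. The 5 lists that passed camera with the preset correlation and not fry were the cholesterol synthesis, interferon response, antigen presentation, lymphocyte and surface epithelium genes. The 3 that passed fry and not camera were the SUMO E3 ligase genes (adjusted p = 0.00305 with fry and 0.0560 with camera), the other SUMO pathway genes and the TRIM28 partner genes. The E3 ligase list holds *Trim28*, the deleted gene. Unlike camera, fry does not compare the members with the other genes, many of which changed here. Permutation tests, floors and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

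Total counts ranged from 23615580 to 48508461 per library, with a median of 41226315. The control library of replicate 2 is the shallowest. With 3 libraries per group, edgeR called 63.9% of genes changed by a log2 fold change of 1.5 and 80.4% of those changed by 2 in counts simulated for this comparison on 18589 genes, with 13 false calls among 18395 unchanged genes. Only 97 tested genes were changed at each size, and a simulated call needed the adjusted p and the right sign, with no fold limit. In the real data 3832 genes were higher and 3189 lower without that limit. These shares therefore do not measure how many real changes were found. Libraries of a group were compared before averaging, and no pair differed by as little as sampling noise (chi-square per degree of freedom from 32.7 to 98.5). Folds against a group with 0 counts are lower bounds against 3 counts over the group, and folds against a group with 1 to 3 counts carry a 95% exact counting interval. Both cover counting error only.

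Genes were named by a rule fixed before the data were examined. It takes the genes the paper names for these libraries, whose values in its tables and figures had been seen, up to 2 members with the highest and up to 2 with the lowest log2 fold change among the members of each list that passed the test, and the 10 highest and 10 lowest log2 fold changes among called genes whose groups do not overlap and whose higher mean is at least 5 CPM. Genes outside the rule are said to have been chosen after their values were seen. Groups did not overlap for 52.8% of tested genes, where chance gives 10%. The gene lists, thresholds, tests and alternatives were also fixed beforehand. The alternatives were DESeq2 size factors within edgeR, library-size scaling alone, no filter (at least 1 count), a stricter filter (1 CPM in 3 libraries), the Wald test of DESeq2 1.42.0, limma-voom, each library left out in turn, the replicate number as a block, no limit on the fold change, an adjusted p of 0.01 and a test against a log2 fold change of 1 (glmTreat). A first fit of the deposited counts, with the results of all gene lists, was looked at before the test on simulated data was run and before the closing tests were written. That test at first gave missing values for its unchanged gene set, which was corrected.

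The classes of genes by binding and SUMOylation were taken from Data S7, whose sheets of lower genes hold all rows their headings state. Its sheets of higher genes hold 1188 of 1189, 1041 of 1042 and 974 of 975 rows in 3 classes, so no class test or overlap of higher genes is reported, although the plan had included one and its values had been computed once. The planned permutation tests of the size of the fall between classes of lower genes were run (p = 1e-05, the smallest 100000 draws can give, for the genes bound by both against those bound by neither, and p = 0.178 for those with only hypo- against only hyper-SUMOylated regions). All these genes were chosen by the study for the size of their change on the same libraries, and the share of genes left out by the filter on low counts differs between classes, so these tests are not used. The copies of Data S1 are shortened and were used for no set test. The ChIP-seq, the single-cell RNA-seq, the RT-qPCR and the mass spectrometry were not analysed here. Some results of single genes are not reported here.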

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

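The tests of the macrophage genes below were chosen only after the result was seen, and which lists the paper does not discuss was also decided after their values were seen. The lists given here are groups the paper does not discuss as such for these libraries, and each differed from control ovaries by camera with the preset correlation. Of the genes the study chose on these libraries, 2 are in the cell junction list, 1 in the corpus luteum list and 1 in the interferon list, and *Cldn11* of the cell junction list is discussed in the paper. By fry, the interferon (adjusted p = 0.106), antigen presentation (adjusted p = 0.0721), lymphocyte (adjusted p = 0.0588), surface epithelium (adjusted p = 0.0588) and cholesterol synthesis lists (adjusted p = 0.145) did not pass, and the others given here did.

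All 16 macrophage genes, which control ovaries also express and of which 0 stand in another list, rose, with a median log2 fold change of 2.85, led by *Lyz2*, the macrophage lysozyme gene (194 ± 23.8 CPM in control and 2099.5 ± 864 CPM in *Trim28* cKO ovaries). With an estimated correlation the list had adjusted p = 0.156. A lower share of granulosa cells alone would raise the markers of every other cell type alike. The macrophage median lay 2.63 above that of 11 endothelial genes, of which 2 rose and 1 fell (2 without *Trim28* cKO replicate 3 and 0 with the replicate number as a block or without each other library except control replicate 2). Medians were 1.70 for lymphocyte, 1.49 for surface epithelium, -0.088 for theca and stroma and -0.77 for pericyte and smooth muscle genes. A uniform rise in all other cell types is argued against. Other changes in the mix of cells are not excluded, since they could move each list differently. The CPM were already scaled for library size, so only an effect of depth left after scaling was at issue. That deeper libraries give higher values of these genes is argued against. In each of the 3 pairs of a *Trim28* cKO library and a deeper control library all 16 members were higher in the *Trim28* cKO library. The median log2 ratio was at least 2.55, and the pairs are not independent, since they share libraries. With every library thinned to 23615580 counts the median log2 fold change was 2.79, which by itself excludes nothing, since fold changes were already scaled for library size. Whether there were more macrophages or more RNA of these genes per macrophage stays open, since bulk libraries do not separate the 2.

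Of 27 interferon response genes 19 rose and none fell (0 also at an unadjusted p under 0.05, by DESeq2 and by limma-voom), with a median of 1.30 and adjusted p = 0.636 with an estimated correlation. Only 7, 8 and 9 members rose without control replicates 1, 2 and 3, 10 without a filter on low counts and 12 by limma-voom, and 1 fell without *Trim28* cKO replicate 3. Antigen presentation genes had a median of 2.28 and 11 of 13 rose, 7 without control replicate 1 and 4 without a filter on low counts, with adjusted p = 0.632 with an estimated correlation. Lymphocyte genes had a median of 1.70 and 7 of 15 rose, such as *Ighm* (log2 fold change 2.43), with adjusted p = 0.636 with an estimated correlation.

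Cell division genes fell in 23 of 23 cases, with a median of -1.42, such as *Mki67* (122 ± 18.2 CPM in control and 28.6 ± 3.25 CPM in *Trim28* cKO ovaries), with adjusted p = 0.0107 with an estimated correlation. Corpus luteum genes had a median of -2.17 and 7 of 8 fell, with adjusted p = 0.276 with an estimated correlation. Cholesterol synthesis genes had a median of -1.05, and 12 of 23 fell and 1 rose (0 to 2 over the libraries left out), such as the lower *Dhcr7* (log2 fold change -2.05), with adjusted p = 0.636 with an estimated correlation. Only 6 fell without control replicate 1, control replicate 3, *Trim28* cKO replicate 2 or *Trim28* cKO replicate 3, each left out alone, and 4 without a filter on low counts. Surface epithelium genes had a median of 1.49 and 6 of 8 rose, 3 without a filter on low counts, and 1 fell, 0 without *Trim28* cKO replicate 3, with adjusted p = 0.636 with an estimated correlation. Cell junction genes had a median of 0.91 and 10 of 14 rose, with adjusted p = 0.387 with an estimated correlation.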

How the results depend on the processing

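The 2598 higher and 1523 lower genes became 2185 to 2587 and 1277 to 1458 when each library was left out in turn, and 2924 and 1681 with the DESeq2 Wald test. The test against a log2 fold change of 1 (glmTreat) called 1405 higher and 695 lower genes, which its own construction lowers, and without a limit on the fold change 3189 genes were lower. *Trim28* was lower and past the threshold in each alternative run for it. The share of the 1669 genes of the study's lower list that were called lower, 86.0%, ranged from 69.0% to 98.3%. Of the other named genes, 1 turned its sign, *Pias1*, at a log2 fold change of -0.00915 with library-size scaling only, 127 gene values lost their side of the threshold and 5 gained it over 166 genes and their alternatives, and 2017 kept direction and side. Library-size scaling moved the median log2 fold change of all tested genes to -0.051, against 0.0010 with TMM. The real split of the 6 libraries was 1 of 10 splits with as many calls in one direction, for the higher and for the lower genes (1 each), and the highest count in any other split was 0. With 10 splits no share under 0.05 can be reached.

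Control and *Trim28* cKO libraries share replicate numbers, and the deviations of same-numbered libraries correlated at -0.070, 0.059 and -0.17, so the numbers were not taken to pair the samples. With the number as a replicate block, 2326 genes were higher and 1351 lower. Not every library correlated best with its own number.

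With an estimated correlation the camera call was lost for 16 lists, at an adjusted p of 0.0696 for testicular genes of the study, 0.117 for granulosa cell genes, 0.251 for Sertoli cell genes, Data S3 granulosa genes, 0.276 for corpus luteum genes, Data S3 intermediate genes, 0.299 for oocyte genes, basal lamina genes named by the paper, 0.636 for cholesterol synthesis genes, interferon response genes, lymphocyte genes, surface epithelium genes, 0.632 for antigen presentation genes, Data S3 Sertoli genes, 0.156 for macrophage genes, 0.387 for cell junction genes. Without a filter on low counts, the number of members higher was 0 in place of 1 for cholesterol synthesis genes, lower was 4 in place of 12 for cholesterol synthesis genes, lower was 1 in place of 4 for other SUMO pathway genes, lower was 4 in place of 7 for TRIM28 partner genes, higher was 10 in place of 19 for interferon response genes, higher was 4 in place of 11 for antigen presentation genes, higher was 0 in place of 1 for pericyte and smooth muscle genes, lower was 2 in place of 5 for pericyte and smooth muscle genes, higher was 3 in place of 6 for surface epithelium genes, lower was 1 in place of 2 for immediate early and stress genes. With the DESeq2 Wald test, the number of members lower was 5 in place of 3 for theca and stroma genes, higher was 2 in place of 1 for cholesterol synthesis genes, higher was 2 in place of 1 for pericyte and smooth muscle genes, higher was 1 in place of 0 for adipocyte genes. With limma-voom, the number of members lower was 2 in place of 1 for Sertoli cell genes, higher was 12 in place of 19 for interferon response genes, higher was 1 in place of 0 for adipocyte genes. With the replicate number as a block, the number of members higher was 2 in place of 4 for theca and stroma genes, lower was 3 in place of 5 for SUMO E3 ligase genes, higher was 1 in place of 2 for other SUMO pathway genes, lower was 1 in place of 4 for other SUMO pathway genes, lower was 3 in place of 7 for TRIM28 partner genes, lower was 5 in place of 8 for imprinted genes, lower was 0 in place of 1 for endothelial genes, lower was 0 in place of 1 for cell junction genes. When adjusted over the list alone, the number of members lower was 5 in place of 3 for theca and stroma genes, higher was 2 in place of 1 for cholesterol synthesis genes, higher was 2 in place of 1 for pericyte and smooth muscle genes, lower was 2 in place of 1 for cell junction genes. Leaving out each library in turn gave, with the libraries that moved the count by over 1.5 times in brackets, Sertoli cell genes lower 1 to 2 in place of 1 (cKO 2), theca and stroma genes higher 2 to 4 in place of 4 (control 3), male germ cell genes lower 0 to 1 in place of 0 (cKO 2), steroid synthesis genes higher 7 to 10 in place of 11 (control 3), cholesterol synthesis genes higher 0 to 2 in place of 1 (each library), cholesterol synthesis genes lower 6 to 16 in place of 12 (control 1, control 3, cKO 2, cKO 3), basement membrane genes lower 4 to 7 in place of 7 (control 1, control 3), fibrillar collagen and matrix genes higher 2 to 3 in place of 4 (control 2, control 3, cKO 2). Leaving out libraries likewise gave fibrillar collagen and matrix genes lower 2 to 4 in place of 2 (cKO 2), WNT and R-spondin genes higher 4 to 8 in place of 8 (control 1, control 2, control 3, cKO 2), WNT and R-spondin genes lower 6 to 9 in place of 10 (cKO 1), SUMO E3 ligase genes lower 2 to 5 in place of 5 (control 1, control 3, cKO 1, cKO 3), other SUMO pathway genes higher 1 to 2 in place of 2 (control 1, control 3), other SUMO pathway genes lower 1 to 4 in place of 4 (control 1, control 2, control 3, cKO 3), TRIM28 partner genes lower 3 to 5 in place of 7 (control 1, control 3, cKO 1, cKO 3), imprinted genes lower 4 to 7 in place of 8 (control 1, control 3). Leaving out libraries likewise gave interferon response genes higher 7 to 25 in place of 19 (control 1, control 2, control 3), interferon response genes lower 0 to 1 in place of 0 (cKO 3), antigen presentation genes higher 7 to 13 in place of 11 (control 1), endothelial genes lower 0 to 2 in place of 1 (control 1, control 3, cKO 1, cKO 2, cKO 3), pericyte and smooth muscle genes lower 2 to 3 in place of 5 (each library), surface epithelium genes lower 0 to 1 in place of 1 (cKO 3), adipocyte genes higher 0 to 2 in place of 0 (control 1, cKO 1), erythroid genes higher 0 to 1 in place of 2 (each library). Leaving out libraries likewise gave sex chromosome genes lower 0 to 1 in place of 0 (cKO 2), cell junction genes lower 0 to 1 in place of 1 (control 1, control 3, cKO 3), immediate early and stress genes lower 0 to 2 in place of 2 (control 1, control 3, cKO 1, cKO 2, cKO 3), further genes named by the study higher 3 to 5 in place of 3 (control 2), Data S3 intermediate genes lower 1 to 4 in place of 3 (control 1, control 3, cKO 2, cKO 3), Data S3 Sertoli genes lower 34 to 58 in place of 61 (control 1, cKO 3). The other 925 list counts were within 1.5 times the reported ones and 20 list tests kept their side of the threshold. Except where a setting tests fewer samples or other genes, the cause was not tested. *Cyp11b1*, *Erbb4* and *Hsd17b3* lost their calls in several leave-outs, and the cause was not tested. Depth limits which genes pass the filter on low counts, as for *Wnt7a*, which was not tested.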

Differences from the paper's values

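The paper's source data of Fig. 1d give a log2 fold change of 7.75511 for *Dmrt1*, and the value here was 9.30 (standard error 0.50). For *Sncb* the paper's value is 8.00605 and the value here was 9.59 (standard error 0.61), with 12.27 without control replicate 3 and 9.04 without control replicate 1. Both genes have 2 counts over the control libraries. Under none of the alternatives set before the data were examined did either value lie within its standard error, as estimated here, of the paper's value. For *Ptgds* the paper's value is 4.21954 and the value here was 5.20 (standard error 0.73). Of the alternatives set before the data were examined, the value lay within its standard error of the paper's value without control replicate 1, without control replicate 2, without *Trim28* cKO replicate 1 and with the replicate number as a block, and in no other. All 3 genes rose here as in the paper. Other values of the paper for Fig. 1d were also smaller in size than those of the DESeq2 Wald test here, though within the standard error. Examples are *Wnt10b* (-2.86561 in the paper and -3.31 here) and *Erbb4* (1.90286 in the paper and 2.21 here). The 3 differences may therefore not be particular to these genes, and their cause was not tested.

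The numbers of called genes, 2598 higher and 1523 lower here against the paper's 2897 and 1669 at the same thresholds, lie within 1.5 times of each other. The authors' deposited table gives the paper's 2 numbers. The paper's Fig. 1d places *Lhx9* and *Wnt7a* among the downregulated ovarian genes. *Lhx9* did not pass the edgeR test here (log2 fold change -1.10, adjusted p = 0.0938) and was called lower with the DESeq2 Wald test (adjusted p = 0.0337) and without *Trim28* cKO replicate 3 (adjusted p = 0.0280), with a range from 0.0280 to 0.226 over the alternatives. *Wnt7a* did not pass the filter on low counts, with 21 counts in control and 3 in *Trim28* cKO ovaries, and was called lower only without a filter (adjusted p = 0.0394). With the DESeq2 Wald test it had adjusted p = 0.0613 and without *Trim28* cKO replicate 1 it had adjusted p = 0.0567. The other 25 tested ovarian genes and all 27 testicular genes of Fig. 1d moved as the paper shows.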

Other observations

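The tests of the *Dlk1*-*Meg3* genes below were chosen only after the result was seen.

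The WNT and R-spondin, TRIM28 partner and other SUMO pathway genes did not pass camera as sets (adjusted p = 0.447, 0.0752 and 0.389), and with fry the TRIM28 partner and other SUMO pathway genes passed (adjusted p = 0.00162 and 0.0369) and the WNT and R-spondin genes did not (adjusted p = 0.117). Single members moved in *Trim28* cKO ovaries. Of 26 WNT and R-spondin genes, 8 rose and 10 fell. The study chose 6 of them on the same libraries, and of the other 20, 6 rose and 6 fell. Of all 26, only 4 rose without control replicate 1 or 3 and 5 without control replicate 2 or *Trim28* cKO replicate 2, and 6 fell without *Trim28* cKO replicate 1. *Rspo1*, an activator of WNT signalling, was at 7.37 ± 1.99 CPM in control and 25.4 ± 4.58 CPM in *Trim28* cKO ovaries (log2 fold change 1.78, standard error 0.24, adjusted p = 0.00164 by edgeR), and *Sfrp4*, which encodes a secreted WNT-binding protein, fell (log2 fold change -3.62). *Wnt4*, which the paper measured by RT-qPCR at other ages, had a log2 fold change of -0.38 (standard error 0.21, adjusted p = 0.206 by edgeR) and was called lower without control replicate 2. *Cyp19a1*, likewise measured by RT-qPCR in the paper, was at 25.3 ± 20.1 CPM in control and 38.7 ± 9.64 CPM in *Trim28* cKO ovaries (adjusted p = 0.379 by edgeR), and was called higher without control replicate 2, where it stood at 48.5 CPM. Of 13 TRIM28 partner genes, 1 rose and 7 fell (3 without control replicate 1 or 3, 4 without *Trim28* cKO replicate 1 or 3 or without a filter on low counts, 3 with the replicate number as a block), such as *Zfp57*, a zinc finger gene of imprinting control (log2 fold change -1.12). Of 13 other SUMO pathway genes, 2 rose and 4 fell (1 without control replicate 1 or 3, without a filter on low counts or with the replicate number as a block, 2 without control replicate 2 or *Trim28* cKO replicate 3). Only 1 rose without control replicate 1 or 3 or with that block. Oocyte genes, although lower, were still counted at 7 months, such as *Zp3*, a zona pellucida gene chosen after its values were seen (45.1 ± 19.2 CPM in control and 4.92 ± 0.830 CPM in *Trim28* cKO ovaries).

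None of the lists in this paragraph that were tested as sets passed camera with the preset correlation or fry. Of 14 theca and stroma genes 4 rose and 3 fell (2 rose without control replicate 3 or with the replicate number as a block, 5 fell by DESeq2), with *Dcn* (decorin) at a log2 fold change of 1.77 and *Hhip*, a hedgehog target, at -3.70. Of 17 fibrillar collagen and matrix genes 4 rose and 2 fell (2 rose without control replicate 2, control replicate 3 or *Trim28* cKO replicate 2, and 4 fell without *Trim28* cKO replicate 2). Of 10 immediate early and stress genes 2 rose and 2 fell (0 without *Trim28* cKO replicate 2 or 3, 1 without control replicate 1 or 3, *Trim28* cKO replicate 1 or a filter on low counts). Of 12 male germ cell genes 1 rose, *Zbtb16*, which somatic cells also express (log2 fold change 2.21), and none fell (0 at an unadjusted p under 0.05, by DESeq2 and by limma-voom, 1 without *Trim28* cKO replicate 2). Of 5 erythroid genes 2 rose, *Alas2* and *Hba-a1*, which can share reads with its copy, and both calls depended on single libraries (0 without control replicate 1, 1 without each other library). Of 7 adipocyte genes and 4 oviduct genes, 0 rose and 0 fell by edgeR. At an unadjusted p under 0.05, 2 adipocyte genes and 0 oviduct genes were higher, and DESeq2 and limma-voom each called 1 adipocyte and 0 oviduct genes higher, and 2 adipocyte genes were higher without control replicate 1 and 1 without *Trim28* cKO replicate 1. *Xist* was the tested gene of the sex chromosome list and did not pass (lower without *Trim28* cKO replicate 2), and Y-linked genes had 0 to 3 counts per library. Of 10 further genes named by the study, 3 rose and 4 fell (5 rose without control replicate 2).

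Of 27 imprinted genes 6 rose and 8 fell (4 without control replicate 1, 5 without control replicate 3 or with the replicate number as a block). *Dlk1*, *Meg3*, *Rian* and *Mirg*, imprinted genes of the *Dlk1*-*Meg3* domain on chromosome 12, rose together. *Dlk1* was at 0.645 ± 0.0544 CPM in control and 9.01 ± 4.79 CPM in *Trim28* cKO ovaries, *Meg3* at 183 ± 40.4 and 1326 ± 142 CPM and *Mirg* rose as well (log2 fold change 3.46, standard error 0.26, adjusted p = 0.000246 by edgeR), and *Rian*, chosen after its values were seen, had a log2 fold change of 2.65. *Dlk1* itself had a log2 fold change of 3.79, which does not bear on reads shared among the others. Reads shared between overlapping transcripts are argued against for *Meg3*, *Rian* and *Mirg* by the distance of at least 32214 bases between their annotated bodies. A rise of imprinted genes in general is argued against as well, since of 23 imprinted genes outside the domain 2 rose, 8 fell and 13 did not pass the test. What raised these genes stays open, and a change in the mix of cells that express the domain was not tested, since cell types are not separated in these libraries.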
